# CDK12/13 inactivation triggers STING-mediated antitumor immunity in preclinical models

**DOI:** 10.1172/JCI193745

**Published:** 2025-07-22

**Authors:** Yi Bao, Yu Chang, Jean Ching-Yi Tien, Gabriel Cruz, Fan Yang, Rahul Mannan, Somnath Mahapatra, Radha Paturu, Xuhong Cao, Fengyun Su, Rui Wang, Yuping Zhang, Mahnoor Gondal, Jae Eun Choi, Jonathan K. Gurkan, Stephanie J. Miner, Dan R. Robinson, Yi-Mi Wu, Licheng Zhou, Zhen Wang, Ilona Kryczek, Xiaoju Wang, Marcin Cieslik, Yuanyuan Qiao, Alexander Tsodikov, Weiping Zou, Ke Ding, Arul M. Chinnaiyan

**Keywords:** Cell biology, Oncology, Cancer, Cancer immunotherapy, Therapeutics

## Abstract

Inactivation of cyclin-dependent kinase 12 (CDK12) defines an immunogenic molecular subtype of prostate cancer characterized by genomic instability and increased intratumoral T cell infiltration. This study revealed that genetic or pharmacologic inactivation of CDK12 and its paralog CDK13 robustly activates stimulator of interferon genes (STING) signaling across multiple cancer types. Clinical cohort analysis showed that reduced CDK12/13 expression correlates with improved survival and response to immune checkpoint blockade (ICB). Mechanistically, CDK12/13 depletion or targeted degradation induced cytosolic nucleic acid release, triggering STING pathway activation. CDK12/13 degradation delayed tumor growth and synergized with anti–PD-1 therapy in syngeneic tumor models, enhancing STING activity and promoting CD8^+^ T cell infiltration and activation within tumors. Notably, the antitumor effects of this combination required STING signaling and functional CD8^+^ T cells. These findings establish STING activation as the key driver of T cell infiltration and the immune-hot tumor microenvironment in CDK12-mutant cancers, suggesting that dual CDK12/13 inhibitors and degraders activate antitumor immunity and potentiate responses to immunotherapies.

## Abstract 2

Blocking CDK12/13 boosts immune response against cancer by activating STING, helping immunotherapy work better—offering a new way to treat more patients effectively.

## Introduction

The interplay between tumor biology and the immune response has emerged as a crucial area of research in cancer therapy, particularly in the context of immune checkpoint blockade (ICB) (1, 2). Nevertheless, a substantial proportion of patients experience resistance to ICB, either through intrinsic mechanisms within the tumor microenvironment or through acquired resistance during therapy (2, 3). Accumulating studies have demonstrated that the stimulator of interferon (IFN) genes (STING) signaling pathway, which can be activated by cytosolic nucleic acids (4–6), plays a key role in boosting the immune response against tumors and enhancing ICB efficacy (5–10). Activation of STING is known to promote the expression of IFN-stimulated genes, including multiple chemokines that recruit CD8^+^ T cells, which are essential for effective antitumor immunity, as well as MHC class I (MHC-I) genes that are crucial for facilitating tumor cell recognition by CD8^+^ T cells (8, 9, 11, 12).

Cyclin-dependent kinase 12 (CDK12) and its paralog CDK13 phosphorylate RNA polymerase II (RNAPII) to mediate proper transcriptional elongation and processivity (13–16). In advanced prostate cancer and ovarian cancer, inactivating mutations of *CDK12* define distinct molecular subtypes of the disease (17, 18). *CDK12* inactivation has been linked to higher levels of intratumoral T cells in advanced prostate cancer (17, 19). Previously, we reported that *Cdk12* ablation in the murine prostate epithelium induces preneoplastic lesions with lymphocytic infiltration, and a paralog synthetic lethal relationship exists between CDK12 and CDK13 (hereafter referred to as CDK12/13) (13). However, the mechanisms underlying these phenotypes and their therapeutic implications remained unclear. Given that biallelic loss of *CDK12* represents an immunogenic molecular subtype of prostate cancer and the crucial role of T cells in antitumor immunity, we speculated that CDK12/13 could represent a therapeutic avenue for triggering antitumor immune responses and thereby enhance ICB efficacy.

In this study, we found that attenuated expression of *CDK12/13* was associated with STING activation and an improved response to ICB. Using an orally bioavailable proteolysis-targeting chimera (PROTAC) degrader of CDK12/13, YJ1206 (20), we further investigated the mechanisms linking CDK12/13 expression to STING activation. We discovered that pharmacological degradation or genetic depletion of *CDK12/13* led to the formation of transcription-replication conflicts (TRCs) and R-loops, which in turn caused upregulation of cytosolic DNA and activation of STING signaling. Notably, YJ1206 treatment not only activated STING signaling in vivo but also significantly synergized with anti–PD-1 therapy to suppress tumor growth. Thus, this study provides the first evidence to our knowledge that *CDK12* mutation triggers activation of the cyclic GMP-AMP synthase (cGAS)/STING pathway, a key component of antitumor immunity, and establishes STING activation as the underlying mechanism driving T cell recruitment in cancers with *CDK12* mutations. Our findings suggest that CDK12/13 antagonists activate STING signaling and may be leveraged to overcome resistance to immunotherapies, particularly ICB, addressing a critical clinical challenge in cancer treatment.

## Results

### CDK12/13 inactivation or attenuated expression levels are associated with elevated STING activation and improved response to ICB.

We previously reported that inactivating mutations in *CDK12* were associated with higher levels of intratumoral T cells in advanced prostate cancer (17). To understand the underlying mechanisms, we performed spatial transcriptomic analyses on metastatic castration-resistant prostate cancer (mCRPC) samples with either inactivated or wild-type *CDK12*. We found that inactivation of *CDK12* was significantly associated with a tumor-specific enrichment of STING activity signature (8) (Figure 1A), along with signatures primarily composed of IFN-stimulated genes that could be induced by STING activation (8) (Figure 1A). These signatures included type I (IFN-α) and II (IFN-γ) IFN responses and antigen presentation (Figure 1A). Additionally, gene set enrichment analysis (GSEA) utilizing the MSigDB Hallmark database revealed that type I and II IFN responses were the most upregulated pathways in *CDK12*-inactivated tumors compared with the wild-type (Figure 1A). Mutations of *CDK12* are rare in cancers, other than ovarian cancer and advanced prostate cancer. However, low expression of *CDK12* was significantly associated with increased STING activity in various cancer types (Supplemental Figure 1A, top; supplemental material available online with this article; https://doi.org/10.1172/JCI193745DS1). CDK13, a paralog of CDK12, has been shown to have functional redundancy with CDK12 (13, 14, 16). Notably, low expression of *CDK13* also tended to be associated with activated STING signaling (Supplemental Figure 1A, bottom). Importantly, the combined low expression of both *CDK12* and *CDK13* exhibited the strongest association with elevated STING activity (Figure 1B), along with significant upregulation of IFN response (Supplemental Figure 1B). Therefore, attenuated expression levels of *CDK12/13* may lead to the activation of STING signaling in various cancer types.

Activation of STING signaling has been shown to enhance the efficacy of ICB therapy (9, 21). Given the strong association between STING activity and *CDK12/13* expression, we examined whether low expression of *CDK12/13* predicted survival in patients treated with ICB therapy. We first analyzed RNA sequencing data from tumor samples collected prior to ICB treatment in 2 metastatic melanoma cohorts (22, 23) and found that low expression of *CDK12/13* (bottom 20th percentile) was significantly associated with improved overall survival (Figure 1C). We next evaluated the predictive value of *CDK12/13* expression in a pan-cancer setting. In the pan-cancer ICB cohort from the University of Michigan (MI-ONCOSEQ; *n* = 108; Supplemental Table 1), low pretreatment expression of *CDK12/13* (bottom 20th percentile) was similarly associated with improved survival, reaching borderline statistical significance (*P* = 0.0519; Figure 1C), suggesting that a larger sample size may be required to achieve statistical significance. To further validate this association, we analyzed data from the Kaplan-Meier (KM) plotter database (https://kmplot.com/analysis/) (24, 25), which comprises a substantially larger ICB-treated pan-cancer population (*n* = 808; Supplemental Table 2). As expected, low pretreatment *CDK12/13* expression (bottom 20th percentile) was significantly associated with improved survival (*P* = 0.0038; Figure 1C). Collectively, these findings support low *CDK12/13* expression as a predictive biomarker for improved overall survival in ICB-treated patients.

Additionally, low expression of *CDK12/13* significantly predicted response to ICB therapy (Figure 1D). Notably, multiple linear regression analysis revealed that low pretreatment *CDK12/13* expression (Supplemental Figure 2, left) or high pretreatment STING activity signature expression (Supplemental Figure 2, right) was independently associated with improved clinical outcomes, after adjusting for age, sex, and tumor site. We further explored single-cell sequencing data from ICB-treated cohorts to specifically evaluate the expression of *CDK12/13* in tumor cells (Figure 1E). As anticipated, we observed that reduced expression of *CDK12/13* (Figure 1E) or elevated STING activity (Figure 1E) was significantly associated with favorable clinical outcomes in these cohorts. Collectively, these findings highlight that low expression of *CDK12/13* is predictive of better clinical outcomes in cohorts treated with ICB.

### Targeting CDK12/13 activates STING signaling.

We next sought to determine whether targeting CDK12/13 could activate STING signaling. We previously developed a highly selective dual CDK12/13 PROTAC degrader, YJ1206, which is orally bioavailable and shows a favorable safety profile (20). 

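Myc-CaP is a cell line derived from a prostate carcinoma of a mouse that overexpresses human MYC in the prostate. YJ1206 is a proteolysis-targeting chimera, a molecule that brings CDK12 and CDK13 to a ubiquitin ligase for degradation, so its direct effect is on protein and not on transcripts. RNA was sequenced from 3 cultures treated with YJ1206 at 1 μM for 24 hours and from 3 cultures treated with DMSO. The authors deposited an estimated read count and a TPM value (transcripts per 1000000, scaled for gene length) for each gene and library. The paper's methods describe libraries made after enzymatic removal of ribosomal RNA, whereas the labels of the cell samples name polyA RNA as the molecule. The DMSO and the YJ1206 libraries also carry library numbers from separate series, so library batch and treatment cannot be told apart. The 3 DMSO libraries held 18198086 to 18519926 counts on genes (median 18368848), and the 3 YJ1206 libraries held 13936902 to 14869592 (median 14146546). The paper's stated target was 20 to 30 read pairs per sample in units of 1000000, and all values given here use the counts on genes. The table lists 40077 genes. Counts were rounded to whole numbers, genes with too few counts for a test were set aside by edgeR's filterByExpr, and 11826 genes were tested with edgeR's quasi-likelihood test after TMM normalization, a scaling that assumes most genes do not change. Of these, 8995 had an adjusted p-value under 0.05 (Benjamini-Hochberg), 4467 of them higher and 4528 lower with YJ1206, and 2170 changed by at least 2-fold. In 77.5% of all genes tested, every YJ1206 library lay on the same side of every DMSO library, which chance gives for 10% of genes with 3 libraries against 3. The split into higher and lower genes depended on the scaling. When libraries were scaled by their total counts alone, 36.1% of the significant genes were higher, and with the deposited TPM 29.2% were, against 49.7% with TMM. The median log2 fold change of all genes was -0.017 with TMM, -0.20 with total counts and -0.24 with TPM. With each library left out in turn, 8622 to 8824 genes were significant.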

In a murine prostate cancer model, Myc-CaP, we treated cells with YJ1206 and subsequently performed RNA sequencing analyses. The results revealed that the STING activity signature, as well as signatures that could be induced by STING activation (8), were significantly enriched in YJ1206-treated cells compared with controls (Figure 2A and Supplemental Figure 3A). 

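Of the transcripts of the degrader's targets, Cdk12 was higher in YJ1206-treated cells, and the direction of Cdk13 depended on the scaling. Cdk12 (ENSMUSG00000003119.14) rose from 122 ± 2.67 to 182 ± 2.75 CPM (counts scaled to library size, mean ± SD, n = 3 libraries each), a log2 fold change of 0.58 (standard error 0.035, adjusted p = 2.26e-14, edgeR). Cdk13 (ENSMUSG00000041297.8) stayed at 91.0 ± 2.86 and 92.7 ± 0.92 CPM (log2 fold change 0.027, standard error 0.040, adjusted p = 0.550, edgeR), and was lower with the deposited TPM and with total counts. For Cdk13, Myc-CaP cells gave -0.28 on the log2(TPM + 1) scale (adjusted p = 0.0036, limma) and -0.16 when scaled by total counts, a setting added for single genes after the data were seen (adjusted p = 0.00061, edgeR). Ccnk (ENSMUSG00000021258.10), which encodes the cyclin that both kinases bind, rose from 83.0 ± 1.47 to 111.0 ± 1.23 CPM (log2 fold change 0.42, standard error 0.038, adjusted p = 1.15e-10, edgeR).
The STING activity signature that the paper's methods define for scoring human cohorts holds 6 genes, CCL5, IFNB1, CXCL10, ISG15, ISG20 and IRF7, and their mouse counterparts moved in different directions. Isg15 (ENSMUSG00000035692.7) rose from 1.20 ± 0.35 to 5.43 ± 0.77 CPM, a log2 fold change of 2.18 (standard error 0.24, adjusted p = 5.95e-09, edgeR). Cxcl10 (ENSMUSG00000034855.13) had 0, 0 and 1 counts in the DMSO libraries and 11, 18 and 25 in the YJ1206 libraries, and was at least 8.84-fold higher with YJ1206 when DMSO is set at the floor of 3 counts (adjusted p = 1.46e-07, edgeR). Irf7 (ENSMUSG00000025498.15) had 0, 2 and 0 counts with DMSO and 19, 13 and 14 with YJ1206, at least 7.43-fold higher (adjusted p = 8.53e-07, edgeR). Isg20 (ENSMUSG00000039236.18) was lower with YJ1206, 27.9 ± 2.42 against 42.3 ± 2.05 CPM (log2 fold change -0.60, standard error 0.067, adjusted p = 7.21e-09, edgeR). Ifnb1 (ENSMUSG00000048806.4) had 0 counts in all 6 libraries, and Ccl5 (ENSMUSG00000035042.2) had at most 2, so a change of either was not detectable at this depth. The mean of log2(CPM + 1) over the 6 genes was 1.65 ± 0.059 with YJ1206 and 1.11 ± 0.062 with DMSO (n = 3 each), and every YJ1206 library was above every DMSO library (exact two-sided permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow).

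**Figure D1:**
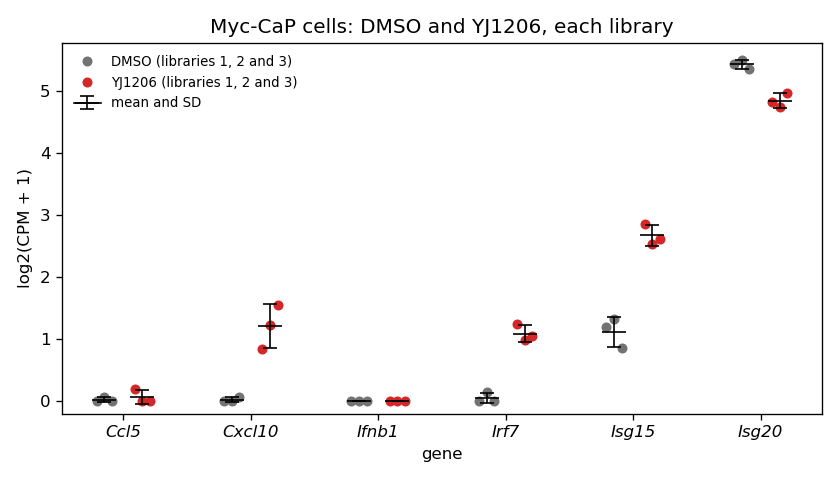
Expression of the 6 signature genes in each Myc-CaP cell library, as log2(CPM + 1) on the vertical axis and by gene on the horizontal axis. Gray points are the 3 DMSO libraries and red points the 3 YJ1206 libraries, with mean and SD in black; Isg15, Cxcl10 and Irf7 lie higher with YJ1206, Isg20 lies lower, and Ifnb1 is at 0 throughout.

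Gene set enrichment was computed with fgsea on genes ranked by log2 fold change, over 9 gene lists written before the data were examined. These lists are not the signatures that the paper used. Only 4 of the 6 STING genes passed the count filter, under the minimum of 5. Without the filter, a setting chosen after the data were seen, 5 genes gave a normalized enrichment score (NES) of 1.56 (adjusted p = 0.040, permutation). The adjusted p was 0.093 without DMSO library 3 and 0.100 without YJ1206 library 1. The type I IFN response list had an NES of 2.203 (62 genes, adjusted p = 6.44e-06), with 33 genes significantly higher and 17 significantly lower in the edgeR test (51 genes when adjusted over the list alone). The IFN-γ response list had an NES of 2.13 (116 genes, adjusted p = 1.44e-06), with 68 genes higher and 28 lower (99 genes when adjusted over the list alone). The antigen presentation list, analysed without H2 family genes, had an NES of 1.73 (43 genes, adjusted p = 0.0068), with 25 genes higher and 14 lower. Other settings moved each list differently. When genes were ranked by the signed test statistic, the type I IFN list had an NES of 1.27 (adjusted p = 0.128). When they were ranked by the change in log2(TPM + 1), the antigen presentation list had an NES of 0.90 (adjusted p = 0.748). With a Reactome set in place of the list, the IFN-γ response had an NES of 1.51 (adjusted p = 0.072). With TMM the median log2 fold change was 0.31 for type I IFN, 0.43 for IFN-γ and 0.44 for antigen presentation, and with TPM it was 0.0089, 0.13 and 0.14, beside the shift of all genes under that scaling. In limma's camera test, which compares each list with all other genes at a preset correlation of 0.01, the IFN-γ (adjusted p = 0.0056) and antigen presentation (0.040) lists passed the threshold and the type I IFN (0.166) and STING (0.583) lists did not. All 4 passed it in fry, which tests a list without reference to other genes, and none did with a correlation estimated from the libraries. The paper asked whether targeting CDK12/13 activates STING signaling. It states from its own enrichment analysis that the STING signature, and signatures that STING could induce, were enriched with YJ1206.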

Immunoblotting confirmed that treatment with YJ1206 markedly activated STING signaling, as evidenced by the increased levels of phospho-STING (p-STING), phospho-TBK1 (p-TBK1), and phospho-IRF3 (p-IRF3) (Figure 2B). Importantly, treatment with YJ1206 efficiently degraded CDK12/13, leading to a decrease in phosphorylation of serine 2 (Ser2) on RNAPII and an increase in γH2AX (Figure 2B and Supplemental Figure 3B), consistent with previous findings (20). To verify that the effect of YJ1206 was on target, we depleted *CDK12/13* using gene-specific siRNAs. As expected, genetic depletion of *CDK12/13* also resulted in STING signaling activation, decreased p-Ser2 levels, and increased γH2AX expression (Figure 2B). The activation of STING signaling was further confirmed by the elevated expression of its downstream targets, such as *Ifnb1*, *Cxcl10*, and *Ccl5* (Figure 2C and Supplemental Figure 3C), as well as genes responsive to type I IFN, *H2-K1* (an MHC-I gene; Figure 2C) and *Cd274* (which encodes PD-L1; Supplemental Figure 3C). Importantly, similar findings were observed in additional murine cancer models, B16-F10 (melanoma) and CT26 (colon carcinoma) (Figure 2, D–F), as well as across a panel of human cancer cell lines (Figure 2, E and F, and Supplemental Figure 3D). This indicates that the phenotype was not model or strain specific. Of note, inhibition of many other oncotherapeutic targets, including the BET family of bromodomain proteins, ubiquitin-like modifier activating enzyme 1, mSWI/SNF ATPases, GSPT1, and CBP/p300, did not activate STING signaling, suggesting a distinct role of CDK12/13 degradation in activating this pathway (Supplemental Figure 3E). Moreover, inhibition of CDK12/13 with a selective CDK12/13 inhibitor, YJ5118, induced STING activity at a level comparable to that observed with the CDK12/13 degrader (Supplemental Figure 3, F and G). Collectively, these findings show that targeting CDK12/13 activates STING signaling in tumor cells.

Activation of the STING pathway may lead to activation of NF-κB signaling (5), which may upregulate MHC-I expression (26, 27). To identify key components involved in MHC-I upregulation via CDK12/13 antagonism, we knocked out *Cgas*, *Sting1* (encoding STING), *Ifnar1* (encoding IFNAR1), or *Rela* (encoding p65; Supplemental Figure 4A) in cancer cell lines. As anticipated, knockout (KO) of *Cgas*, *Sting1*, or *Ifnar1* abolished MHC-I induction by CDK12/13 antagonism in various cancer models (Supplemental Figure 4B). Interestingly, while *Rela* KO significantly reduced MHC-I expression — consistent with its known role as an MHC-I regulator — CDK12/13 antagonism still significantly induced MHC-I expression in *Rela*-KO cells (Supplemental Figure 4C). These findings suggest that the cGAS/STING pathway and type I IFN response are crucial for MHC-I upregulation mediated by CDK12/13 antagonism, whereas NF-κB signaling is not essential.

Transcription replication conflicts (TRCs) have been linked to loss of the transcription elongation kinase CDK12 (13). R-loops (RNA-DNA hybrids) formed as a result of TRCs have been attributed to triggering the release of cytosolic DNAs, which activate STING signaling via cGAS (28, 29). Therefore, we hypothesized that genetic depletion or pharmacological degradation of CDK12/13 may lead to R-loop formation. We, thus, depleted *Cdk12*, *Cdk13*, or both in tumor cells with siRNAs and assessed R-loops with the S9.6 antibody (30, 31), the specificity of which was confirmed using RNase H treatment (Figure 2G and Supplemental Figure 4D). *Cdk12* depletion resulted in increased R-loop formation (Figure 2G and Supplemental Figure 4D). Similarly, depletion of *Cdk13*, the paralog of *Cdk12*, also led to elevated R-loop levels (Figure 2G and Supplemental Figure 4D). Notably, simultaneous depletion of both *Cdk12* and *Cdk13* resulted in the highest increase in R-loop formation (Figure 2G and Supplemental Figure 4D). This observation was confirmed through treatment with the CDK12/13 degrader, YJ1206 (Figure 2G and Supplemental Figure 4D). Thus, genetic depletion or pharmacological degradation of CDK12/13 gives rise to a drastic increase in R-loop formation.

### STING activation induced by CDK12/13 inactivation is TRC dependent.

We next examined whether CDK12/13 degradation also resulted in formation of TRCs, using the proximity ligation assay (PLA) to detect the physical proximity of proliferating cell nuclear antigen (PCNA) to RNAPII (32). We observed that depletion of either *Cdk12* or *Cdk13* yielded a relatively moderate increase in TRC formation (Figure 3, A and B, and Supplemental Figure 5A). In contrast, simultaneous depletion of both *Cdk12* and *Cdk13* led to a drastic increase in TRC formation (Figure 3, A and B). This was further validated with the dual CDK12/13 PROTAC degrader (Figure 3, A and B) or depleting *Cdk12/13* using CRISPR-Cas9 (Supplemental Figure 5B). The specificity of the PLA was confirmed with 5,6-dichloro-1-β-D-ribofuranosyl-benzimidazole (DRB) or triptolide treatment, which blocked transcription (32) (Figure 3, A and B). Collectively, our findings indicate that depletion or degradation of CDK12/13 leads to TRC formation.

Head-on TRCs, whereby the transcription and replication machinery move toward each other, are known to promote R-loop formation (33, 34), which can contribute to genomic instability (34–36). We treated cells in which CDK12/13 were degraded with DRB, which abolished TRC formation (Figure 3, A and B), and measured the R-loop levels. As anticipated, DRB treatment also eliminated the increased R-loop levels resulting from CDK12/13 degradation (Supplemental Figure 5, C and D). To establish the causal link between TRCs and R-loop formation, we further inhibited DNA replication using aphidicolin (37) or hydroxyurea (38). As anticipated, treatment with aphidicolin or hydroxyurea abolished TRCs induced by CDK12/13 antagonism (Supplemental Figure 6A). Notably, R-loop accumulation triggered by CDK12/13 antagonism was also strongly diminished under these conditions (Supplemental Figure 6A). These findings support a model in which CDK12/13 antagonism promotes R-loop formation secondary to TRC induction.

R-loops have been found to induce the release of cytosolic ssDNAs (29) and dsDNAs (28) to activate STING via 2′3′-cGAMP (cGAMP) production (28). As expected, CDK12/13 degradation resulted in elevated levels of both cytosolic dsDNAs and ssDNAs (Figure 3, C–E, and Supplemental Figure 6B), as well as increased cGAMP production (Figure 3F). In contrast, elevation in cytosolic dsRNAs was not detected upon CDK12/13 degradation (Supplemental Figure 6B, bottom). Importantly, DRB treatment, which abolished TRC formation (Figure 3, A and B), fully eliminated the increase in cytosolic DNAs and, thus, reversed the YJ1206-mediated activation of STING signaling (Figure 3G). Taken together, these data show that targeting of CDK12/13 induces TRCs and R-loop formation, which in turn leads to the release of cytosolic DNAs and production of cGAMP, activating STING signaling.

### CDK12/13 inactivation activates antitumor immunity and enhances response to ICB.

Given that activation of STING enhances the efficacy of ICB therapy (9, 21), we next examined whether inactivating CDK12/13 could improve response to ICB. We depleted *Cdk12*, *Cdk13*, or both in the Myc-CaP tumor model (Supplemental Figure 7A, top). Notably, simultaneous depletion of both *Cdk12* and *Cdk13* led to the most profound improvement in response to anti–PD-1 treatment (Figure 4A and Supplemental Figure 7A, bottom), while depletion of either *Cdk12* or *Cdk13* alone led to relatively moderate enhancement of anti–PD-1 efficacy (Figure 4A). Furthermore, *Cdk12/13* depletion significantly delayed tumor growth (Supplemental Figure 7A, bottom), extending the time to endpoint from 13 days in controls to 29 days after treatment (Figure 4A). To confirm that the tumor inhibitory effect was immune dependent, we evaluated tumor growth in both immunodeficient and immunocompetent mice. Although *Cdk12/13* depletion exerted a direct tumor inhibitory effect in immunodeficient mice (Supplemental Figure 7B), consistent with previous studies (13), the tumor growth delay was significantly more pronounced in immunocompetent mice (Supplemental Figure 7B). These findings indicate that an intact immune system is essential for the full antitumor response mediated by *Cdk12/13* depletion.

The necessity of targeting both CDK12 and CDK13 to achieve optimal enhancement of ICB response was further validated with an additional prostate cancer syngeneic model harboring *Cdk12* loss and *Trp53* depletion (*Cdk12*^KO^-sg*p53*), which was previously established (13). We found that beyond the genetic loss of *Cdk12*, degradation of CDK13 by YJ1206 treatment (Supplemental Figure 7C) demonstrated antitumor effects and strongly improved ICB efficacy (Figure 4B). We next evaluated the combination of YJ1206 and anti–PD-1 across various syngeneic models, including Myc-CaP (prostate cancer), B16-F10 (melanoma), CT26 (colon cancer), and LLC (lung cancer), after confirming that activation of STING by intratumoral administration of cGAMP led to strong suppression of tumor growth and enhanced ICB efficacy (Figure 4C). We observed that degradation of CDK12/13 by YJ1206 (Supplemental Figure 7D) displayed antitumor effects and significantly improved anti–PD-1 efficacy in these models, which are otherwise insensitive to anti–PD-1 monotherapy (Figure 4, D and E, and Supplemental Figure 7E). Importantly, combination treatment with YJ1206 and anti–PD-1 demonstrated a strong synergistic effect in all models tested (Figure 4F). Consistent with the reported favorable safety profile (20), we observed no body weight loss in mice treated with YJ1206 or the combination of YJ1206 and anti–PD-1 (Figure 4G). Administration of high-dose YJ1206 also led to significant tumor suppression in immunodeficient mice (Supplemental Figure 8A), accompanied by a marked increase in tumor cell apoptosis (Supplemental Figure 8B), consistent with the literature (20). Nevertheless, in line with the *Cdk12/13* depletion data (Supplemental Figure 7B), YJ1206 treatment exhibited substantially stronger control of tumor growth in immunocompetent mice compared with immunodeficient mice (Supplemental Figure 8A). Together, our data show that targeting CDK12/13 delays tumor growth and enhances response to anti–PD-1 across various preclinical models.

### Antitumor activity of CDK12/13 degradation is CD8^+^ T cell and STING dependent.

In tumors from mice treated with YJ1206, protein levels of phosphorylated RPA2 (p-RPA2-S33) and γH2AX, markers associated with TRC (39, 40), were markedly elevated (Supplemental Figure 8, C and D), supporting the conclusion that YJ1206 also induces TRC formation in vivo. 

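Myc-CaP cells were grown as subcutaneous tumors in male FVB mice, which were given YJ1206 by mouth at 100 mg/kg, 3 times per week, or vehicle. There were 3 tumor RNA libraries of each group, labeled 1 to 3. An estimated count and a TPM value were given per gene and library, as for the cells. The labels of the tumor samples name total RNA as the molecule and give the treatment under a tag for batch. The vehicle libraries held 15391544 to 26928365 counts on genes (median 22112711), and the YJ1206 libraries held 18307820 to 22418665 (median 19408684). The table lists 34508 genes. The processing was as for the cells, and 15558 genes were tested. The libraries of a group differed more than those of the cells, with a biological coefficient of variation of 0.14 against 0.032. The adjusted p-value was under 0.05 for 4176 genes, of which 1854 were higher and 2322 lower in YJ1206 tumors, and 793 changed by at least 2-fold. Among the genes that differed between vehicle libraries 1 and 2, 99.6% lay between them in vehicle library 3, and the corresponding share in YJ1206 library 3 was 98.7%. Whether library 3 of each group came from a separate tumor is therefore uncertain. In the number of differentially expressed genes, Myc-CaP tumors depended on single libraries. It was 1938 without vehicle library 3 and 1877 without YJ1206 library 3, and 2739 without YJ1206 library 2. With libraries 1 and 2 alone, a comparison chosen after the data were seen, it was 1, with 3068 genes at an unadjusted p-value under 0.05. The number rose to 5724 without vehicle library 2.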

We next examined whether tumors from YJ1206-treated animals showed increased levels of STING signaling. RNA sequencing revealed that STING activity signatures, as well as signatures that could be induced by STING activation (8), were significantly enriched in tumors from mice treated with YJ1206 compared with vehicle (Figure 5, A and B). 

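Of the 6 STING signature genes, 5 could be tested in the tumors, and the fitted change of each was upward. Cxcl10 rose from 0.78 ± 0.40 CPM in vehicle tumors to 2.04 ± 0.71 in YJ1206 tumors (mean ± SD, n = 3 libraries each), a log2 fold change of 1.34 (standard error 0.41, adjusted p = 0.049, edgeR). This call was lost in 5 of the 6 fits that each left out one library. Ccl5 (log2 fold change 0.92, standard error 0.33, adjusted p = 0.079), Isg15 (0.61, standard error 0.21, adjusted p = 0.075) and Irf7 (0.65, standard error 0.36, adjusted p = 0.217) did not pass the threshold over all genes in edgeR, and 3 of the 5 genes passed it when adjusted over the list alone. Over all genes, Isg15 passed the threshold in 2 of 12 alternatives and Irf7 in 1. With one library left out, the log2 fold change of Irf7 ranged from 0.34 to 1.15. Isg20 did not differ beyond the spread between libraries, at 102 ± 18.3 and 107 ± 19.5 CPM (log2 fold change 0.062, adjusted p = 0.819, edgeR), and its direction reversed in other settings. For Isg20, Myc-CaP tumors gave -0.0073 on the log2(TPM + 1) scale, -0.054 without vehicle library 1 and -0.052 without YJ1206 library 2. Ifnb1 had 0 counts in the vehicle libraries and 0, 1 and 2 in the YJ1206 libraries, all under the floor. The score over the 6 genes was 2.83 ± 0.075 in YJ1206 tumors and 2.40 ± 0.27 in vehicle tumors (n = 3 each). Every YJ1206 tumor library scored above every vehicle library (exact two-sided permutation test, p = 0.10, the smallest possible). The test takes the 3 libraries of a group as separate tumors, which is uncertain for library 3.

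**Figure D2:**
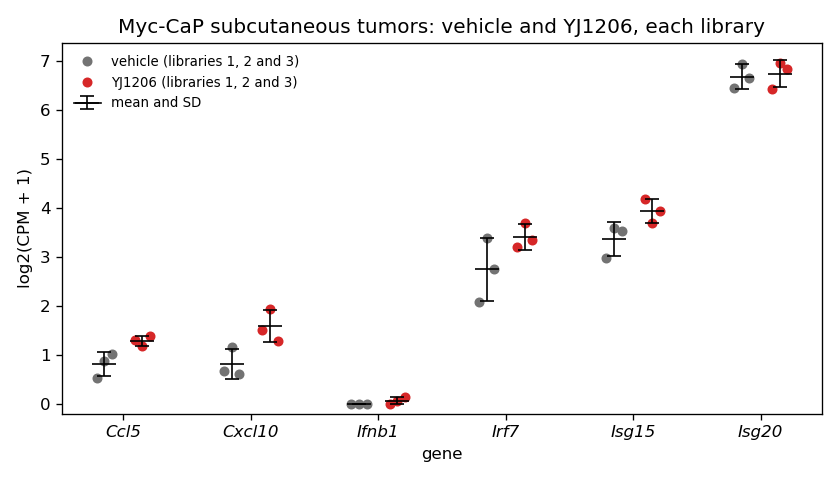
Expression of the 6 signature genes in each Myc-CaP tumor library, as log2(CPM + 1) on the vertical axis and by gene on the horizontal axis. Gray points are the 3 vehicle libraries and red points the 3 YJ1206 libraries, with mean and SD in black; the groups do not overlap for Ccl5, Cxcl10 and Isg15 and do overlap for Irf7 and Isg20.

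The STING list had an NES of 1.73 (5 genes, adjusted p = 0.0041, fgsea permutation), and an adjusted p of 0.072 without vehicle library 1. It did not pass the threshold in camera (adjusted p = 0.086) or fry (0.069). The type I IFN response list had an NES of 2.56 (101 genes, adjusted p = 6.21e-13) and a median log2 fold change of 0.40, with 47 genes significantly higher and 3 lower in the edgeR test (55 genes when adjusted over the list alone). The IFN-γ response list had an NES of 2.05 (185 genes, adjusted p = 4.73e-08), with 67 genes higher and 12 lower (83 when adjusted over the list alone). Both IFN lists also passed the threshold in camera (adjusted p = 1.30e-09 and 9.06e-07) and in fry (0.0034 and 0.0020), and neither did in camera with an estimated correlation. With libraries 1 and 2 of each group alone, chosen after the data were seen, their adjusted p in fry was 0.087 for type I IFN and 0.073 for IFN-γ. In camera both IFN lists passed the threshold in that fit (1.61e-09 and 9.37e-07). The STING list passed it there in camera (0.034) but not in fry (0.293). The antigen presentation list, analysed without H2 family genes, was not enriched (45 genes, NES 0.78, adjusted p = 0.835), with 10 genes higher and 5 lower. Its median log2 fold change was -0.043. Ranked by the signed statistic, it had an NES of 1.44 and an adjusted p of 0.048. All lists named here are those written before the data were examined, not the paper's. The paper used these libraries to examine whether tumors of YJ1206-treated mice had more STING signaling. It states from its own enrichment analysis that the STING signature, and signatures that STING could induce, were enriched.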

Histological staining further revealed that administration of YJ1206 significantly elevated the levels of p-STING and p-IRF3 in tumor samples (Figure 5, C and D), demonstrating that YJ1206 treatment induced STING activation in vivo. STING activation is known to promote MHC-I expression (9), and as expected, tumor-specific MHC-I expression was significantly enhanced following YJ1206 treatment (Figure 5, C and D).

We also knocked out *Sting1* (the gene encoding STING) in tumor cells (Supplemental Figure 4A and Supplemental Figure 8E) and found that loss of *Sting1* partially rescued tumor growth under the combinatorial treatment of YJ1206 and anti–PD-1 (Supplemental Figure 8F and Figure 5E. To evaluate the role of host-derived STING, we performed the same combination treatment in *Sting1*-KO mice. In this context, tumors with *Sting1* deletion were resistant to low-dose YJ1206 combined with anti–PD-1 (Figure 5E). These findings collectively highlight that both tumor-intrinsic and host STING are essential for the full therapeutic efficacy of combined YJ1206 and anti–PD-1 treatment. This supports the concept that tumor-derived DNA can be transferred into the cytosol of antigen-presenting cells, thereby activating STING signaling in antigen-presenting cells and promoting CD8^+^ T cell–mediated antitumor immunity (41–44).

In agreement with this, immune profiling (Supplemental Figure 9, A–E) revealed that CD8^+^ T cells and dendritic cells were among the most significantly increased populations of cells in tumors with *Cdk12/13* depletion compared with control (Figure 6A). Moreover, activated CD8^+^ T cells were also significantly increased (Figure 6B). Consistently, a significant increase in activated CD8^+^ T cells was also observed in tumors from YJ1206-treated mice (Figure 6C). Furthermore, while anti–PD-1 monotherapy only mildly elevated the proportion of active CD8^+^ T cells, the combination of anti–PD-1 and YJ1206 led to the most pronounced increase in intratumoral activated CD8^+^ T cells (Figure 6C). Importantly, the absolute number and fraction of tumor antigen–specific CD8^+^ T cells were significantly increased in tumors from mice treated with YJ1206 alone or in combination with anti–PD-1 (Figure 6D and Supplemental Figure 9F). To further assess the functional importance of CD8^+^ T cells, we treated mice with an anti-CD8 antibody, which significantly reduced the therapeutic efficacy of the YJ1206 and anti–PD-1 combination (Figure 6E). Collectively, these findings underscore the essential role of CD8^+^ T cells in mediating the antitumor effects of YJ1206 and anti–PD-1 combination therapy.

## Discussion

This study is the first to our knowledge to establish an association between diminished expression of *CDK12/13* and heightened STING activity, identifying *CDK12/13* expression as a predictive biomarker for ICB response and patient survival in ICB-treated cohorts in a pan-cancer context. CDK12/13, by complexing with cyclin K, play vital roles in the phosphorylation of RNAPII, ensuring proper transcriptional elongation and processivity (Figure 7) (13–16). We demonstrate for the first time to our knowledge that simultaneous depletion of *Cdk12* and *Cdk13* is crucial to achieve the most robust TRC formation and R-loop accumulation, whereas depletion of either *Cdk12* or *Cdk13* alone results in only moderate effects. Consequently, dual depletion of *Cdk12/13* leads to the strongest activation of STING signaling and the most pronounced enhancement of ICB response. Notably, targeted degradation of CDK12/13 with YJ1206 treatment was evaluated in combination with ICB in a broad range of cancer types, including prostate cancer, melanoma, colon cancer, and lung cancer, where it significantly delays tumor growth and enhances ICB efficacy. Importantly, this effect is dependent on both STING activation and CD8^+^ T cells (Figure 7). Collectively, our data position CDK12/13 as predictive biomarkers for clinical outcomes in ICB-treated cohorts and establish pharmacologic antagonism of these kinases as a promising strategy to enhance ICB response, addressing a critical unmet clinical need. Our findings underscore the urgency of initiating clinical trials to evaluate the combination of CDK12/13 antagonism and ICB therapy as an approach to improve cancer treatment outcomes.

The mechanisms linking CDK12 inactivation to increased intratumoral T cell presence in advanced prostate cancer (18) and the development of preneoplastic lesions with lymphocytic infiltration in the murine prostate epithelium (14) have remained unclear. Here, we provide the first evidence to our knowledge that CDK12 inactivation activates the cGAS/STING pathway, which in turn drives T cell recruitment in CDK12-deficient cancers. Furthermore, we demonstrate that CDK12/13 antagonism, through either degradation or inhibition, effectively activates the STING pathway, sensitizing resistant tumors to ICB. These findings support CDK12/13 antagonism as a promising strategy to enhance STING activation and improve the efficacy of cancer immunotherapies. Recognizing the importance of STING activation in eliciting antitumor responses and enhancing ICB efficacy (7–9, 21), numerous clinical trials have been launched to investigate the potential of STING agonists in treating various cancer types or improving response to ICB. While many STING agonists have demonstrated promising efficacy in preclinical studies, their translation into the clinic has faced substantial challenges (45–47). One of the primary barriers is their suboptimal pharmacokinetic properties, which often necessitate direct intratumoral administration to achieve therapeutic concentrations at the tumor site (45, 46). Moreover, their poor pharmacokinetics result in a lack of oral bioavailability, limiting their widespread clinical application, as systemic administration is generally preferred for practical treatment regimens. Additionally, most STING agonists, due to their inherent negative charge, cannot effectively cross the plasma membrane of cells, which itself carries a negative charge (48). This charge-based limitation impedes their cellular uptake, reducing their efficacy in initiating STING-mediated immune responses. In this study, we demonstrate that the orally bioavailable PROTAC degrader of CDK12/13, YJ1206, activates the STING signaling pathway in a TRC-dependent manner. With its promising pharmacokinetic and pharmacodynamic properties, along with a favorable safety profile (20), YJ1206 emerges as a compelling candidate for clinical evaluation, particularly for its oral bioavailability and potential to enhance ICB efficacy by activating STING signaling. Notably, a molecular glue degrader of cyclin K, CT7439, which inhibits CDK12/13, has progressed to a phase I clinical trial (ClinicalTrials.gov NCT06600789) for patients with advanced solid tumors. Additionally, several other companies are developing CDK12/13 inhibitors, underscoring the substantial therapeutic potential of targeting these kinases for cancer treatment.

Although our study demonstrates that inactivation of CDK12/13 markedly activates the STING signaling pathway and enhances efficacy of ICB, these observations were obtained in preclinical models. While the results are promising, further investigation in clinical settings is necessary to fully evaluate the potential of CDK12/13 degraders or inhibitors as a strategy to improve ICB responses. The continued development of these compounds could offer an approach to activate STING signaling in tumors and boost ICB efficacy. Future clinical trials will be crucial to confirm the translational potential of these findings and determine the safety, pharmacokinetics, and therapeutic benefits of targeting CDK12/13 in conjunction with ICB.

## Methods

### Sex as a biological variable.

For drug efficacy studies, Myc-CaP (murine prostate cancer) tumors were established in male FVB mice, while B16-F10 (melanoma), LLC (lung cancer), and CT26 (colon cancer) tumors were established in female mice. Treatment with YJ1206, either alone or in combination with anti–PD-1, demonstrated comparable efficacy across these models. These findings suggest that the sex of the animals may not significantly influence treatment efficacy. Clinical sequencing data included in this study were collected from both male and female patients through the MI-ONCOSEQ program (see *Human studies* below).

### Animal experiments.

Mice were housed at a maximum density of 5 per cage, provided with regular chow, nesting material, and igloos, and maintained on a 12-hour light-dark cycle with controlled humidity (30%–70%) and temperature (20°C–26.1°C). BALB/c (strain 028), FVB (strain 207), and C57BL/6 (strain 027) mice were obtained from Charles River. NOD.Cg-*Prkdc*^scid^ *Il2rg*^tm1Wjl^/SzJ (NSG; strain 005557) mice and the *Sting1*-KO mice (BALB/c-*Sting1*^em3Vnce^/J; strain 036638) were acquired from the Jackson Laboratory. Mice were used to establish subcutaneous tumors. Tumor models were created by subcutaneously injecting 3 million Myc-CaP cells into male FVB mice, 0.4 million B16-F10 or LLC cells into female C57BL/6 mice, and 0.5 million CT26 cells into BALB/c female mice at each site. Treatments were initiated once tumors reached 50–100 mm^3^ in size.

The vehicle solution consisted of 20% PEG400, 6% Cremophor EL, and 74% PBS. YJ1206 or vehicle was administered orally at a dose of 100 mg/kg, 3 times per week. Anti–PD-1 or IgG was administered intraperitoneally at a dose of 200 μg/mouse every 3 days. Following the treatment regimen, mice were sacrificed, and organs and tumors were collected for further analysis. CD8^+^ T cell depletion was performed as described previously (49). Anti–mouse CD8α (clone 2.43) or its corresponding isotype control were purchased from BioXcell. The antibody was administered intraperitoneally 1 day before tumor cell inoculation, at a loading dose of 400 μg per mouse, followed by 100 μg per mouse every 3 days until the conclusion of the experiment. Intratumoral injections of cGAMP (InvivoGen, TLRL-NACGA23-02) were administered at a dose of 2.5 μg in 25 μL, 3 times every other day.

### Immunoblot analysis.

Following treatment under varying conditions, cell lysates were prepared in RIPA buffer (Thermo Fisher Scientific), supplemented with cOmplete protease inhibitor cocktail (Roche, 4693159001) and PhosSTOP phosphatase inhibitor (Roche, 4906837001). Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Bio-Rad) following the manufacturer’s instructions. Equal amounts of protein from each sample were loaded onto NuPAGE 3%–8% Tris-Acetate or 4%–12% Bis-Tris protein gels (Thermo Fisher Scientific) and transferred to membranes. Membranes were blocked with 5% nonfat milk at room temperature for 1 hour, followed by overnight incubation at 4°C with primary antibodies, which were diluted using 5% nonfat milk or 5% BSA (Sigma-Aldrich, A9647) in PBST (0.1% Tween 20 in PBS). Detection was performed with HRP-conjugated secondary antibodies, and images were acquired using an Odyssey Fc Imager (LI-COR Biosciences). Antibodies used in this study included anti-CDK12 (Proteintech, 26816-1-AP), anti-CDK13 (Proteintech, 30461-1-AP), anti–p-IRF3 (Cell Signaling Technology, 29047S), anti–p-TBK1 (Cell Signaling Technology, 5483S), anti-cGAS (Cell Signaling Technology, 31659S), anti-p65 (Cell Signaling Technology, 8242T), anti-STING (Cell Signaling Technology, 13647S), anti-GAPDH (Cell Signaling Technology, 3683S), anti-IRF3 (Cell Signaling Technology, 4302S), anti–p-Ser2 (Cell Signaling Technology, 13499), anti-vinculin (Cell Signaling Technology, 18799S), anti–mouse p-STING (Cell Signaling Technology, 72971S), anti–human p-STING (Cell Signaling Technology, 19781S), anti-TBK1 (Cell Signaling Technology, 3013S), anti-γH2AX (Abcam, ab11174), and anti–IFN-αR1 (Santa Cruz Biotechnology, sc-53591). Secondary antibodies included Rabbit IgG HRP-linked whole Ab (Cytiva, NA934-1ML) and Mouse IgG HRP Linked Whole Ab (Cytiva, NA931-1ML).

### Transfection.

Cells were seeded in 6-well plates at approximately 30%–40% confluence and incubated overnight at 37°C with 5% CO_2_. RNAiMAX (3.75 μL; Thermo Fisher Scientific, 13778075) was added to 125 μL of Opti-MEM (Thermo Fisher Scientific, 31985062) and combined with an additional 125 μL of Opti-MEM containing 500 nM si*Cdk12* and/or si*Cdk13* (si*Cdk12*, Horizon Discovery, J-064510-06-0050; si*Cdk13*, Horizon Discovery, J-045210-05-0050). The mixture was incubated at room temperature for 5 minutes before being added to the cells.

### Cell lines.

Cell lines were obtained as reported elsewhere (49, 50). The B16-F10, Myc-CaP, CT26, LLC, 22RV1, VCaP, and PC3 cell lines were purchased from the American Type Culture Collection (ATCC). Manufacturer’s guidelines were followed to culture all cell lines. Cell line pellets were regularly harvested and submitted to the LabCorp Cell Line Testing division to confirm authentication. To ensure the absence of contamination, all cell lines were tested for mycoplasma every 2 weeks.

Stable cell lines were generated as previously described (49, 51, 52). Briefly, single guide RNAs (sgRNAs) targeting early exons of *Cdk12* or *Cdk13* were evaluated for off-target effects using Off-Spotter (https://cm.jefferson.edu/Off-Spotter/). The sgRNAs with minimal off-target potential were chosen (Supplemental Table 3 lists the sgRNAs used in this study). The Golden Gate assembly method was employed to construct the sgRNAs to lentiCRISPR v2 vector (Addgene, 52961). Sanger sequencing confirmed successful construction. The resulting vectors were transfected into target Myc-CaP cells using Lipofectamine 3000 (Thermo Fisher Scientific, L3000001). One day after transfection, puromycin was used at 10 μg/mL to select for transfected cells. A SONY SH800S cell sorter was used to sort single cells to 96-well plates. Colonies from single cells were expanded, and gene depletion was evaluated by Sanger sequencing and immunoblotting. All generated cell lines were routinely tested to ensure they remained free of mycoplasma contamination.

### Reverse transcription–quantitative PCR.

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, 74104) following the manufacturer’s instructions. RNA concentration was measured using a NanoDrop spectrophotometer. For cDNA synthesis, 1000 ng of total RNA was used with the Maxima First Strand cDNA Synthesis Kit for reverse transcription–quantitative PCR (RT-qPCR) (Thermo Fisher Scientific, 12574026). qPCR was performed in triplicate using SYBR Green reagents on a QuantStudio 6 Real-Time PCR System (Applied Biosystems). mRNA expression levels were quantified using the ΔCt method and normalized to *ACTB* expression. Primers were synthesized by Integrated DNA Technologies, with sequences provided in Supplemental Table 4.

### ELISA.

Cells were treated with YJ1206 for 24 hours or with si*CDK12* with and without si*CDK13* for 36 hours. Supernatants were collected and centrifuged at 500*g* for 3 minutes for IFN-β ELISA analysis. Cells were lysed using M-PER Mammalian Protein Extraction Reagent (Thermo Fisher Scientific, 78501) for cGAMP ELISA. Protein concentrations were measured with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. IFN-β ELISA (R&D Systems, DY8234-05 and DY008B) and cGAMP ELISA (Cayman Chemical, 501700) kits were used per the manufacturer’s protocols.

### RNA sequencing.

Myc-CaP cells were exposed to 1 μM of the CDK12/13 degrader YJ1206 for 24 hours. Total RNA was then isolated using the RNeasy Mini Kit (Qiagen) and quantified using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). For RNA sequencing, libraries were constructed with the KAPA RNA HyperPrep Kit with RiboErase (HMR) (Roche, 08098140702). Briefly, 800 ng of total RNA underwent ribosomal RNA depletion via enzymatic digestion, followed by first- and second-strand cDNA synthesis, end repair, A-tailing, and adapter ligation using NEB adapters. Fragments ranging from 250 to 300 bp were size-selected using a 2-step AMPure XP bead purification, and libraries were amplified by PCR with KAPA HiFi HotStart ReadyMix and NEB dual-index primers (Roche, E6440L). Final libraries were assessed for quality and fragment distribution using the Agilent 2100 Bioanalyzer. Sequencing was performed on the Illumina NovaSeq 6000 platform to generate 150-bp paired-end reads, targeting a depth of 20–30 million read pairs per sample. Downstream data processing and analysis followed previously described protocols (49). GSEA was conducted using the STING pathway activation signature reported by Wu et al. (8).

### Human studies.

The MI-ONCOSEQ clinical sequencing program at the Michigan Center for Translational Pathology (MCTP) sequenced samples from patients recruited at the University of Michigan hospital (17, 53–55). Data from samples collected prior to ICB treatment were used in the study. Treatment response was evaluated based on the RECIST1.1 criteria, excluding cases of pseudoprogression based on imRECIST criteria (56). Sequencing of patient samples was conducted by the MCTP Clinical Laboratory Improvement Amendments (CLIA)–certified laboratory, adhering to approved protocols and ethical guidelines as previously described (17, 54, 57). All patients provided written informed consent. Demographic data, including race and ethnicity, were collected in alignment with NIH guidelines. Classifications were based on self-reported data by the participants using categories defined by the investigators to ensure consistency with federal reporting requirements. Supplemental Table 1 details the full clinical and demographic characteristics of the cohort.

### Analysis of public gene expression data.

Public gene expression data were acquired from the KM plotter (24, 25) (https://kmplot.com/analysis/), cBioPortal (58–60) (https://www.cbioportal.org/), or Tumor Immunotherapy Gene Expression Resource (http://tiger.canceromics.org/#/). Two metastatic melanoma datasets, Van Allen et al. (22) and Riaz et al. (23), were used in this study. Data from samples collected before treatment were utilized to assess whether expression of *CDK12/13* could predict treatment response and patient survival. In the dataset from Riaz et al. (23), data from samples in M1b and M1c stages were utilized. Data from the KM plotter were obtained from pretreatment samples of patients who received ICB therapy. For CDK12/13, we used the average *z*-scored expression of *CDK12* and *CDK13* genes, while the STING activity signature consisted of *CCL5*, *IFNB1*, *CXCL10*, *ISG15*, *ISG20*, and *IRF7* (61–63).

### Spatial transcriptomics.

Spatial transcriptomics was performed using the Visium HD, Human Transcriptome (10× Genomics, 1000673) and Visium CytAssist (10× Genomics, 1000441) following the instructions from the manufacturer. Briefly, 5-μm FFPE tissue on tissue slides was stained with H&E, imaged, destained, and decrosslinked. Tissue was next permeabilized and hybridized with human transcriptomic probes overnight. Hybridized probes were then transferred to the Visium slide, which contains millions of barcodes, through the CytAssist instrument. Next, cDNAs were synthesized and amplified with sample indexes for the final libraries. The quality of the libraries was evaluated by the Agilent Bioanalyzer. For analyzing the spatial transcriptomics data, FASTQ files were generated from the raw base call files using 10× Genomics Space Ranger v3.1.0 mkfastq. The gene count matrices at an 8-μm bin size were generated from the FASTQ files using the count command and the 10× Genomics–supplied human probe-set reference. The data were processed using Seurat v5.1.0 (64). The 8-μm bin spots were clustered using sketch-based clustering and integrated across conditions for downstream analyses according to the Seurat Visium HD workflow. Each spot was annotated using SingleR (65) and an in-house reference built from public single-cell RNA sequencing datasets (66, 67). Pseudobulk matrices were generated for the annotated cell types and used for gene-set enrichment comparison across conditions. Genes were ranked based on log_2_(fold change) and pathway analysis was conducted using clusterProfiler (68). Pathways of interest were taken from the Molecular Signatures Database (MSigDB) Hallmark gene set collection (69) and gene ontology (GO) Biological Processes collection (70, 71). UCell (72) was used to calculate per-spot gene-set enrichment scores. The STING activity signature applied in the GSEA with the spatial transcriptomics data is derived from the publication by Wu et al. (8).

### Analysis of single-cell RNA sequencing in ICB-treated cohorts.

We previously compiled a curated list of single-cell RNA-sequencing datasets encompassing pan-cancer ICB-treated cohorts (73). These include skin cancers such as melanoma (74–77) and basal cell carcinoma (78). Additionally, investigations have extended to breast cancer subtypes (79) like triple-negative, HER2-positive, and estrogen receptor (ER)–positive, as well as kidney cancer, specifically clear cell renal carcinoma (80), and liver cancers (81) such as hepatocellular carcinoma and intrahepatic cholangiocarcinoma. In this resource, we have grouped partial responders, responders, complete responders, and expanded (tumor samples with T cell expansion after ICB treatment) as “Favorable” outcomes, whereas nonresponders, stable disease, and non-expanded are classified as “Unfavorable” outcomes. This resource was employed to assess CDK12/13 and STING activity in single cells. Each dataset was subsetted for tumor cells. Single-cell analysis was performed using the Seurat package (v5.1.0). Data normalization was performed using log1p normalization, and clustering was undertaken using Seurat’s unsupervised graph-based clustering approach. To evaluate CDK12/13 and STING activity expression per patient, the Average Expression function from Seurat was employed to extract the patient-specific cluster expression. For CDK12/13, we utilized the average expression of *CDK12* and *CDK13* genes. For STING activity, we used *CCL5*, *CXCL10*, *ISG15*, *ISG20*, and *IRF7* gene signature.

### Flow cytometry.

Cells were treated with 1 μM YJ1206 for 24 hours or with si*Cdk12* with and without si*Cdk13* for 36 hours. Following treatment, cells were washed once with PBS, trypsinized, and neutralized with MACS buffer (2% FBS, 2 mM EDTA in PBS). The cell suspension was then filtered into FACS tubes (Thermo Fisher Scientific, 08-771-23), centrifuged at 500*g* for 5 minutes, and the supernatant was carefully aspirated. Cells were resuspended in 100 μL PBS mixed with Zombie NIR viability dye (BioLegend, 423106) and stained at room temperature for 5 minutes in the dark. Next, MHC-I antibodies — anti–H-2Kq (BD Biosciences, 742296) and anti–H-2Dq/H-2Lq (BD Biosciences, 744853) for Myc-CaP cells; anti–H-2Kb (BD Biosciences, 553570) and anti–H-2Db (Thermo Fisher Scientific, 12-5999-83) for B16-F10 cells; anti–H-2Kd (BD Biosciences, 562004) and anti–H-2Dd (BD Biosciences, 553580) for CT26 cells — and anti–PD-L1 antibody (BD Pharmingen, 568303), diluted in 50 μL MACS buffer, were added and incubated with the cells at room temperature for 12 minutes in the dark. Cells were then washed with 1 mL MACS buffer, centrifuged, and the supernatant was aspirated. The cell pellet was resuspended in 55 μL fixative buffer and incubated at room temperature for 12 minutes, followed by the addition of 200 μL MACS buffer. The samples were analyzed on a SH800S cell sorter (Sony Biotechnology), with data collected from over 10,000 cells. FlowJo software (version 10.8.2) was used for data analysis.

For immune profiling, tissues were first weighed and minced. These tissue pieces were then digested with 0.5 mg/mL collagenase D (Roche, COLLD-RO) and 0.25 mg/mL DNase I (Roche, 10104159001) in PBS containing 2% FBS, at 37°C for 30 minutes. After digestion, the tissue suspensions were applied to cell strainers (70 μm), and the filtrates were layered onto density gradient media (Histopaque-1119 and Histopaque-1077; Sigma-Aldrich, 11191-100ML and 10771-100ML, respectively) in centrifuge tubes. Following centrifugation, the cell layer was collected and washed with MACS buffer. For staining of T cell intracellular markers, the isolated cells were then incubated in RPMI 1640 (Gibco, 11875093) supplemented with 10% FBS, 50 U/mL penicillin-streptomycin, 10 mM HEPES, 27.5 μM β-mercaptoethanol, 200 ng/mL phorbol 12-myristate 13-acetate (PMA), 1000 ng/mL ionomycin, 1× brefeldin A, and 1× monensin. Incubation was conducted at 37°C for 4 hours (49). After incubation, cells were stained with Zombie Green (BioLegend, 423112) and blocked with anti–mouse CD16/CD32 (BioLegend, 156604), following the user manuals. Surface markers were stained in MACS buffer at room temperature for 12 minutes. The cells were then washed with MACS buffer. For intracellular staining, cells were fixed and permeabilized using the Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific, 00-5523-00), following the manufacturer’s instructions. Intracellular markers were stained for 12 minutes at room temperature, followed by a wash with 2 mL of 1× Permeabilization Buffer. Flow cytometry analysis was carried out on a BD LSRFortessa Cell Analyzer, with Absolute Counting Beads (Thermo Fisher Scientific, C36950) used for quantification. The surface antibodies used in this study included anti-CD45 (BD Biosciences, 550994), anti-CD3 (BioLegend, 100237), anti-CD90.1 (BD Biosciences, 563770), anti-CD90.2 (BioLegend, 140327), anti-CD8 (BioLegend, 100742), anti-CD4 (BD Biosciences, 553051), anti-CD11c (Thermo Fisher Scientific, 25-0114-82), anti-CD11b (BioLegend, 101208), anti–Gr-1 (BioLegend, 108422), anti–MHC-II (BD Biosciences, 562564), anti-F4/80 (BD Biosciences, 565613), anti–Ly-6C (BioLegend, 128033), anti–Ly-6G (BioLegend, 127624), anti-CD19 (BioLegend, 115541), and anti–NK-1.1 (BioLegend, 108714). Intracellular markers were detected using anti-Ki67 (Thermo Fisher Scientific, 56-5698-82), anti–granzyme B (BioLegend, 372208), and anti–IFN-γ (BD Biosciences, 562333).

For TRP2-tetramer staining, tumor tissues were processed, and cell suspensions were obtained as described above. The suspended cells were then incubated with Zombie NIR (BioLegend, 423106) and H-2K^b^ TRP2 Tetramer/PE (SVYDFFVWL; MBL International, TS-5004-1C) for 15 minutes. Following viability and tetramer staining, Fc receptors were blocked using anti–mouse CD16/CD32 antibody (BioLegend, 156604) for 2 minutes at room temperature. Cells were then incubated with anti-CD90.2 (BioLegend, 105338) and anti-CD8 (Thermo Fisher Scientific, MA5-16759) antibodies for 10 minutes. Samples were next fixed in PBS containing 0.5% paraformaldehyde, on ice for 1 hour. To enable quantification, Absolute Counting Beads (Thermo Fisher Scientific, C36950) were added according to the manufacturer’s instructions. Finally, samples were analyzed using a BD LSRFortessa flow cytometer.

### PLA.

Cells were seeded in 8-well chamber slides (Thermo Fisher Scientific, 154941PK) and treated with YJ1206 for 4 hours, or with si*Cdk12* with and without si*Cdk13* for 36 hours, with or without DRB (75 μM; Sigma-Aldrich, D1916) or triptolide (1 μM; Sigma-Aldrich, T3652) for 200 minutes. Prior to collection, cells were synchronized using 2 mM thymidine (Selleck Chemicals, S4803) for 12 hours. Cells were then washed with PBS, fixed with precooled methanol for 10 minutes, and permeabilized with 0.5% Triton X-100 in PBS for 10 minutes at room temperature. The Naveni TriFlex Cell MR kit (Navinci/Sapphire, TF.MR.100) was used following the manufacturer’s protocol. Briefly, primary antibodies against PCNA (1:500; Abcam, ab18197) and RNAPII RPB1 (1:500; BioLegend, 920204), were applied, followed by the secondary Navenibody R TF (1:40). Final images were acquired using a confocal microscope.

### Immunohistochemistry.

After embedding in paraffin, tumor tissues were sectioned, deparaffinized, and rehydrated. Antigen retrieval was performed using a buffer containing 10 mM sodium citrate and 0.05% Tween 20 (pH 6.0). The sections were then treated with 3% hydrogen peroxide to block endogenous peroxidase activity, followed by incubation with 5% goat serum diluted in PBS for blocking. Afterward, the sections were incubated overnight at 4°C with the primary antibody, then washed with PBS containing 0.1% Tween 20. The samples were subsequently incubated with a secondary antibody for 1 hour, washed again with PBS containing 0.1% Tween 20, and developed using 3,3′-diaminobenzidine (Vector Laboratories, SK-4100). Counterstaining was done by incubating the sections with hematoxylin for 2 minutes. After mounting, images of the stained sections were captured using a microscope. Quantification was carried out by deconvoluting the brown-stained areas in the images using the Fiji ImageJ software (https://imagej.net/software/fiji/downloads). The primary antibodies used in this procedure included p-IRF3 (Invitrogen, PA5-36775) and HRP-conjugated goat anti-rabbit IgG (Vector Laboratories, MP-7451-15).

### Immunofluorescence.

Myc-CaP and B16-F10 cells were seeded in 8-well chamber slides (Thermo Fisher Scientific, 154941PK) and treated with YJ1206 for 4 hours or with si*CDK12* with and without si*CDK13* for 36 hours, with or without DRB (75 μM; Sigma-Aldrich, D1916) for 200 minutes. Cells were washed twice with PBS, fixed in 4% paraformaldehyde (Santa Cruz Biotechnology, sc-281692), and permeabilized with 0.5% Triton X-100 at room temperature for 10 minutes. For RNase H treatment, cells were incubated with 120 U RNase H (Takara Bio, 2150A) in RNase H buffer (40 mmol/L Tris-HCl pH 8.0, 4 mmol/L MgCl_2_, 1 mmol/L dithiothreitol, 4% glycerol, and 0.003% BSA) for 4 hours at 37°C. Cells were then washed 3 times with PBS and blocked with MAXblock Blocking Medium (Active Motif, 15252) for 1 hour at 37°C. Primary antibodies γH2AX (1:1000; Abcam, ab11174) or DNA/RNA hybrid (1:50; EMD Millipore, MABE1095), diluted in PBS with 1% BSA and 0.3% Triton X-100, were added and incubated overnight at 4°C. After three 5-minute washes with PBS, cells were incubated with secondary antibodies at room temperature for 1 hour, washed again with PBS, and counterstained with DAPI. Slides were mounted with Prolong Gold Antifade Reagent (Thermo Fisher Scientific, P36935) and imaged on a confocal microscope.

Paraffin-embedded tumor sections were processed as described above. Following blocking with 10% goat serum in PBS, the sections were incubated overnight at 4°C with primary antibodies against γH2AX (1:2000; Abcam, ab11174) or p-RPA2 (S33) (1:500; Abclonal, AP1479), diluted in PBS containing 1% BSA. Subsequent washing, secondary antibody incubation, DAPI staining, mounting, and imaging were performed as described above.

For cytosolic dsDNA and ssDNA detection, cells were permeabilized with 0.01% Triton X-100 and 0.1% Tween 20 in PBS. Primary antibodies, dsDNA (1:100; Millipore, MAB1293), and ssDNA (1:100; Millipore, MAB3868), as well as secondary antibodies, were diluted in PBS with 0.005% Triton X-100, 0.05% Tween 20, and 1% BSA.

### TUNEL staining.

TUNEL staining was performed on paraffin-embedded tumor sections using the In Situ Cell Death Detection Kit (Roche) according to the manufacturer’s instructions. In brief, sections were deparaffinized, rehydrated, and treated with proteinase K, followed by incubation with the TUNEL reaction mixture. After washing, nuclei were counterstained with DAPI. Images were acquired using a fluorescence microscope, and apoptotic cells were quantified using Fiji ImageJ.

### Assessment of drug synergism.

The assessment of in vivo drug synergy was conducted using combPDX (https://licaih.shinyapps.io/CombPDX/), following the provided tutorial (82). Combination indexes were calculated based on the Highest Single Agent (HSA) reference model. A combination index greater than zero was considered indicative of supra-additive (synergistic) effects (82).

### Statistics.

All data were derived from independent biological replicates. Statistical analyses were performed using Prism version 8 (GraphPad Software) and R (v4.4.0) for transcriptomic data. Quantitative results are presented as mean ± SD or mean ± SEM, as specified in the figure legends. Statistical significance was defined as a *P* value of less than 0.05. For experiments involving multiple comparisons, corrections for false discovery were applied — Bonferroni’s method for small-scale datasets and the Benjamini-Hochberg procedure for RNA sequencing. For GSEA, statistical significance was assessed using a permutation-based enrichment score, with the normalized enrichment score (NES) and adjusted *P* value reported.

### Study approval.

All animal studies were conducted in compliance with the guidelines of the University of Michigan Institutional Animal Care and Use Committee (IACUC) and received committee approval. The use of clinical data in this study was approved by the University of Michigan Institutional Review Board (IRB, HUM00046018 and HUM00067928), and all patients involved in the MI-ONCOSEQ program provided written informed consent.

### Data availability.

Data acquired from sequencing have been deposited in the NCBI Gene Expression Omnibus (GEO GSE283227 and GSE283088). Values for all data points in graphs are reported in the Supporting Data Values file. All other data are available in the main manuscript or the supplemental materials.

## Author contributions

Authorship order among co–first authors was determined based on the relative extent of their contributions to experimental design, data acquisition, and manuscript preparation. YB, YC, JCYT, IK, WZ, KD, and AMC developed the concept. YB, YC, and AMC wrote the manuscript. YB and YC were responsible for designing and conducting experiments and analyzing the data. JCYT, FY, RM, SM, RP, JEC, and JKG helped design and perform the experiments and assisted in analyzing the data. GC, YZ, MG, and MC contributed to the analysis of sequencing data. SJM helped write and edit the manuscript. DRR, YMW, XC, FS, and RW helped design and perform the RNA sequencing. AT assisted with statistical analysis. XW, YQ, and AMC oversaw the study.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
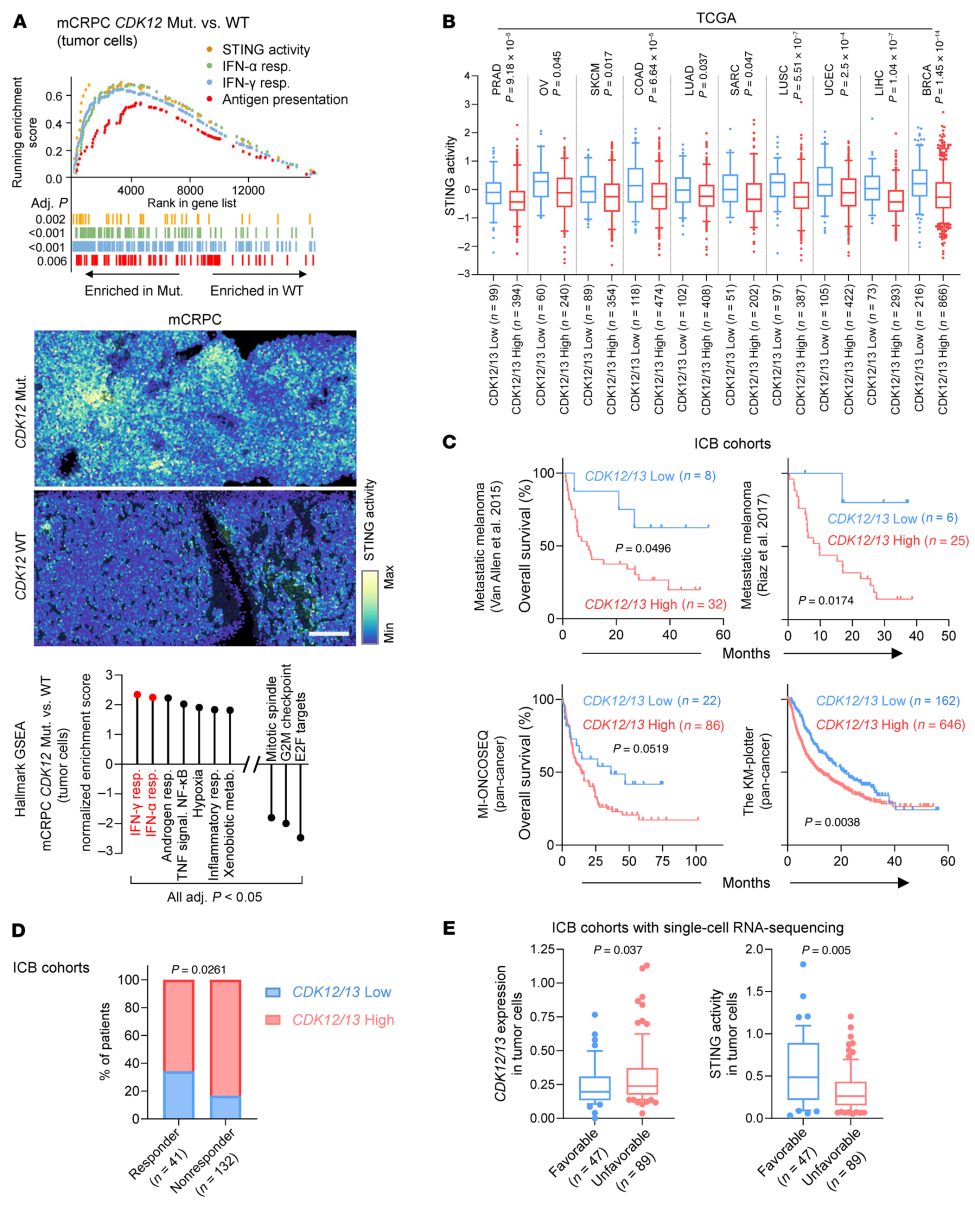
*CDK12/13* inactivation or low expression levels are associated with elevated STING activation and improved response to ICB. (**A**) Analyses of 10× Genomics Visium spatial transcriptomics on *CDK12* mutant versus wild-type (WT) metastatic castration-resistant prostate cancer (mCRPC) samples. Top: Enrichment of the indicated pathways in tumor cells. Middle: Representative images illustrating the enrichment of STING activity signature in tumor areas. Bottom: The top 10 pathways enriched by gene set enrichment analysis (GSEA), utilizing the MSigDB Hallmark database, in tumor cells. Type I and II IFN responses are highlighted in red. Adj., adjusted. Scale bar: 200 μm. (**B**) Association between expression of *CDK12/13* and STING activity signature in the indicated cancer types. Data were acquired from The Cancer Genome Atlas datasets. Abbreviations are defined in the legend of Supplemental Figure 1. (**C**) Association between pretreatment expression of *CDK12/13* and overall survival in the indicated cohorts treated with ICB therapy. MI-ONCOSEQ: a pan-cancer cohort at the University of Michigan. The KM plotter data were acquired from the KM plotter database (https://kmplot.com/analysis/). (**D**) Association between pretreatment expression of *CDK12/13* and ICB response in the melanoma and MI-ONCOSEQ ICB cohorts in **C**. (**E**) Single-cell RNA sequencing assessing expression of indicated genes or signature in tumor cells in ICB-treated cohorts. Left: Expression of *CDK12/13* in tumor cells in patients with favorable versus unfavorable clinical outcomes. Right: Expression of STING activity signature in tumor cells in patients with favorable versus unfavorable clinical outcomes. Data were acquired from published research articles (see Methods). Low expression of *CDK12/13* was defined as the bottom 20th percentile within each cohort. Two-tailed *t* tests were performed in **B** (with Bonferroni’s correction) and **E**, log-rank tests in **C**, and Fisher’s exact test in **D**. Panels **B** and **D** show box-and-whisker plots with the median (center line), 25th–75th percentiles (box), 10th–90th percentiles (whiskers), and outliers beyond the whiskers.

**Figure 2:**
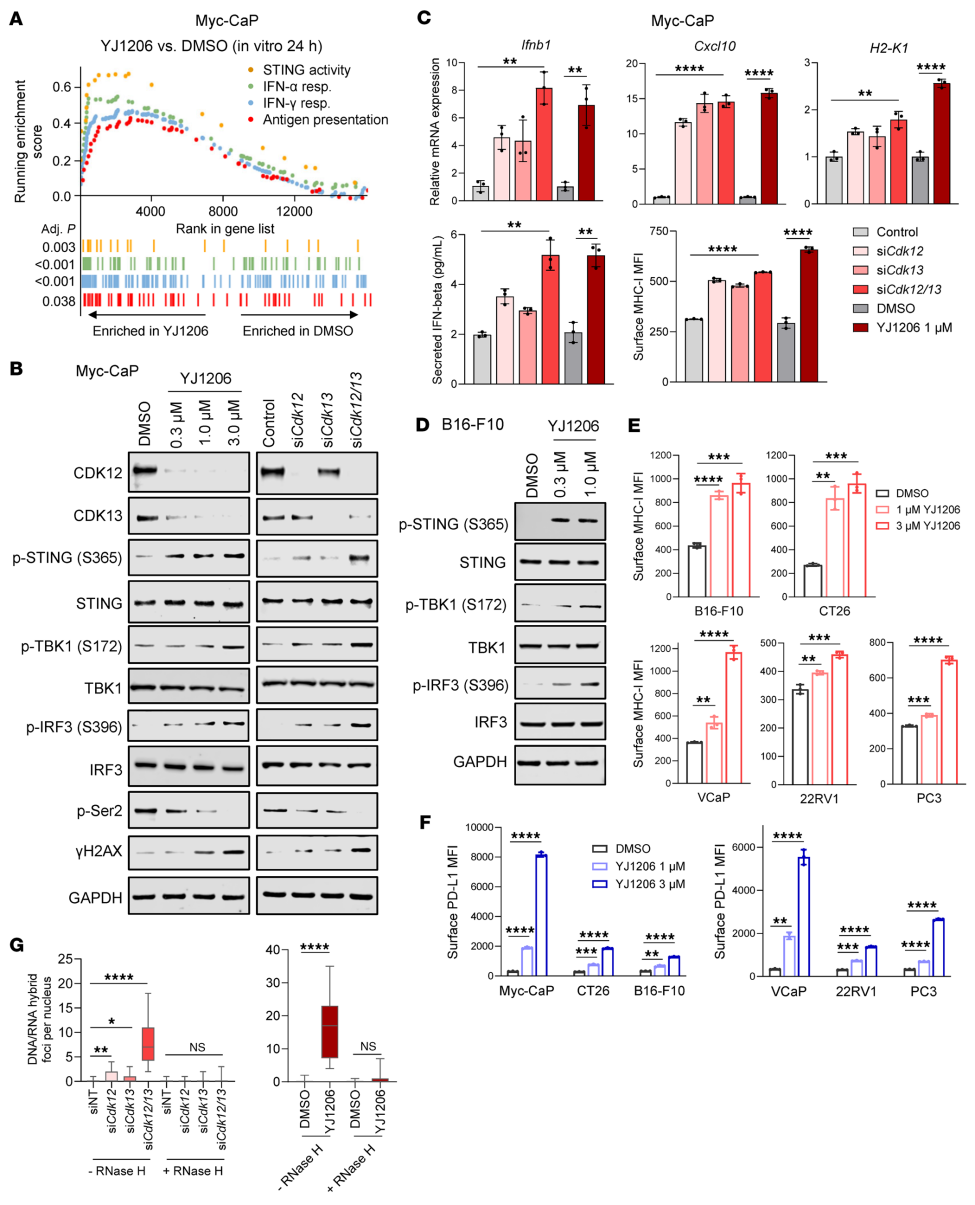
Targeting CDK12/13 activates STING signaling. (**A**) Enrichment of the indicated pathways in Myc-CaP cells treated with YJ1206 at 1 μM for 24 hours. Adj., adjusted. (**B**) Immunoblot of the indicated proteins in Myc-CaP cells treated with YJ1206 at increasing concentrations for 4 hours, or siRNAs targeting *Cdk12* and/or *Cdk13*. Nontargeting siRNA was used as control. GAPDH was used as a loading control. (**C**) Top: Analysis of the indicated gene expression by RT-qPCR in Myc-CaP cells treated with YJ1206 at 1 μM for 15 hours, or siRNAs targeting *Cdk12* and/or *Cdk13*. Nontargeting siRNA was used as control. Bottom left: IFN-β ELISA results in Myc-CaP cells treated as described above. Bottom right: Flow cytometry assessing surface MHC-I expression in Myc-CaP cells treated as described above. (**D**) Immunoblot of the noted proteins in B16-F10 cells treated with YJ1206 at increasing concentrations for 4 hours. (**E** and **F**) Flow cytometry median fluorescence intensity (MFI) quantifications of surface MHC-I (**E**) or PD-L1 (**F**) in the indicated cells treated with YJ1206 at 1 μM or 3 μM for 15 hours. (**G**) Quantification of immunofluorescence DNA/RNA hybrid (red) staining in Myc-CaP cells treated with 1 μM YJ1206 for 4 hours or siRNA targeting *Cdk12* and/or *Cdk13*, with/without RNase H. Representative images are in Supplemental Figure 4D. Nontargeting siRNA was used as control. Forty (siRNA treatment) or 20 (YJ1206 or DMSO treatment) cells were used per data point. Data in **C**, **E**, and **F** are displayed as mean ± SD of triplicate experiments. Data in **G** are presented as box-and-whisker plots, with the median (center line), 25th–75th percentiles (box), and minimum to maximum values (whiskers). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by 2-tailed *t* test. NS, not significant. Bonferroni’s correction was applied for multiple comparisons in **C** and **E**–**G**.

**Figure 3:**
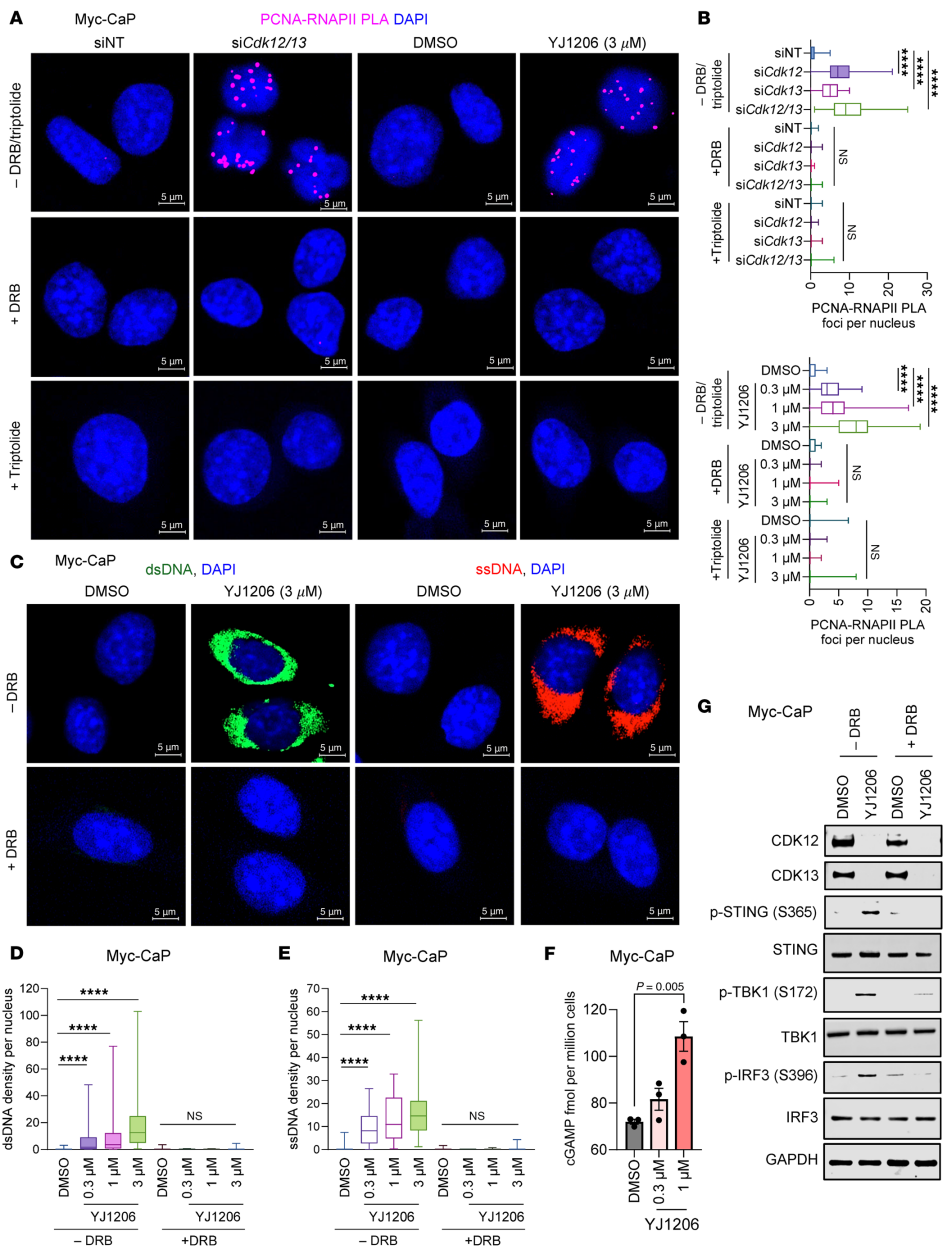
STING activation induced by CDK12/13 inactivation is TRC dependent. (**A** and **B**) Representative images (**A**) or quantification (**B**) of immunofluorescence assessing PCNA-RNAPII PLA foci in Myc-CaP cells treated with siRNA targeting *Cdk12* and/or *Cdk13*, or YJ1206 at 3 μM for 4 hours, with or without DRB or triptolide treatment. (**C**–**E**) Representative images (**C**) or quantification (**D** and **E**) of dsDNA (**C**, left, and **D**) and ssDNA (**C**, right, and **E**) in Myc-CaP cells treated with 3 μM YJ1206 for 4 hours, with or without DRB treatment. Scale bars: 5 μm. (**F**) ELISA measuring cGAMP levels in Myc-CaP cells treated with YJ1206 at the indicated concentrations. (**G**) Immunoblot of the noted proteins in Myc-CaP cells treated with YJ1206 at 1 μM, with or without DRB for 4 hours. Data in **D** and **E** are presented as box-and-whisker plots, with the median (center line), 25th–75th percentiles (box), and minimum to maximum values (whiskers). Data are displayed as mean ± SEM in **F** of triplicate experiments. One hundred cells were used per data point in **B**, **D**, and **E**. ****P < 0.0001 by 2-tailed *t* test. NS, not significant. Bonferroni’s correction was applied for multiple comparisons.

**Figure 4:**
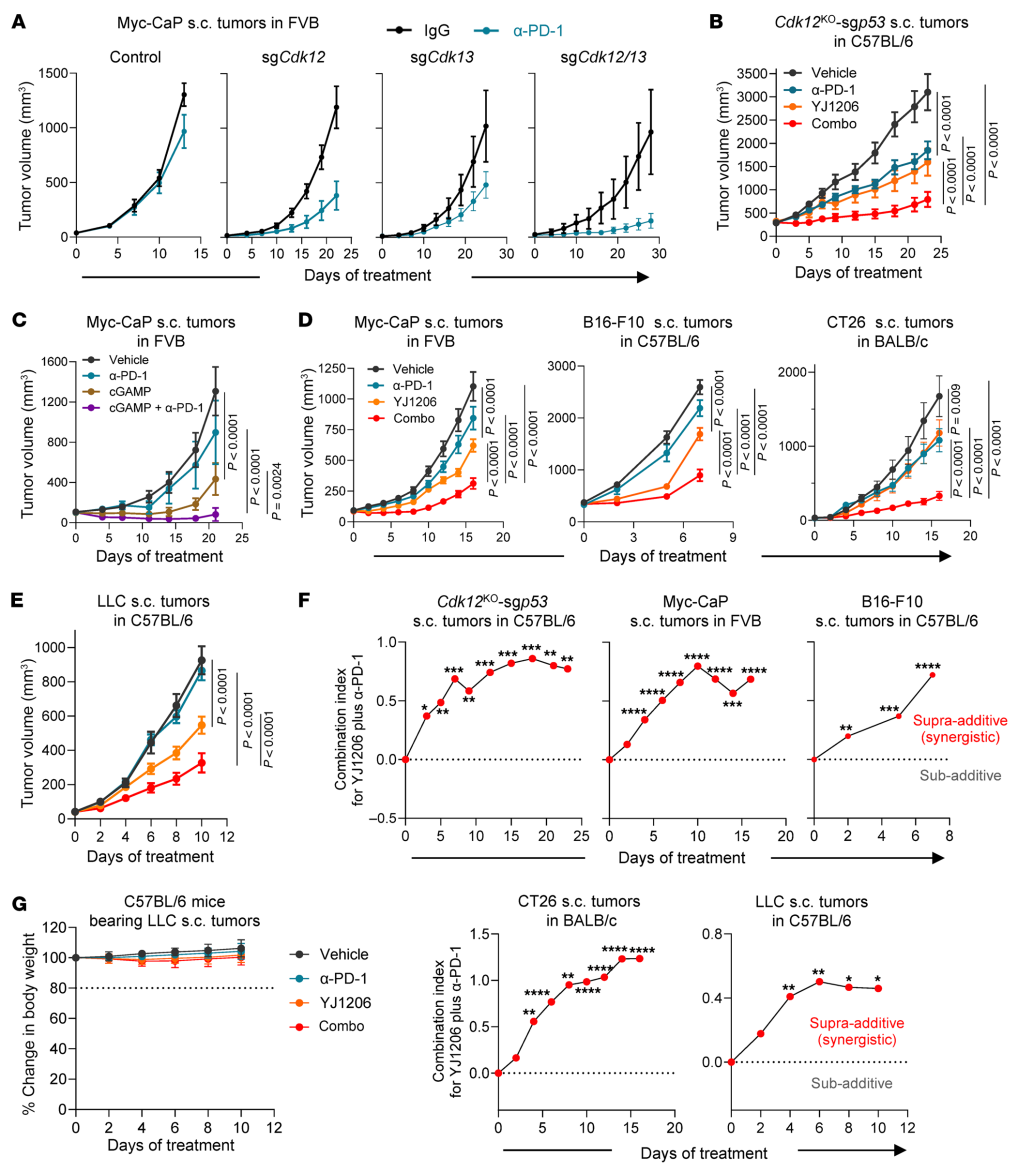
CDK12/13 inactivation activates antitumor immunity and enhances response to ICB. (**A**) Growth curves of subcutaneous (s.c.) tumors derived from Myc-CaP cells with or without *Cdk12*, *Cdk13*, or *Cdk12/13* depletion in FVB mice (*n* = 4–5 mice per group) treated with IgG or anti–PD-1 (α-PD-1). (**B**) Growth curves of s.c. tumors derived from the *Cdk12*^KO^-sg*p53* tumor cells in C57BL/6 mice (*n* = 5–6 mice per group) treated with vehicle, α-PD-1, YJ1206, or the combination of α-PD-1 and YJ1206 (combo). (**C**) Growth curves of s.c. tumors derived from Myc-CaP cells in FVB mice (*n* = 5–6 mice per group) treated with vehicle, α-PD-1, cGAMP, or the combination of α-PD-1 and cGAMP (combo). Intratumoral injections were performed for cGAMP administration. (**D** and **E**) Growth curves of s.c. tumors derived from the specified tumor cells in the indicated mice (*n* = 5–10 mice per group) treated with vehicle, α-PD-1, YJ1206, or the combination of α-PD-1 and YJ1206 (combo). (**F**) Assessment by CombPDX for synergism of α-PD-1 and YJ1206 in the indicated models treated in **B**, **D**, and **E**. (**G**) Body weight of the indicated mice after treatment by the indicated agents. YJ1206 was administered orally at a dose of 100 mg/kg, 3 times per week, and α-PD-1 was administered intraperitoneally at a dose of 200 μg/mouse every 3 days. Data are displayed as mean ± SEM in **A**–**E** and as mean ± SD in **G**. Significance in **B**–**E** was determined by 2-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Bonferroni’s correction was applied for multiple comparisons.

**Figure 5:**
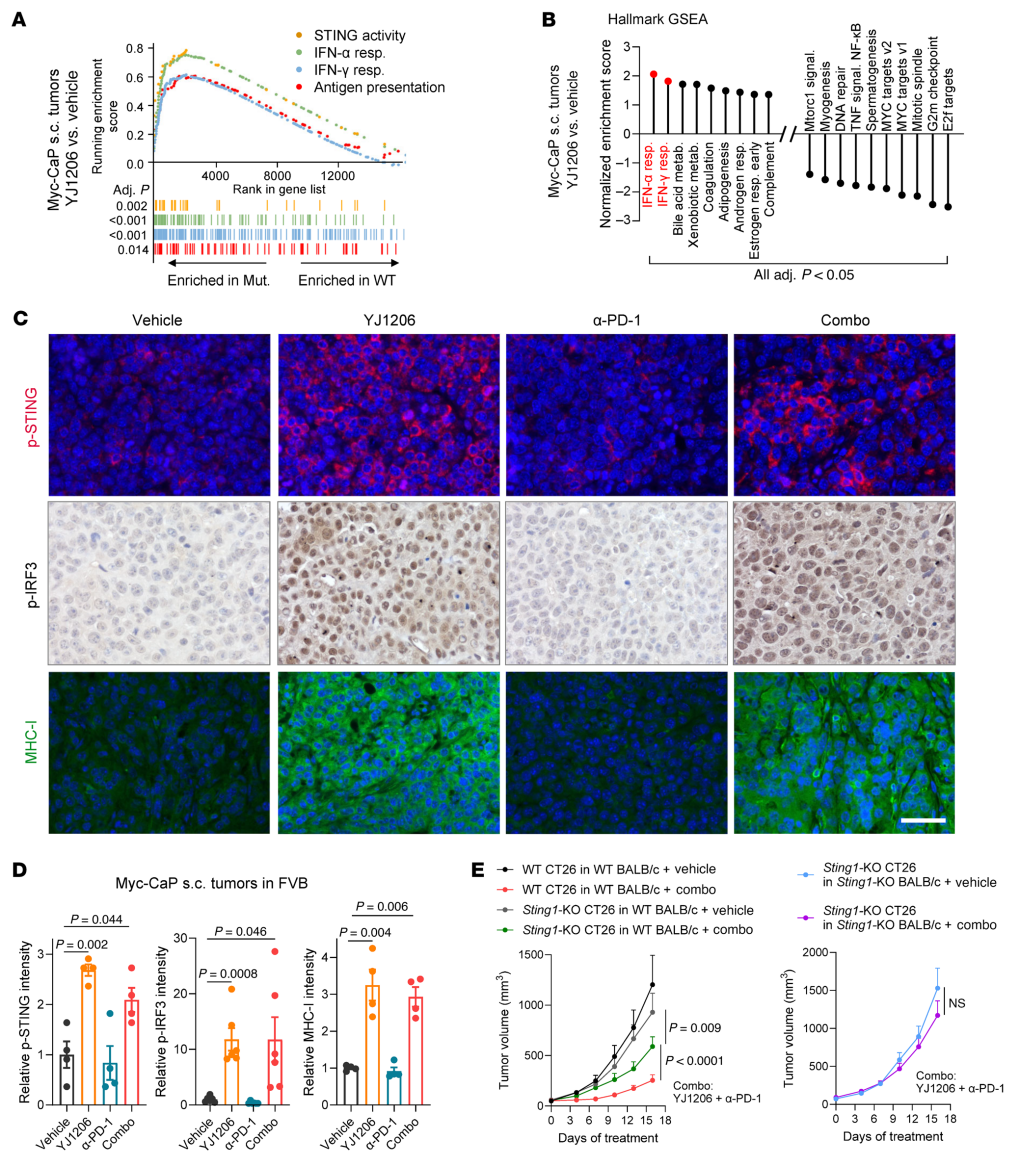
Antitumor activity of CDK12/13 degradation is STING dependent. (**A**) Enrichment of the indicated pathways in Myc-CaP subcutaneous (s.c.) tumors from FVB mice treated with YJ1206 compared to vehicle control. Adj., adjusted. (**B**) All pathways significantly enriched by GSEA, utilizing the MSigDB Hallmark database, in Myc-CaP s.c. tumors from FVB mice treated with YJ1206 compared to vehicle control. Type I and II IFN responses are highlighted in red. Adj., adjusted. (**C** and **D**) Representative images (**C**) or quantification (**D**) of immunofluorescence (for p-STING and MHC-I) or immunohistochemistry (for p-IRF3) performed on Myc-CaP tumor tissues from mice treated with vehicle, anti–PD-1 (α-PD-1), YJ1206, or the combination (combo) of α-PD-1 and YJ1206 (*n* = 4 mice per group). Scale bar: 40 μm. (**E**) Left: Growth curves of s.c. tumors derived from CT26 cells with or without *Sting1* KO, in BALB/c mice treated with the combination (combo) of α-PD-1 and YJ1206. Right: Growth curves of s.c. tumors derived from CT26 cells with *Sting1* KO, in *Sting1*-KO BALB/c mice treated with the combination (combo) of α-PD-1 and YJ1206. YJ1206 was administered orally at a dose of 25 mg/kg, 3 times per week, and α-PD-1 was administered intraperitoneally at a dose of 100 μg/mouse every 3 days (*n* = 5 mice per group). Data are displayed as mean ± SEM. Significance in **D** was determined by 2-tailed *t* test and by 2-way ANOVA in **E**. Bonferroni’s correction was applied for multiple comparisons in **D** and **E**.

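In the same 6 tumor libraries, the lists tied to cell division were lower in YJ1206 tumors. The E2F target list had an NES of -3.16 (153 genes, adjusted p = 1.24e-38), with 134 genes significantly lower, 0 significantly higher and a median log2 fold change of -0.88. The G2M checkpoint list had an NES of -2.95 (169 genes, adjusted p = 4.44e-29), with 127 genes lower and 5 higher. The MYC target list had an NES of -2.44 (152 genes, adjusted p = 8.59e-13), with 108 genes lower and 3 higher. The TNF and NF-κB list was also lower, with an NES of -2.20 (103 genes, adjusted p = 1.65e-07), 30 genes lower and 10 higher. These 4 lists passed the threshold in camera and in fry as well, but none did in camera with an estimated correlation (adjusted p from 0.052 to 0.083). With libraries 1 and 2 of each group alone, a comparison chosen after the data were seen, they passed in camera, and the adjusted p in fry was 0.073 for each. The p53 target list did not differ (59 genes, NES -0.99, adjusted p = 0.522), with 9 genes higher and 9 lower.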

**Figure 6:**
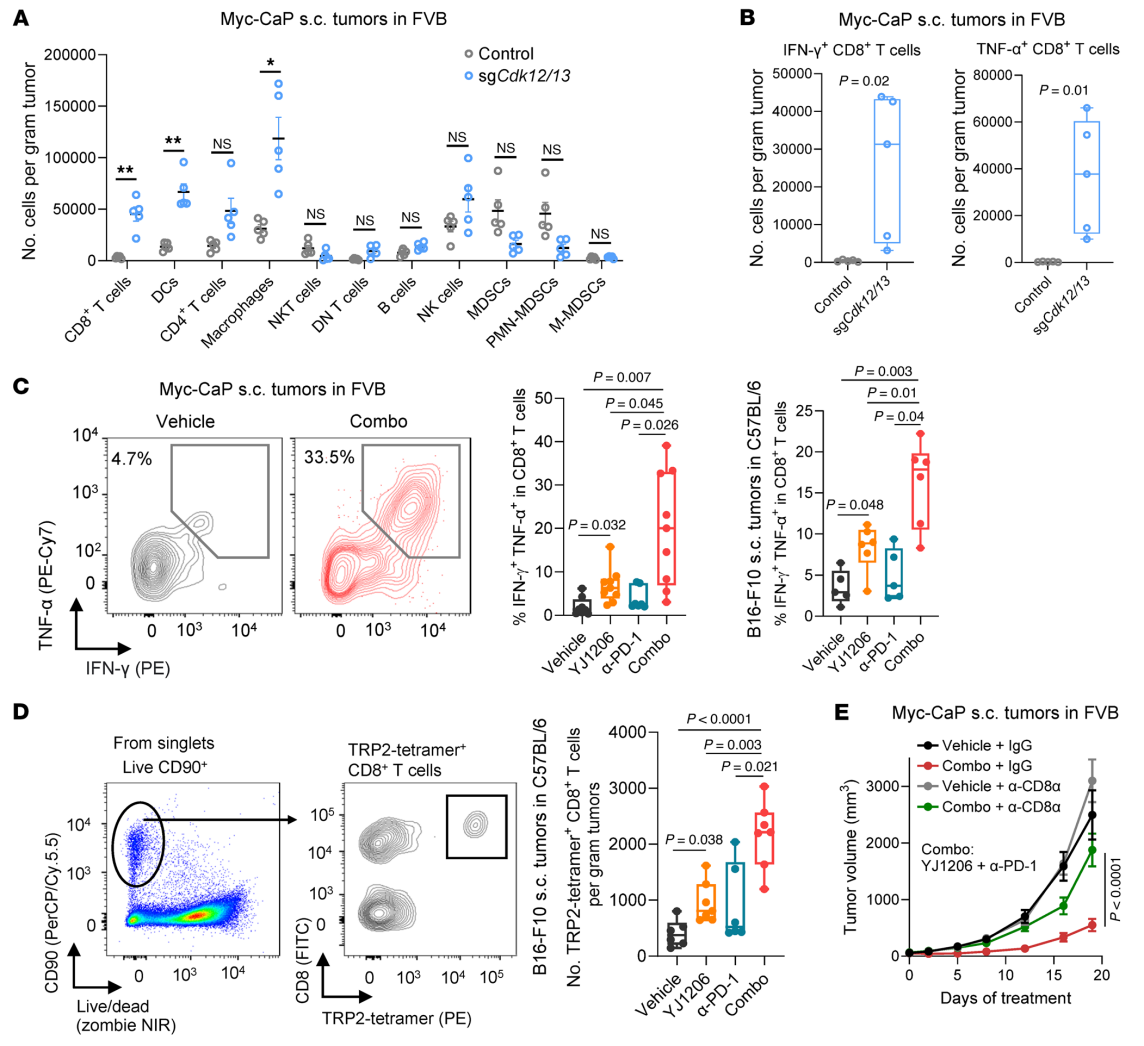
Antitumor activity of CDK12/13 degradation is CD8^+^ T cell dependent. (**A**) Quantification of flow cytometry showing the absolute number of the indicated immune cell populations in subcutaneous (s.c.) tumors derived from Myc-CaP cells with or without *Cdk12/13* depletion (sg*Cdk12/13*). DCs, dendritic cells; PMN-MDSCs, polymorphonuclear myeloid-derived suppressor cells; M-MDSCs, monocytic myeloid-derived suppressor cells. (**B**) Quantification of flow cytometry showing the absolute number of IFN-γ^+^ or TNF-α^+^ CD8^+^ T cells in tumors from **A**. (**C**) Representative images (left) or quantification (right) of flow cytometry measuring the proportion of IFN-γ^+^ and TNF-α^+^ CD8^+^ T cells in the indicated tumor models treated with vehicle, α-PD-1, YJ1206, or the combination (combo) of α-PD-1 and YJ1206 (*n* = 5–9 mice per group). (**D**) Left: Gating strategy for CD8^+^ T cells specific to TRP2 in flow cytometry. Right: Quantification of flow cytometry measuring the absolute number of CD8^+^ T cells specific to TRP2 in the indicated tumor models treated as in **C** (*n* = 6–7 mice per group). (**E**) Growth curves of s.c. tumors derived from Myc-CaP cells in FVB mice treated with the combination (combo) of α-PD-1 and YJ1206, following CD8^+^ T cell depletion by anti-CD8 antibody treatment (α-CD8a). Mice without CD8^+^ T cell depletion (IgG treated) were used as control (*n* = 5–10 mice per group). YJ1206 (100 mg/kg) was given orally 3 times per week, and α-PD-1 (200 μg/mouse) was administered intraperitoneally every 3 days. Data in **A** and **E** are displayed as mean ± SEM. Data in **B**–**D** are presented as box-and-whisker plots, with the median (center line), 25th–75th percentiles (box), and minimum to maximum values (whiskers). Significance in **A**–**D** was determined by 2-tailed *t* test and by 2-way ANOVA in **E**. NS, not significant. Bonferroni’s correction was applied for multiple comparisons.

**Figure 7:**
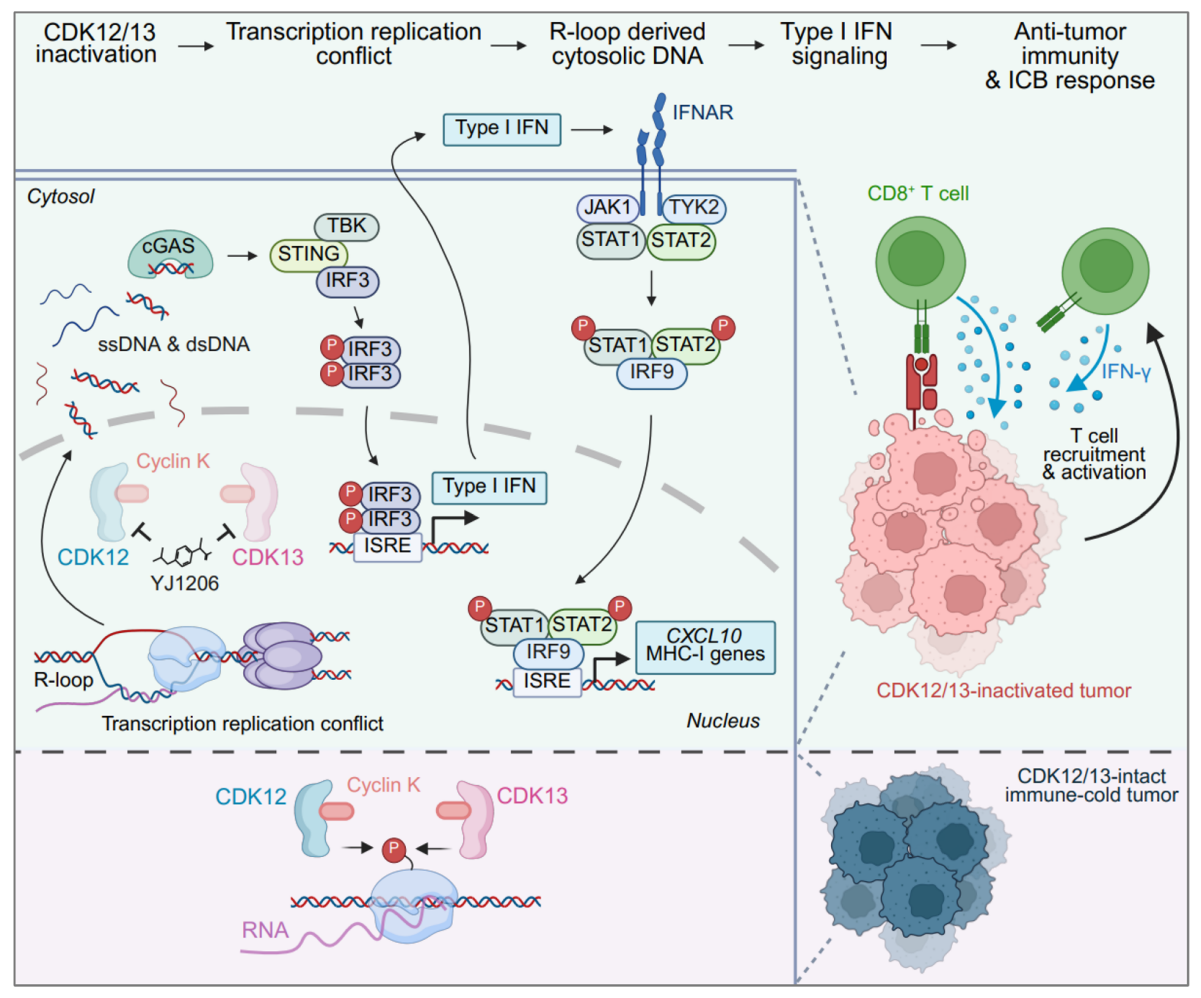
Mechanistic model of CDK12/13 antagonism enhancing antitumor immunity. Schematic illustrating that inactivation of CDK12/13 promotes formation of TRCs and R-loops, leading to an increase in cytosolic DNA. This, in turn, activates the cGAS/STING pathway, which enhances cancer cell killing mediated by CD8^+^ T cells.

# Supplementary material for: CDK12/13 inactivation triggers STING-mediated antitumor immunity in preclinical models
**Source:** J Clin Invest. 2025 Jul 22;135(18):e193745. doi: 10.1172/JCI193745
**Supplement:** Supplemental data

## Supplemental information for

### CDK12/13 inactivation triggers STING-mediated anti-tumor immunity in pre-clinical models

Yi Bao<sup>1,2,#</sup>, Yu Chang<sup>1,2,#</sup>, Jean Ching-Yi Tien<sup>1,2</sup>, Gabriel Cruz<sup>1,2</sup>, Fan Yang<sup>1,2</sup>, Rahul Mannan<sup>1,2</sup>, Somnath Mahapatra<sup>1,2</sup>, Radha Paturu<sup>1,2</sup>, Xuhong Cao<sup>1,2</sup>, Fengyun Su<sup>1,2</sup>, Rui Wang<sup>1,2</sup>, Yuping Zhang<sup>1,2</sup>, Mahnoor Gondal<sup>1,2,3</sup>, Jae Eun Choi<sup>1,2</sup>, Jonathan K. Gurkan<sup>1</sup>, Stephanie J. Miner<sup>1,2</sup>, Dan R. Robinson<sup>1,2</sup>, Yi-Mi Wu<sup>1,2</sup>, Licheng Zhou<sup>4,5</sup>, Zhen Wang<sup>4,5</sup>, Ilona Kryczek<sup>6,7</sup>, Xiaoju Wang<sup>1,2,8</sup>, Marcin Cieslik<sup>1,2,3</sup>, Yuanyuan Qiao<sup>1,2,8</sup>, Alexander Tsodikov<sup>9</sup>, Weiping Zou<sup>1,2,6,7,8</sup>, Ke Ding<sup>4,\*</sup>, and Arul M. Chinnaiyan<sup>1,2,8,10,11,\*</sup>

# These authors contributed equally

Ke Ding, Ph.D.

#345 Lingling Road, Shanghai 200032

**Conflict of Interest Statement:** A.M.C. is a co-founder and serves on the Scientific Advisory Board of Lynx Dx, Esanik Therapeutics, Medsyn, and Flamingo Therapeutics. A.M.C. is a scientific consultant for EdenRoc, Proteovant, Aurigene Oncology, RAPPTA, Belharra, and Tempus. K.D. provides advisory services to Kinoteck Therapeutics and has received financial

support from Livzon Pharmaceutical Group. W.Z. acts as a scientific advisor for NGM, CrownBio, Cstone, Proteovant, Hengenix, NextCure, and Intergalactic. Patents related to the CDK12/13 degrader, YJ1206, have been filed by both the University of Michigan and the Shanghai Institute of Organic Chemistry, with A.M.C., K.D., Y.C., X.W., and J.C.T. recognized as co-inventors.

**This PDF file includes:**

Supplementary Figures S1 to S9  
Supplementary Tables S3 to S4

**Other Supporting Information for this manuscript include the following:**

Supplementary Tables S1 and S2 (Excel file)

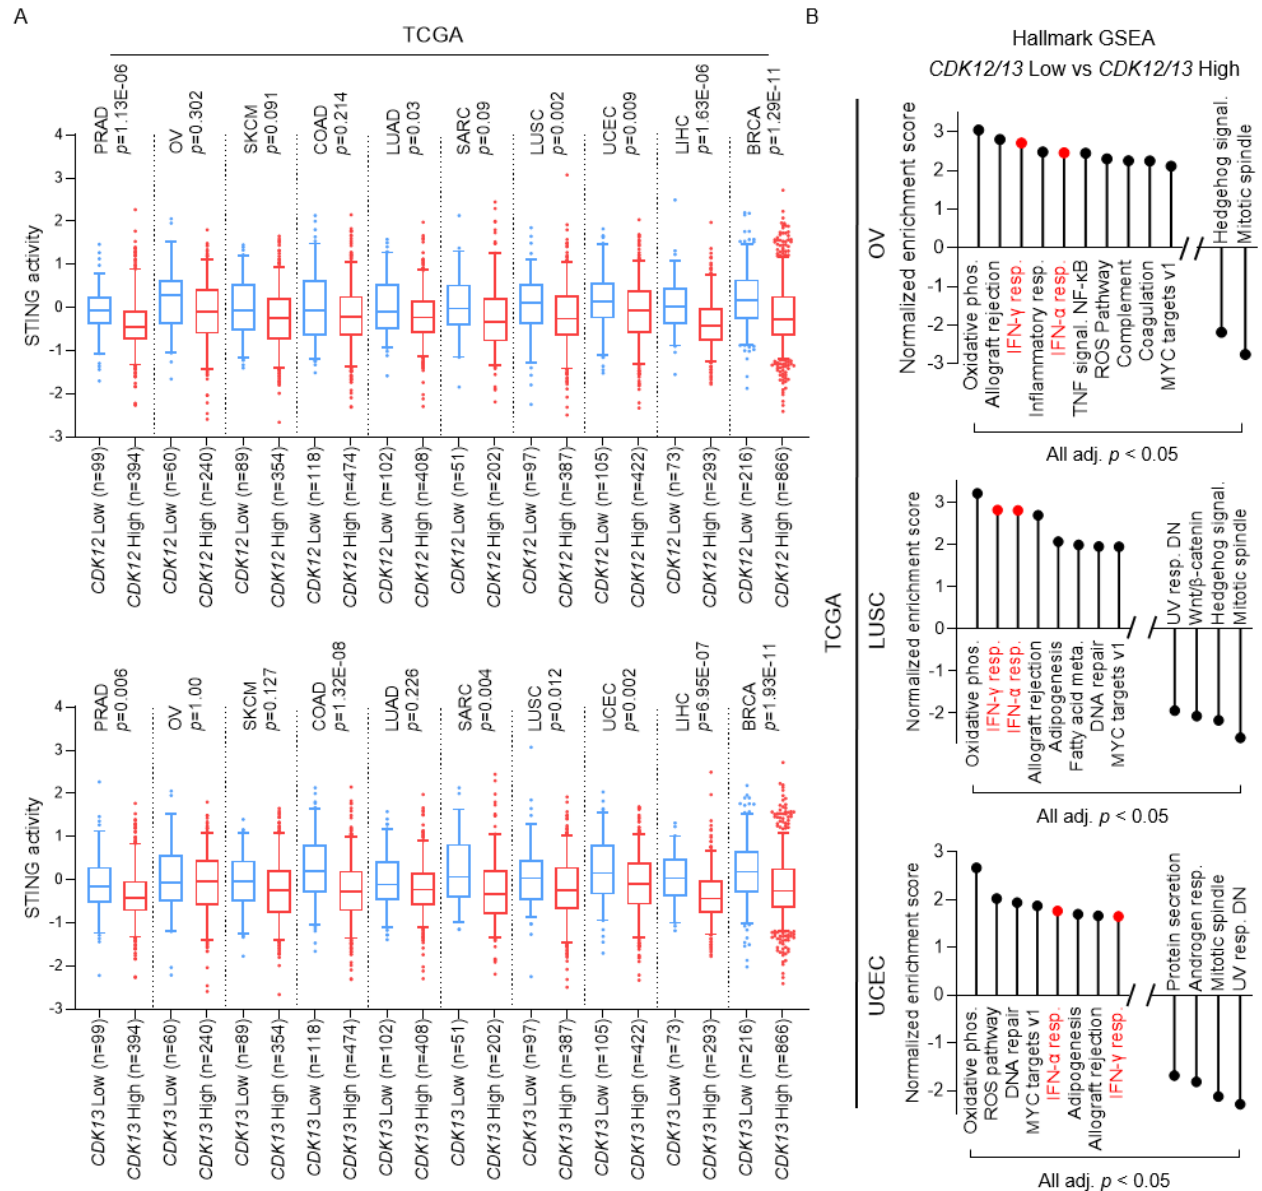

**Supplemental Figure S1: A**, Association between expression of *CDK12* (top) or *CDK13* (bottom) and STING activity in the indicated cancer types. Data were acquired from TCGA datasets. PRAD: prostate adenocarcinoma; OV: ovarian serous cystadenocarcinoma; SKCM: skin cutaneous melanoma; COAD: colon adenocarcinoma; LUAD: Lung adenocarcinoma; SARC: sarcoma; LUSC: lung squamous cell carcinoma; UCEC: uterine corpus endometrial carcinoma; LIHC: liver hepatocellular carcinoma; BRCA: breast invasive carcinoma. **B**, Top pathways enriched by GSEA,

utilizing the MSigDB Hallmark database, in *CDK12/13* low versus *CDK12/13* high group in the indicated cancers. Type-I and -II IFN responses are highlighted in red. Data were acquired from TCGA datasets.

Statistics in **A** were acquired by two-tailed t test with Bonferroni correction. Data in **A** are shown as box-and-whisker plots with the median (center line), 25th–75th percentiles (box), 10th–90th percentiles (whiskers), and outliers beyond the whiskers. Low expression of *CDK12*, *CDK13*, or *CDK12/13* was defined as the bottom 20th percentile within each cohort.

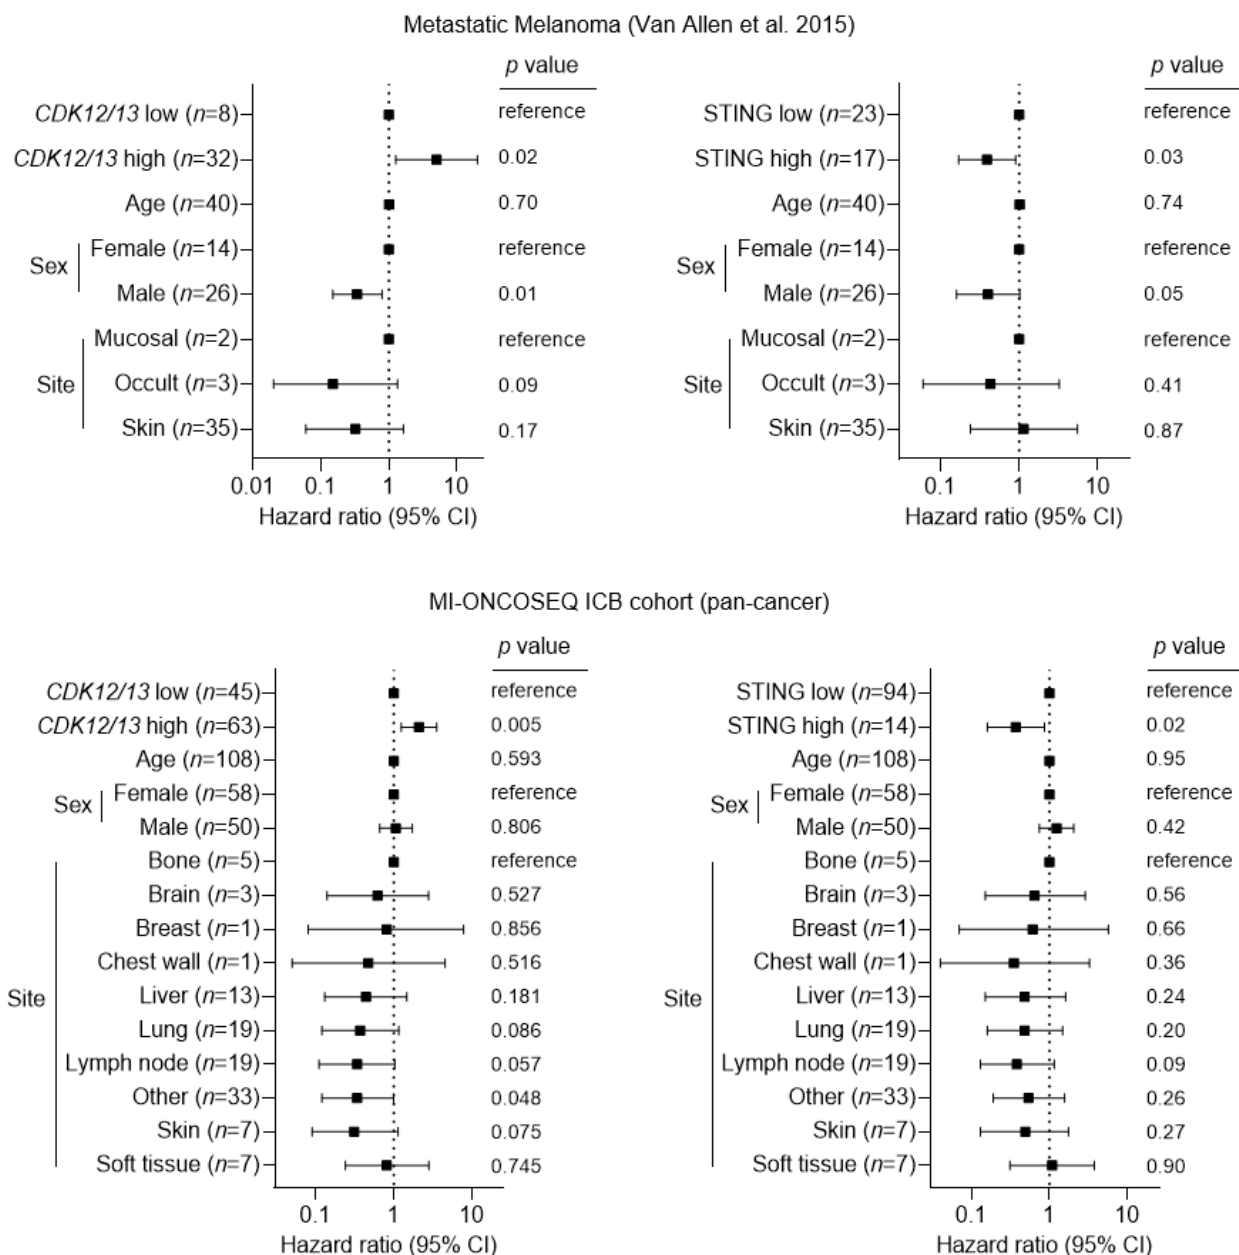

**Supplemental Figure S2:** Multiple linear regression analysis of overall survival was performed using the indicated variables, including pre-treatment *CDK12/13* expression (left) or pre-treatment STING activity signature expression (right), across the specified ICB cohorts. CI: confidence interval.

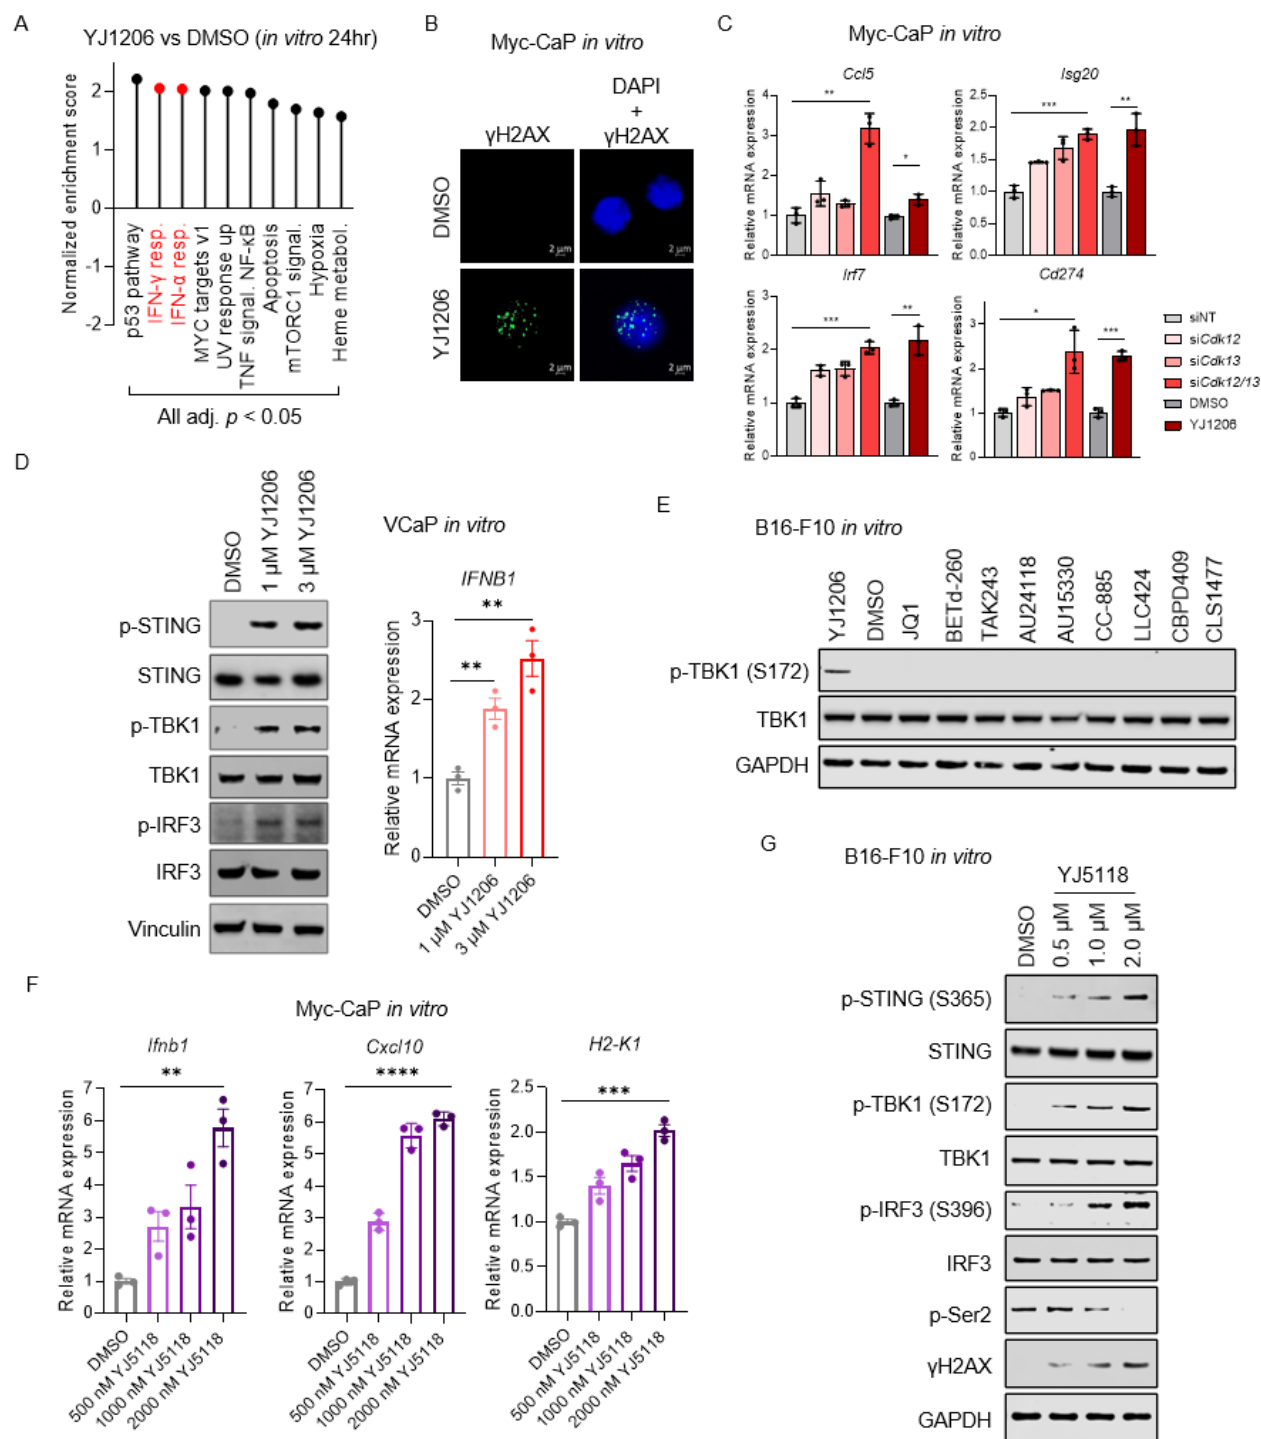

**Supplemental Figure S3: A**, The top 10 pathways enriched by GSEA, utilizing the MSigDB Hallmark database, in Myc-CaP cells treated with YJ1206 at 1  $\mu$ M for 24 hours. **B**, Immunofluorescence images of  $\gamma$ H2AX (green) in Myc-CaP cells treated with YJ1206 for 4 hours.

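Among the other lists computed for the same 6 cell libraries, 3 were enriched in YJ1206-treated cells. The MYC target list had an NES of 2.05 (152 genes, adjusted p = 1.44e-06), with 114 genes significantly higher and 23 significantly lower, and a median log2 fold change of 0.36. With the deposited TPM that median was 0.049, and 53.3% of the genes were higher against 80.9% with TMM. With TPM in gene set enrichment, Myc-CaP cells: MYC targets had an NES of 1.40 (adjusted p = 0.0082) when ranked by log2(TPM + 1) and 1.23 (adjusted p = 0.098) when ranked by log2(TPM + 0.1). The TNF and NF-κB list had an NES of 2.03 (82 genes, adjusted p = 1.88e-05), with 50 genes higher and 20 lower and a median log2 fold change of 0.37, which was 0.18 with total counts and 0.044 with TPM. It did not pass the threshold when ranked by the signed statistic (adjusted p = 0.111) or in camera (0.074). The p53 target list had an NES of 1.99 (54 genes, adjusted p = 7.38e-05), with 29 genes higher and 15 lower. Its median log2 fold change was 0.24 with TMM, 0.053 with total counts and -0.069 with TPM, where 48.1% of its genes were higher; ranked by log2(TPM + 1), its adjusted p was 0.00033. The E2F target list (NES -0.70, 153 genes, adjusted p = 0.993) and the G2M checkpoint list (NES 0.75, 168 genes, adjusted p = 0.993) did not pass the threshold, and their genes went both ways, 70 higher and 64 lower in the first and 75 higher and 65 lower in the second. The median log2 fold change of both was 0.046 with TMM, and with TPM it was -0.25 and -0.24. The direction of enrichment of both reversed in some of the other settings.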

Scale bar: 2  $\mu$ m. **C**, Analysis of *Ccl5*, *Isg20*, *Irf7*, and *Cd274* expression by RT-qPCR in Myc-CaP cells treated with YJ1206 at 1  $\mu$ M for 15 hours, or siRNAs targeting *Cdk12* and/or *Cdk13*. Non-targeting siRNA was used as control. **D**, Immunoblot of the indicated proteins (left) or RT-qPCR measuring *IFNB1* expression (right) in VCaP cells treated with YJ1206 at the indicated concentrations for 4 hours (left) or 6 hours (right). **E**, Immunoblot of the indicated proteins in B16-F10 cells treated with the indicated compounds at 1  $\mu$ M for 4 hours. **F**, RT-qPCR assessing expression of the indicated genes in Myc-CaP cells treated with YJ5118 at the indicated concentrations for 6 hours (left and middle) or 15 hours (right). **G**, Immunoblot of the indicated proteins in B16-F10 cells treated with YJ5118 at the indicated concentrations for 4 hours.

Data are displayed as mean  $\pm$  S.D. in **C**, **D**, and **F**. Statistics in **C**, **D**, and **F** were acquired by two-tailed t test. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, \*\*\*\* $p$ <0.0001. Bonferroni correction was applied for multiple comparisons.

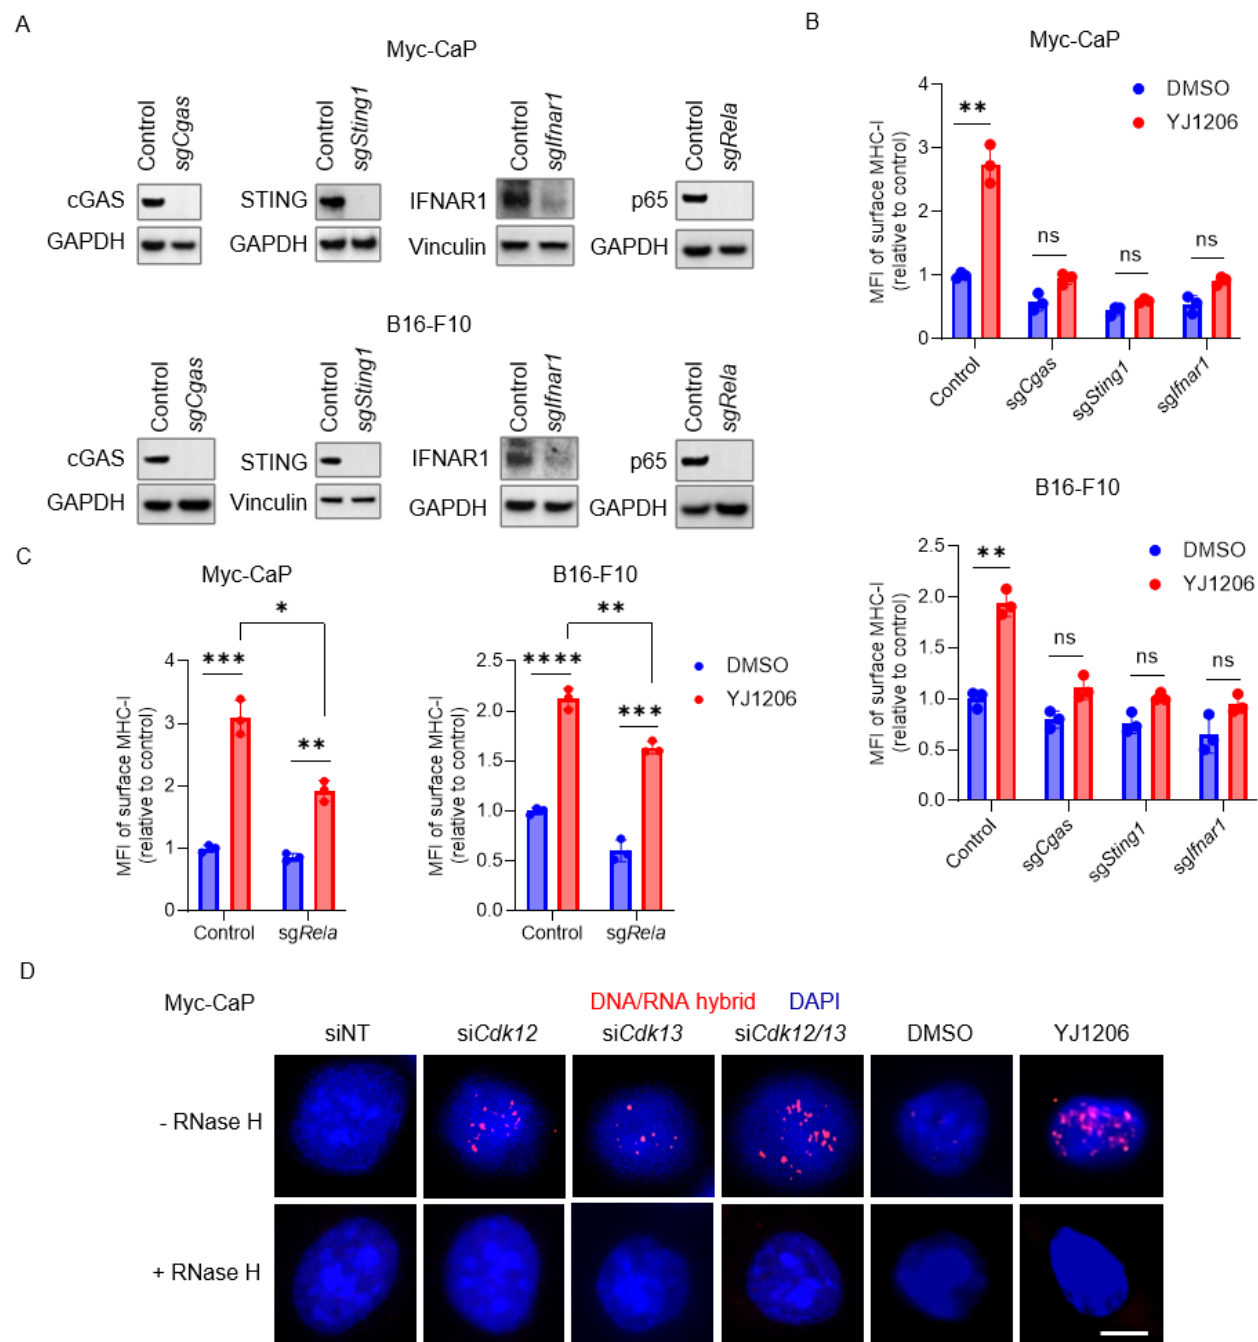

**Supplemental Figure S4: A**, Immunoblot of the indicated proteins in Myc-CaP or B16-F10 cells receiving the indicated sgRNAs. **B–C**, Flow cytometry measuring surface expression of MHC-I in the indicated cells receiving the specified sgRNAs and treated with YJ1206 at 1  $\mu$ M for 15 hours. Data are displayed as mean  $\pm$  S.D. Statistics were acquired by two-tailed t test. \* $p$ <0.05, \*\* $p$ <0.01,

\*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . ns: not significant. Bonferroni correction was applied for multiple comparisons. **D**, Representative images of immunofluorescence DNA/RNA hybrid (red) staining in Myc-CaP cells treated with 1  $\mu$ M YJ1206 for 4 hours or siRNA targeting *Cdk12* and/or *Cdk13*, with/without RNase H. Quantification of the data is shown in Figure 2G. Scale bar: 5  $\mu$ m.

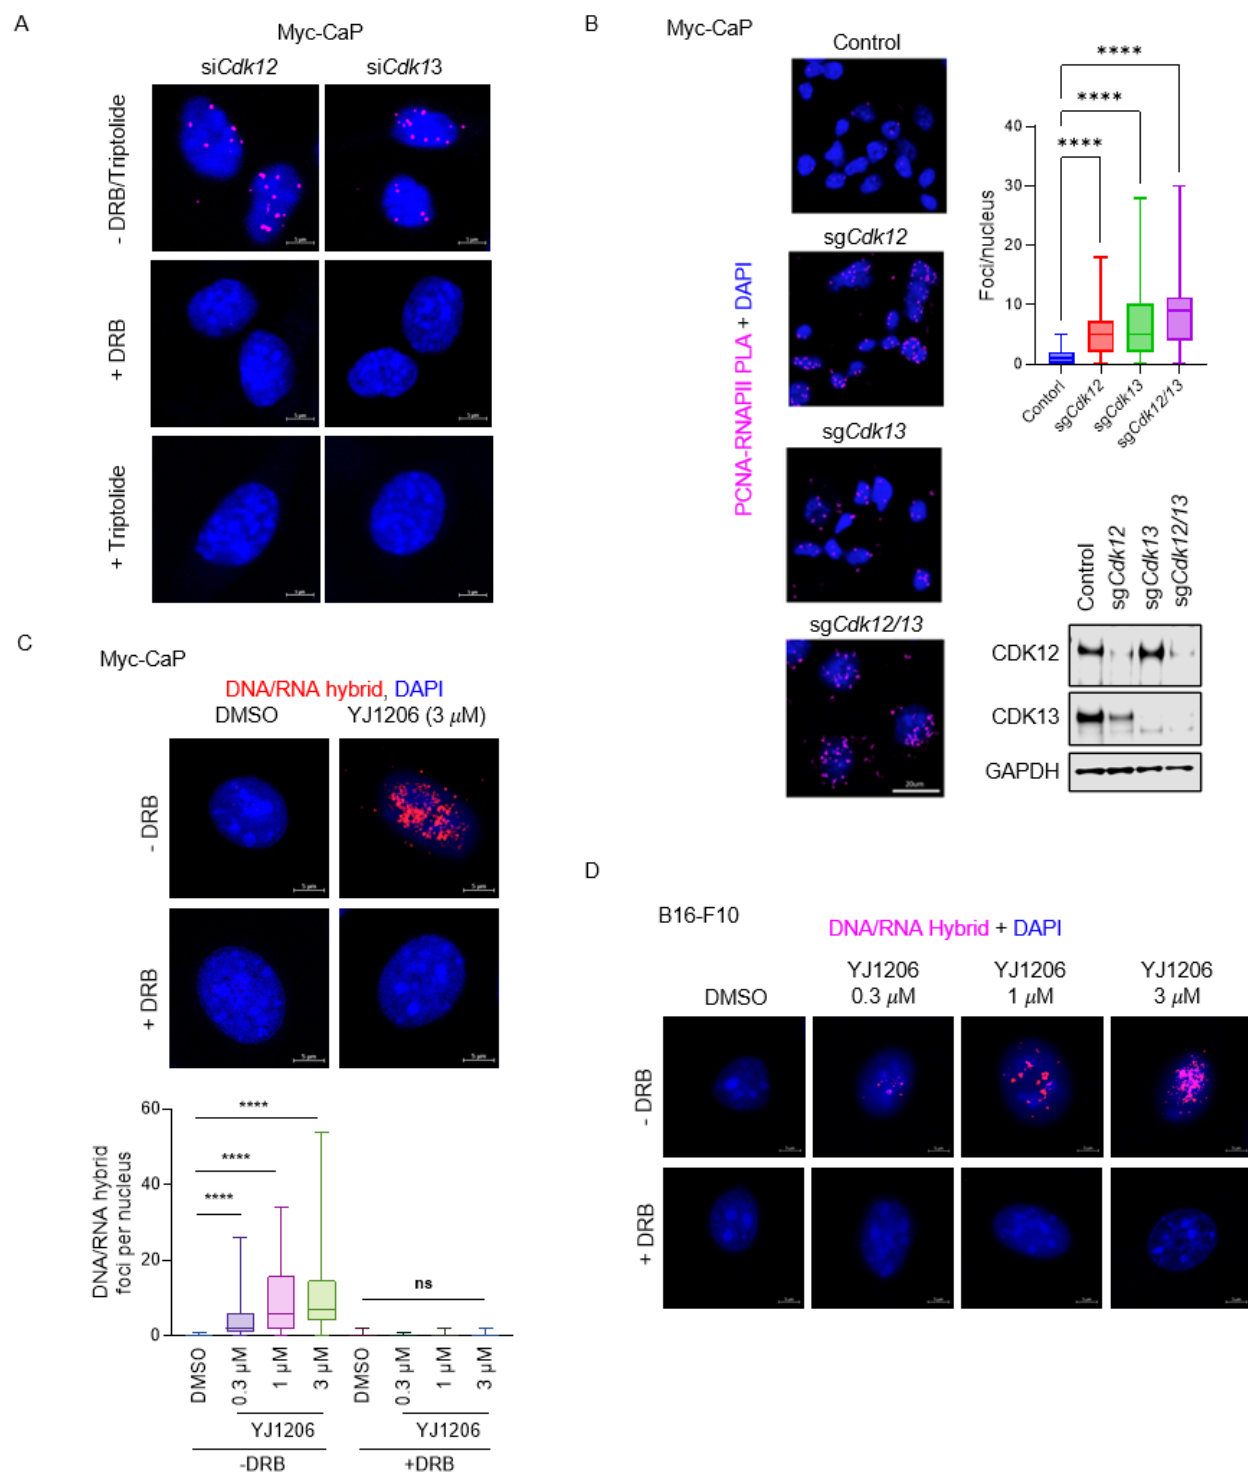

**Supplemental Figure S5: A**, Representative images of immunofluorescence assessing PCNA-RNAPII PLA foci in Myc-CaP cells treated with siRNA targeting *Cdk12* or *Cdk13* with or without

DRB or triptolide treatment. **B**, Representative images (left) or quantification (right, top) of immunofluorescence assessing PCNA-RNAPII PLA foci in Myc-CaP cells with or without sgRNA treatment depleting *Cdk12* and/or *Cdk13*. Right, bottom: Immunoblots of the indicated proteins in Myc-CaP cells with or without sgRNA treatment depleting *Cdk12* and/or *Cdk13*. Non-targeting sgRNA was used as control. Scale bar: 20  $\mu$ m. **C**, Representative images (top) or quantification (bottom) of DNA/RNA hybrid (red) staining in Myc-CaP cells treated with YJ1206 at 3  $\mu$ M for 4 hours, with or without DRB treatment. Scale bar: 5  $\mu$ m. **D**, Immunofluorescence images of DNA/RNA hybrid staining with YJ1206 treatment at the indicated concentrations for 4 hours with/without DRB (75  $\mu$ M, 200 min) in B16-F10 cells.

Scale bar: 5  $\mu$ m in **A**, **C**, and **D**. Data in **B–C** are presented as box-and-whisker plots, with the median (center line), 25th–75th percentiles (box), and minimum to maximum values (whiskers), in **B** with 90 cells per data point and in **C** with 100 cells per data point. \*\*\*\* $p < 0.0001$  by two-tailed t test. ns: not significant.

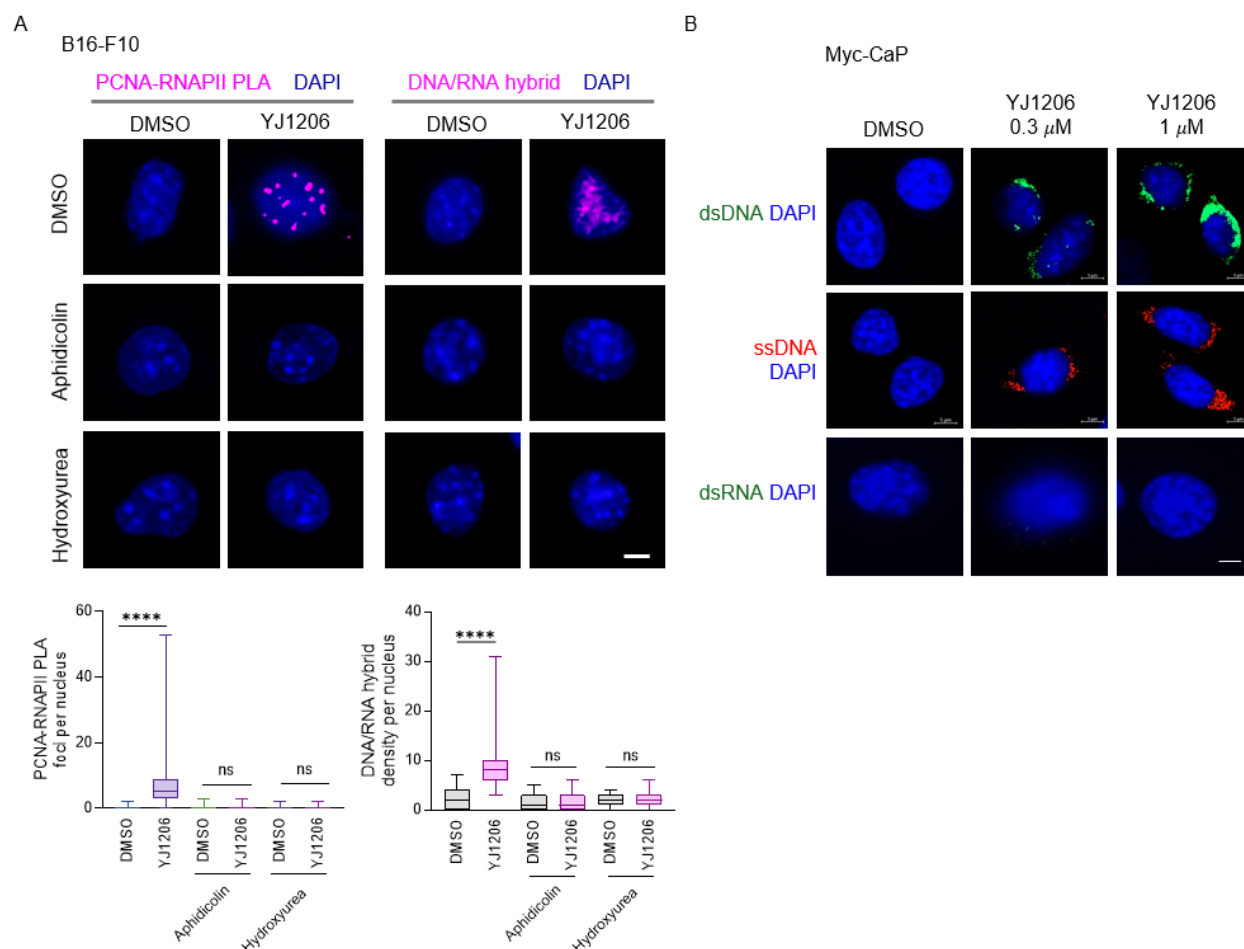

**Supplemental Figure S6: A**, Representative images (top) and quantification (bottom) of immunofluorescence analysis assessing PCNA–RNAPII proximity ligation assay (PLA) signals or DNA/RNA hybrid foci in B16-F10 cells treated with 1  $\mu$ M aphidicolin or 1 mM hydroxyurea for 15 hours, followed by 3  $\mu$ M YJ1206 for an additional 4 hours. Data are displayed as violin plots with 31-123 cells per data point. Statistics were acquired by two-tailed t test. \*\*\*\* $p$ <0.0001. ns: not significant. Bonferroni correction was applied for multiple comparisons. Scale bar: 5  $\mu$ m. Data are presented as box-and-whisker plots, with the median (center line), 25th–75th percentiles (box), and minimum to maximum values (whiskers). **B**, Representative images of immunofluorescence detecting dsDNA (top), ssDNA (middle), and dsRNA (bottom) in Myc-CaP cells with or without YJ1206 treatment at the indicated concentrations for 4 hours. Scale bar: 5  $\mu$ m.

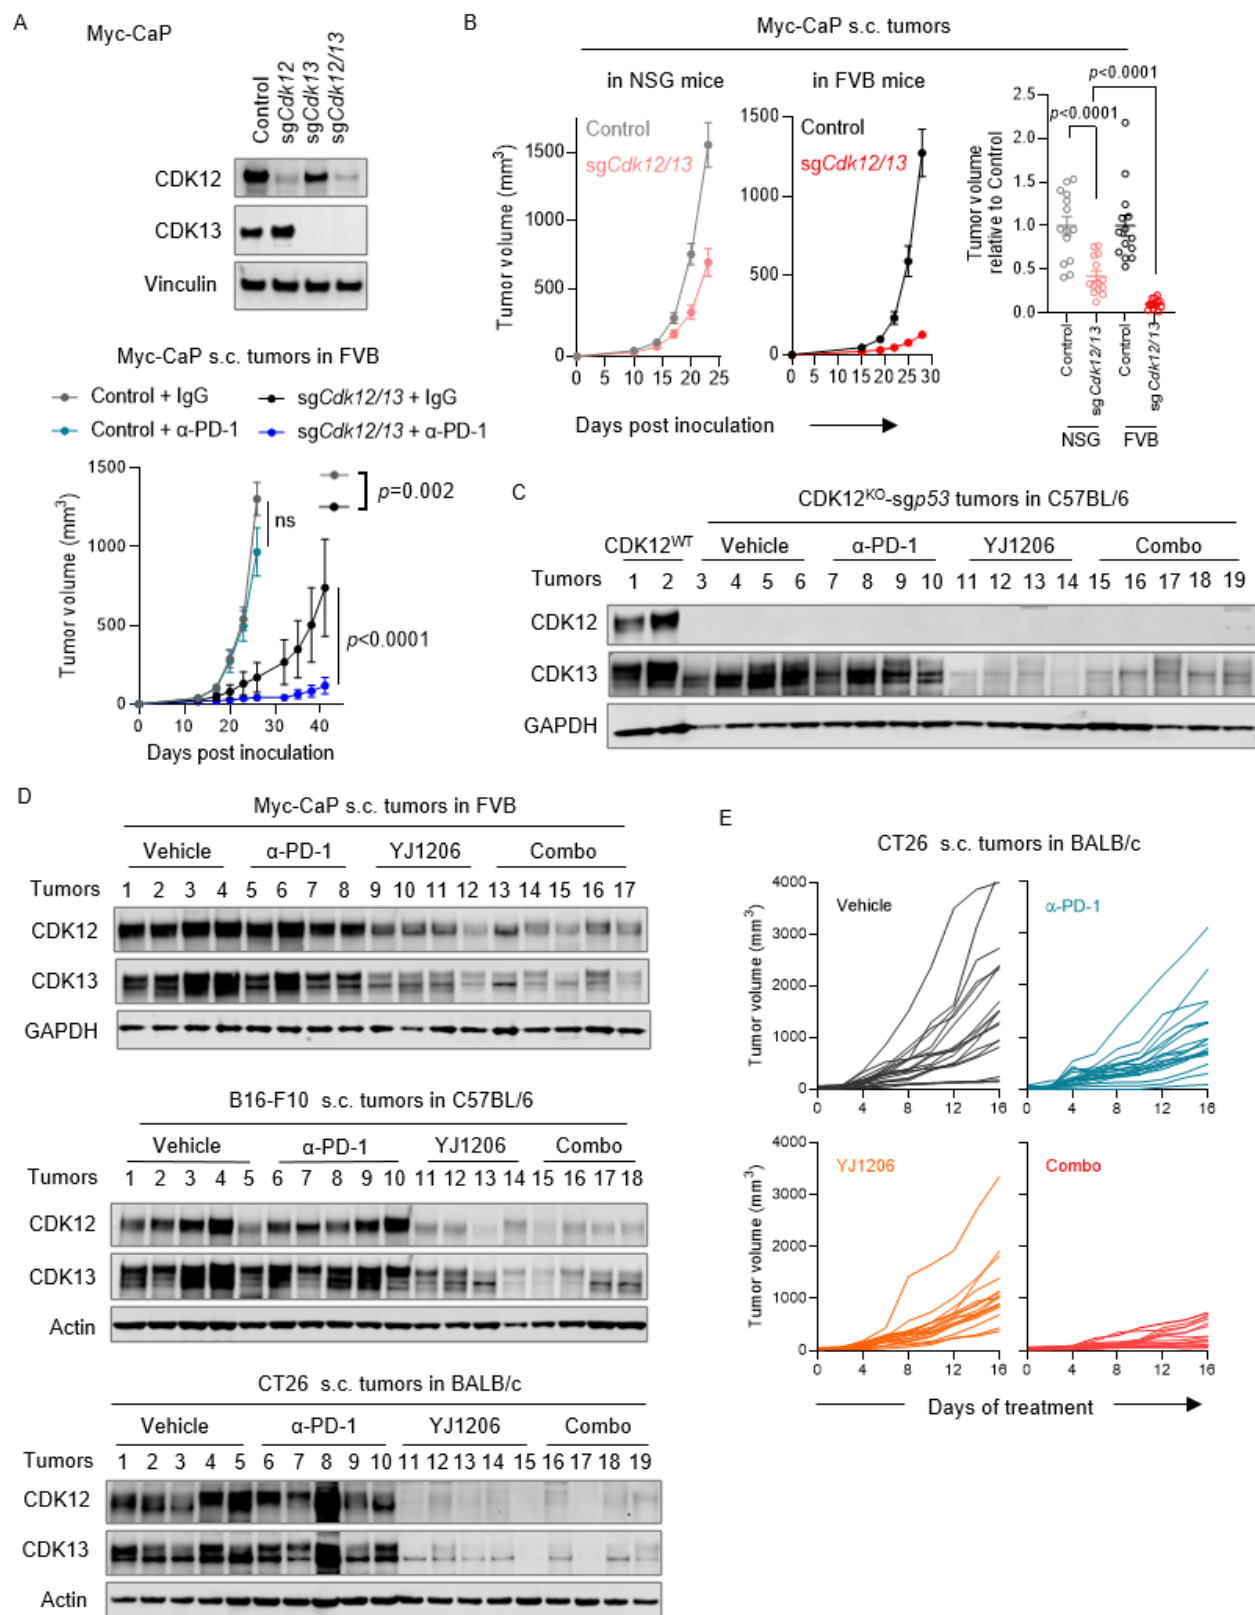

**Supplemental Figure S7: A**, Top: Immunoblot of indicated proteins for Myc-CaP cells with or without *Cdk12*, *Cdk13*, or *Cdk12/13* depletion. Bottom: Data from Figure 4A, replotted to show volumes of s.c. tumors established from control or sg*Cdk12/13* Myc-CaP cells, in FVB mice treated with IgG or anti-PD-1 ( $\alpha$ -PD-1). ns: not significant. **B**, Volumes of s.c. tumors established from control or sg*Cdk12/13* Myc-CaP cells, in NSG (NOD.Cg-*Prkdc*<sup>scid</sup> *Il2rg*<sup>tm1Wjl</sup>/SzJ) or FVB mice ( $n=6-7$  mice per group). **C**, Immunoblot of indicated proteins for *Cdk12*<sup>KO</sup>-sgp53 tumors from C57BL/6 mice treated with vehicle,  $\alpha$ -PD-1, YJ1206, or the combination (combo) of  $\alpha$ -PD-1 and YJ1206. **D**, Immunoblot of indicated proteins for the indicated tumors from the indicated mice treated with vehicle,  $\alpha$ -PD-1, YJ1206, or the combination (combo) of  $\alpha$ -PD-1 and YJ1206. **E**, Data from Figure 4D (right), replotted to show Individual growth curves of the indicated tumors in mice treated with the specified agents. YJ1206 was administered orally at a dose of 100 mg/kg, three times per week, and anti-PD-1 was administered intraperitoneally at a dose of 200  $\mu$ g/mouse Q3d.

Data in **A–B** are displayed as mean  $\pm$  S.E.M. Statistics in **A** were acquired by two-way ANOVA, and in **B** by two-tailed t test. Bonferroni correction was applied for multiple comparisons.

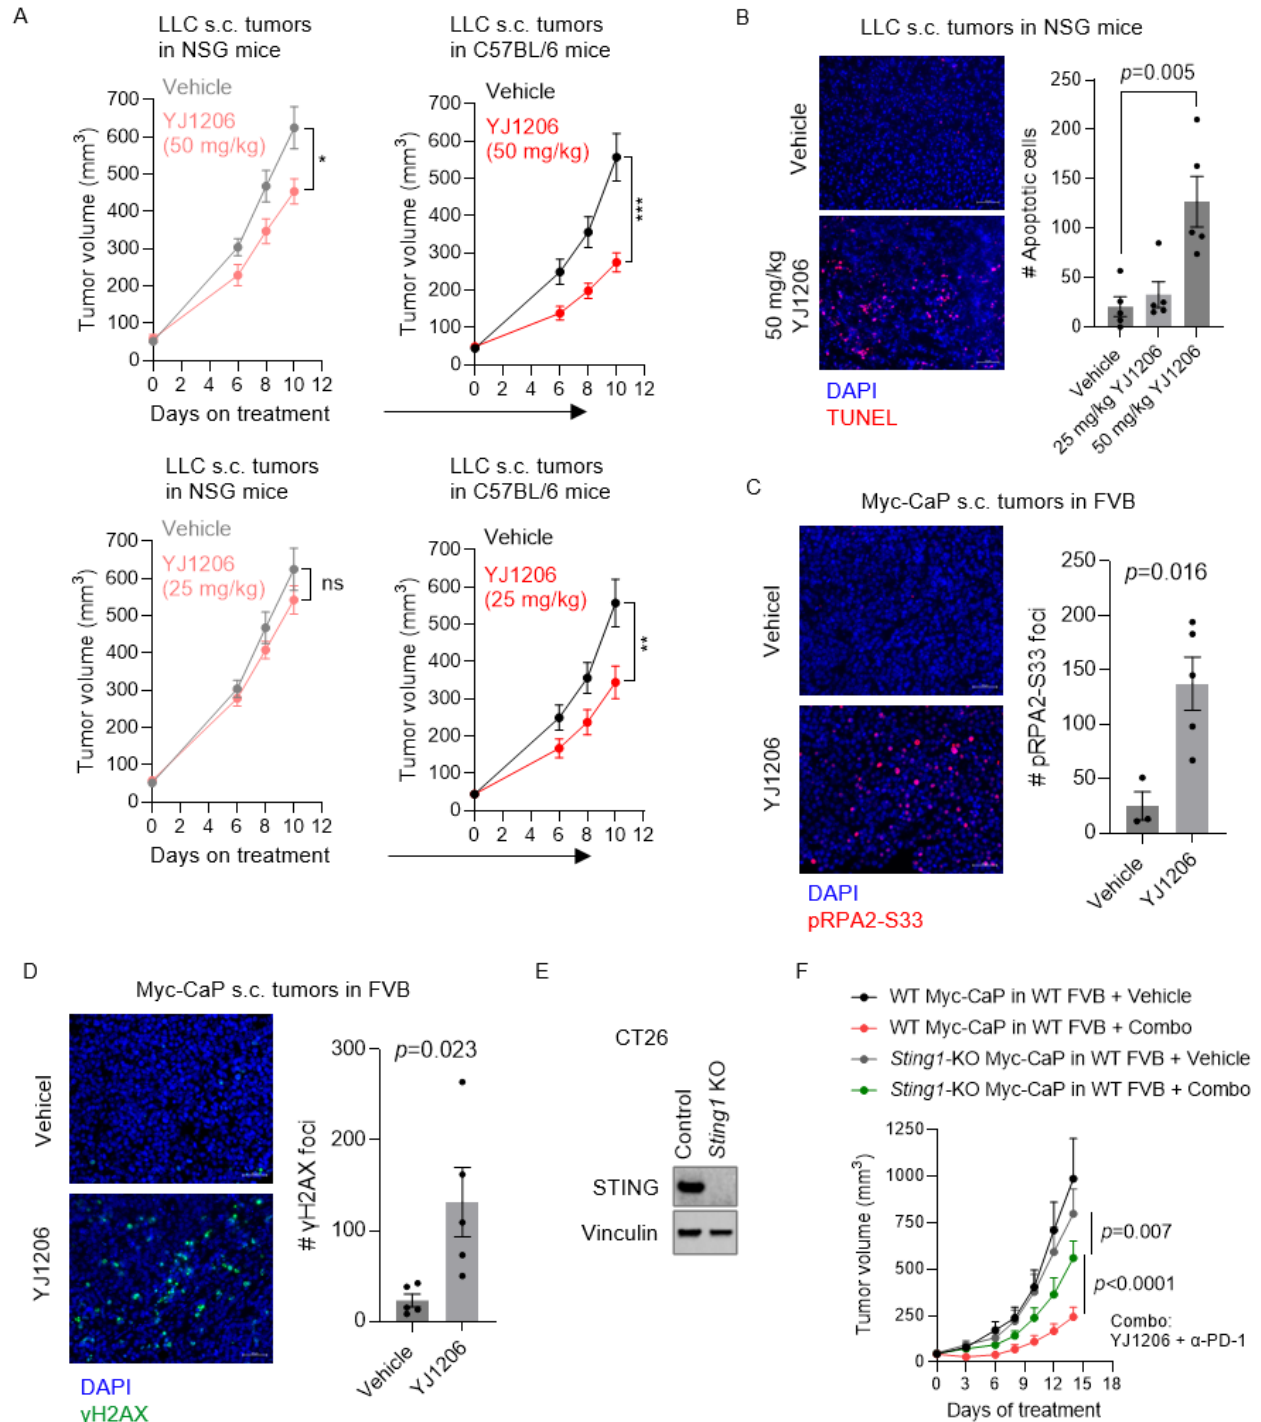

**Supplemental Figure S8: A**, Volumes of s.c. tumors established from LLC cells, in NSG or C57BL/6 mice, treated with the indicated doses of YJ1206. **B**, Representative images (left) or quantification (right) of TUNEL assay measuring apoptotic cells in LLC s.c. tumors from NSG mice

treated as in (A). Scale bar: 50  $\mu$ m.  $n$  = 5 tumors per group. C–D, Representative images (left) or quantification (right) of immunofluorescence assessing pRPA2-S33 (C) or  $\gamma$ H2AX (D) foci in Myc-CaP s.c. tumors from FVB mice treated with YJ1206. Scale bar: 50  $\mu$ m. YJ1206 was administered orally at a dose of 100 mg/kg, three times per week.  $n$  = 3-5 tumors per group. E, Immunoblot of the indicated proteins in CT26 cells with or without *Sting1* (encoding STING) knockout (KO). F, Tumor growth curves of s.c. tumors derived from Myc-CaP cells with or without *Sting1* KO, in FVB mice treated with the specified agents ( $n$  = 4-5 mice per group). YJ1206 was administered orally at a dose of 100 mg/kg, three times per week, and anti-PD-1 was administered intraperitoneally at a dose of 200  $\mu$ g/mouse Q3d.

Statistics were acquired by two-tailed t test in A–D and by two-way ANOVA in F. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001. ns: not significant.

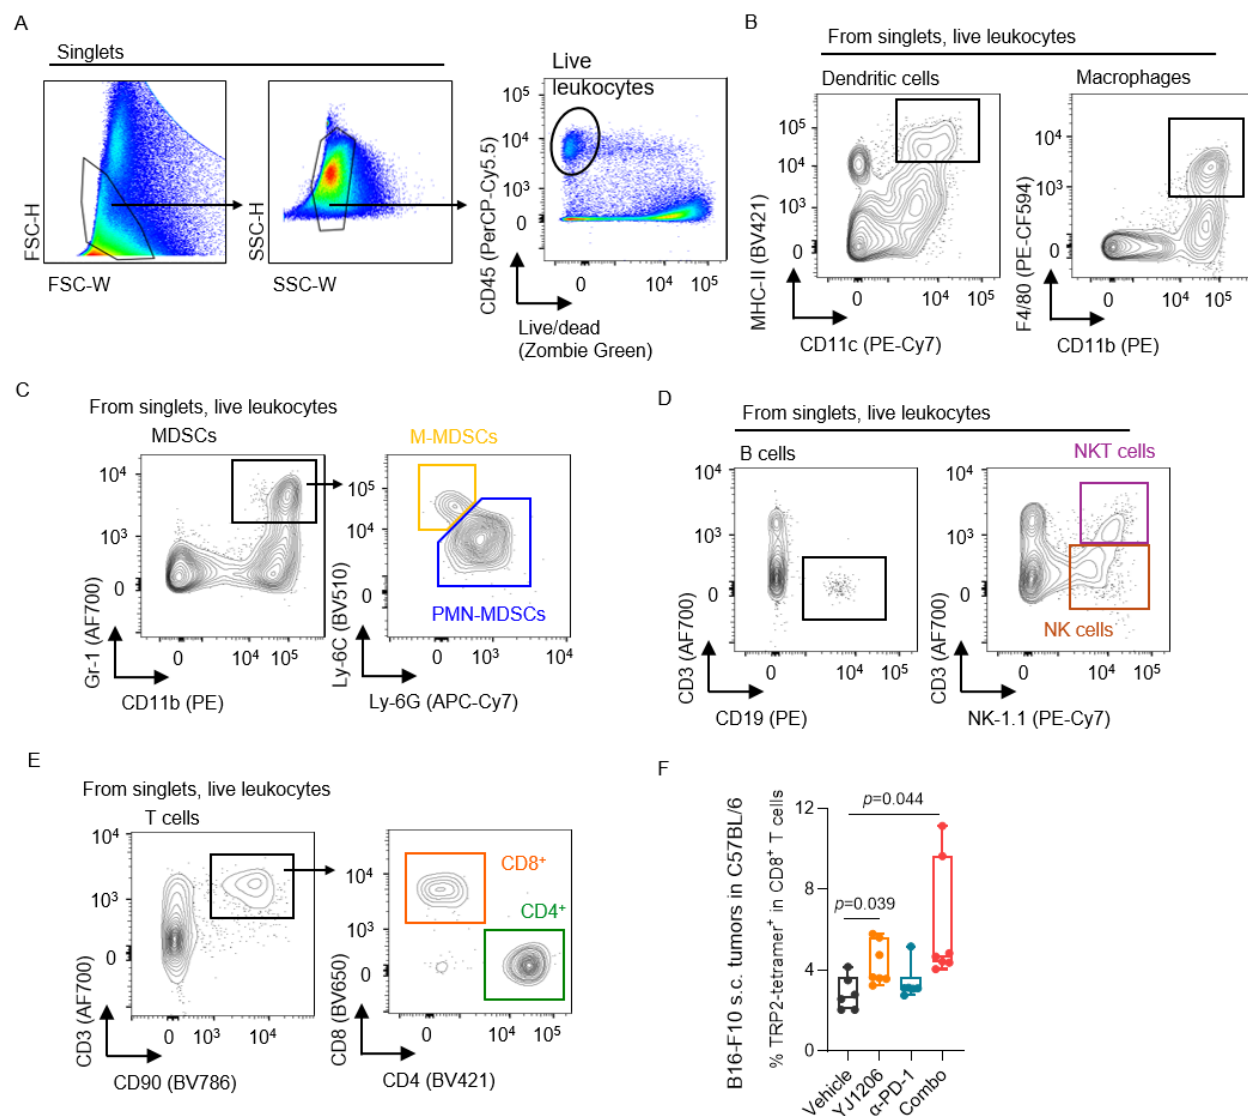

**Supplemental Figure S9: A–E**, Gating strategy for the indicated intratumoral cell population in flow cytometry. DCs: dendritic cells. MDSCs: myeloid-derived suppressor cells. PMN-MDSCs: polymorphonuclear myeloid-derived suppressor cells. M-MDSCs: monocytic myeloid-derived suppressor cells. **F**, Quantification of flow cytometry measuring the fraction of CD8<sup>+</sup> T cells specific to TRP2 in total CD8<sup>+</sup> T cells in the indicated tumor models treated with vehicle, α-PD-1, YJ1206, or the combination (combo) of α-PD-1 and YJ1206 ( $n = 6-7$  mice per group). YJ1206 was administered orally at a dose of 100 mg/kg, three times per week, and anti-PD-1 was administered intraperitoneally at a dose of 200 μg/mouse Q3d. Statistics were acquired by two-

tailed t test with Bonferroni correction. Data are presented as box-and-whisker plots, with the median (center line), 25th–75th percentiles (box), and minimum to maximum values (whiskers).

| sgRNA                | Target sequence      |
|----------------------|----------------------|
| sg <i>Cdk12</i> #1   | CTTCCTCCTGAGCTACCAGG |
| sg <i>Cdk12</i> #2   | TGTCTTCTTTCTCCATAACG |
| sg <i>Cdk13</i> #1   | CTTCCTGGCTGCCCCCGGCG |
| sg <i>Cdk13</i> #2   | ATGCTTCTACACCTACCAAG |
| sg <i>Sting1</i> #1  | GAAGGCCAAACATCCAACG  |
| sg <i>Sting1</i> #2  | AGTATGACCAGGCCAGCCCG |
| sg <i>lfnar1</i>     | GCTTCTAAACGTACTTCTGG |
| sg <i>Cgas</i>       | TGATAAGAAGTGTTACAGCA |
| sg <i>Rela</i>       | GCCCAGACCGCAGTATCCAT |
| Nontargeting control | ATTGTTCGACCGTCTACGGG |

Supplemental Table S3: sgRNAs used in this study.

| Name               | Sequence              |
|--------------------|-----------------------|
| <i>Ifnb1</i> _Rev  | AGGACATCTCCCACGTCAAT  |
| <i>Ifnb1</i> _Fwd  | TGAACTCCACCAGCAGACAG  |
| <i>Cxcl10</i> _Rev | CCTATGGCCCTCATTCTCAC  |
| <i>Cxcl10</i> _Fwd | CGTCATTTTCTGCCTCATCC  |
| <i>H2-K1</i> _Rev  | TGTGGAAGGGAAGACAGAGC  |
| <i>H2-K1</i> _Fwd  | CCCTGTGAGCCTATGGACTC  |
| <i>Cd274</i> _Rev  | TGATCTGAAGGGCAGCATTTC |
| <i>Cd274</i> _Fwd  | GCTCCAAAGGACTTGTACGTG |
| <i>Actb</i> _Rev   | TACGACCAGAGGCATACAGG  |
| <i>Actb</i> _Fwd   | GGCCAACCGTGAAAAGATGA  |

Supplemental Table S4: RT-qPCR primers used in this study.

Supplementary Tables S1 (Excel file): clinical and demographic characteristics of the MI-ONCOSEQ cohort.

Supplementary Tables S2 (Excel file): *CDK12* and *CDK13* expression and survival data from ICB cohorts, downloaded from the KM-plotter.

# Supplementary material for: CDK12/13 inactivation triggers STING-mediated antitumor immunity in preclinical models
**Source:** J Clin Invest. 2025 Jul 22;135(18):e193745. doi: 10.1172/JCI193745

Figure 2

Fig 2B

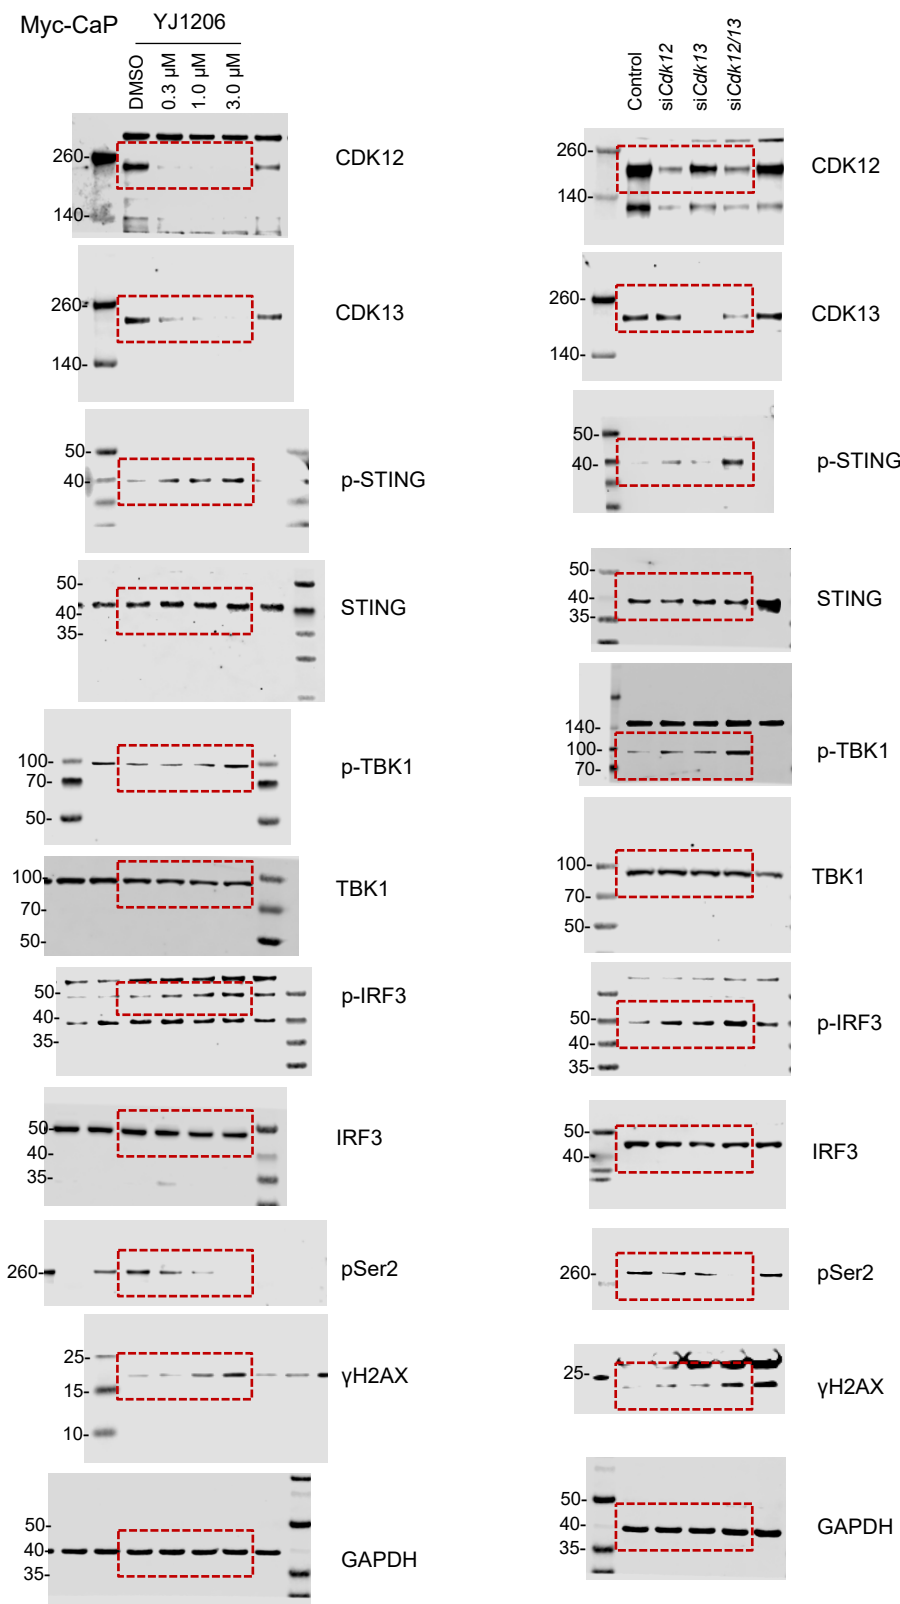

**Fig 2D**

B16-F10

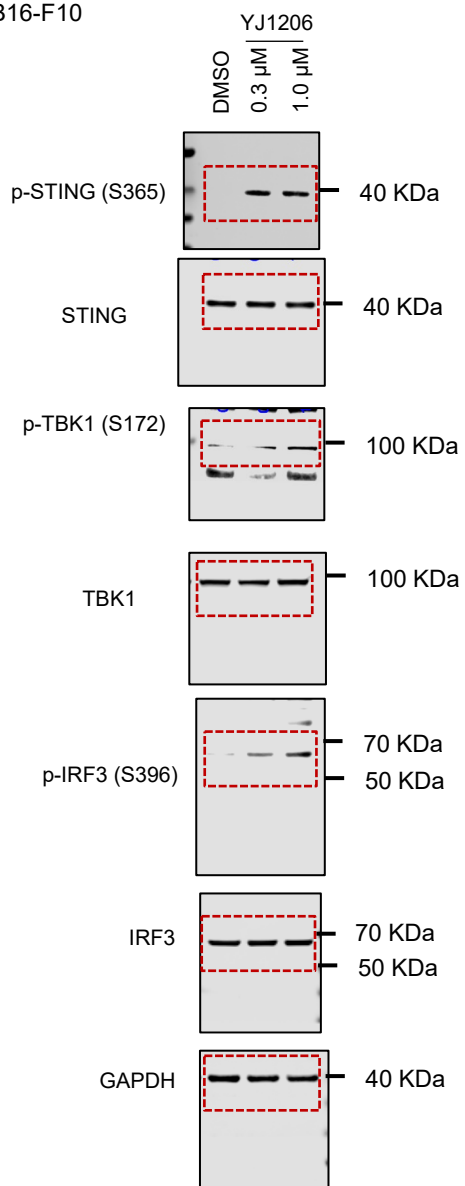**Fig 3G**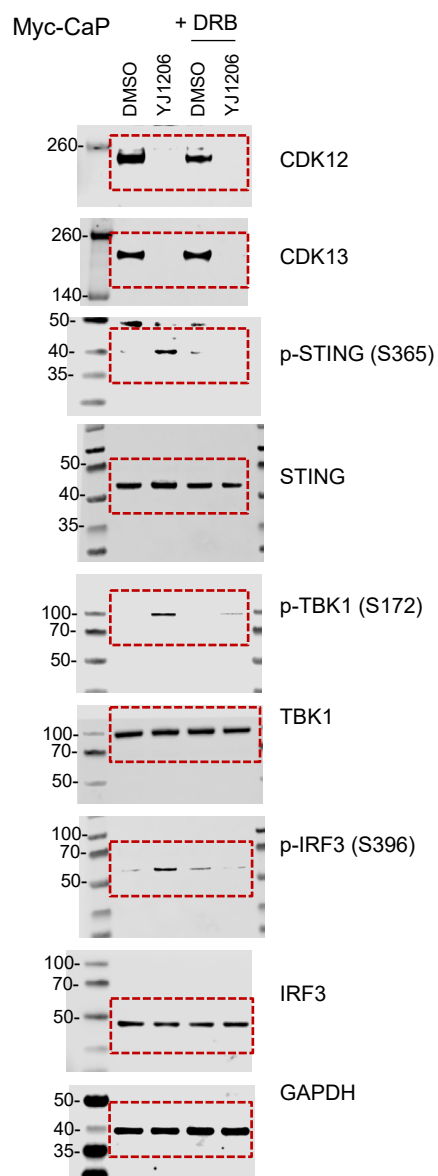

**Figure S3D**

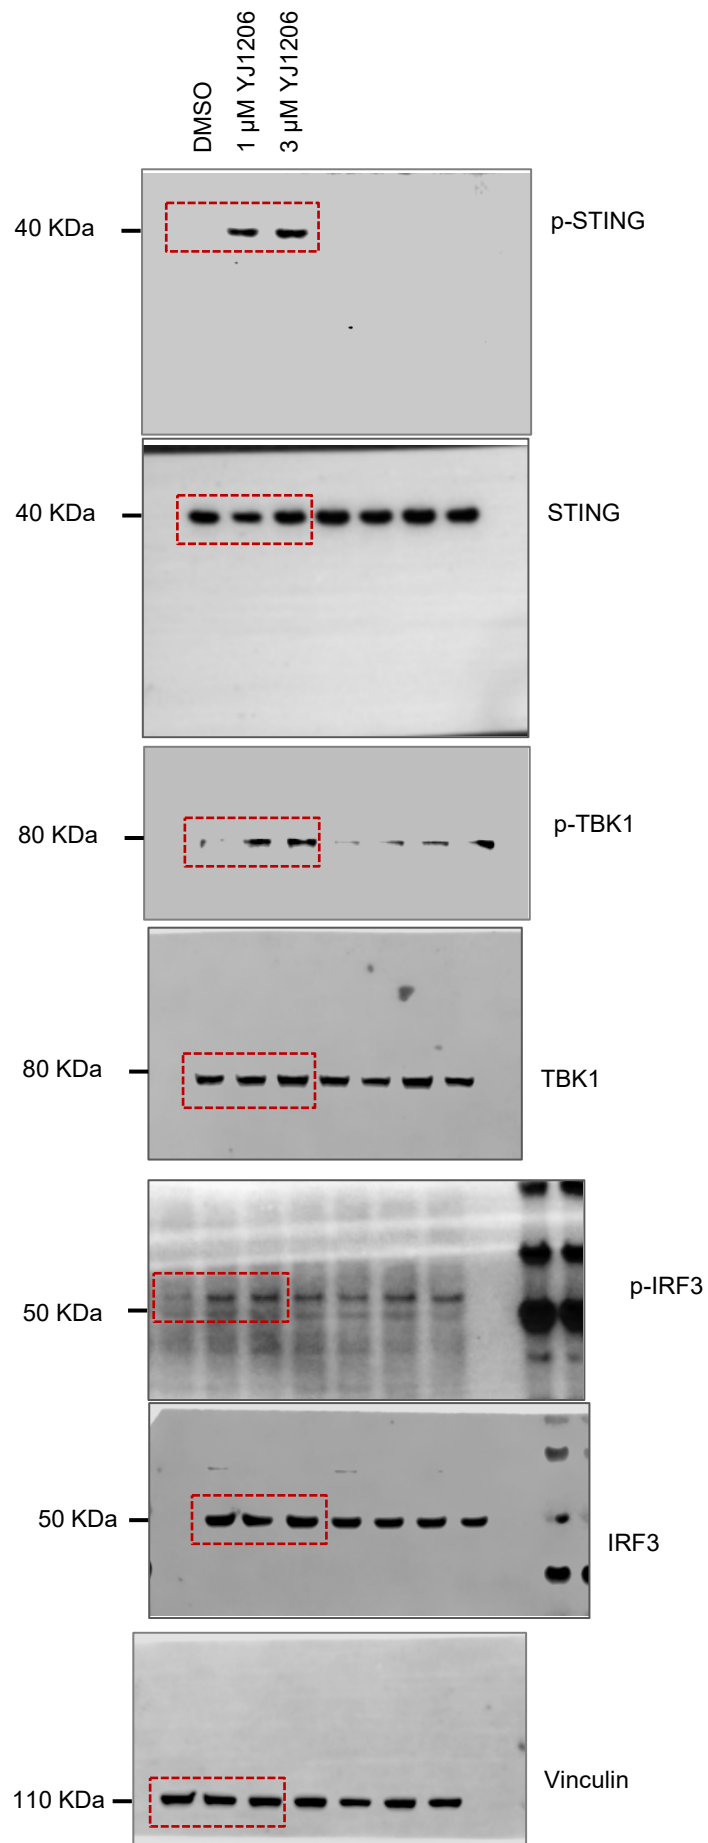

### Figure S3

**Fig S3E**

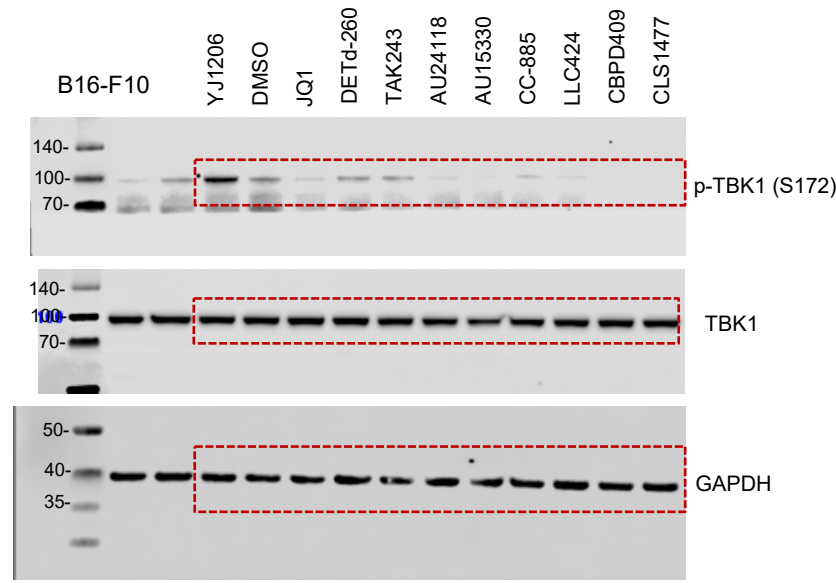

### Figure S3G

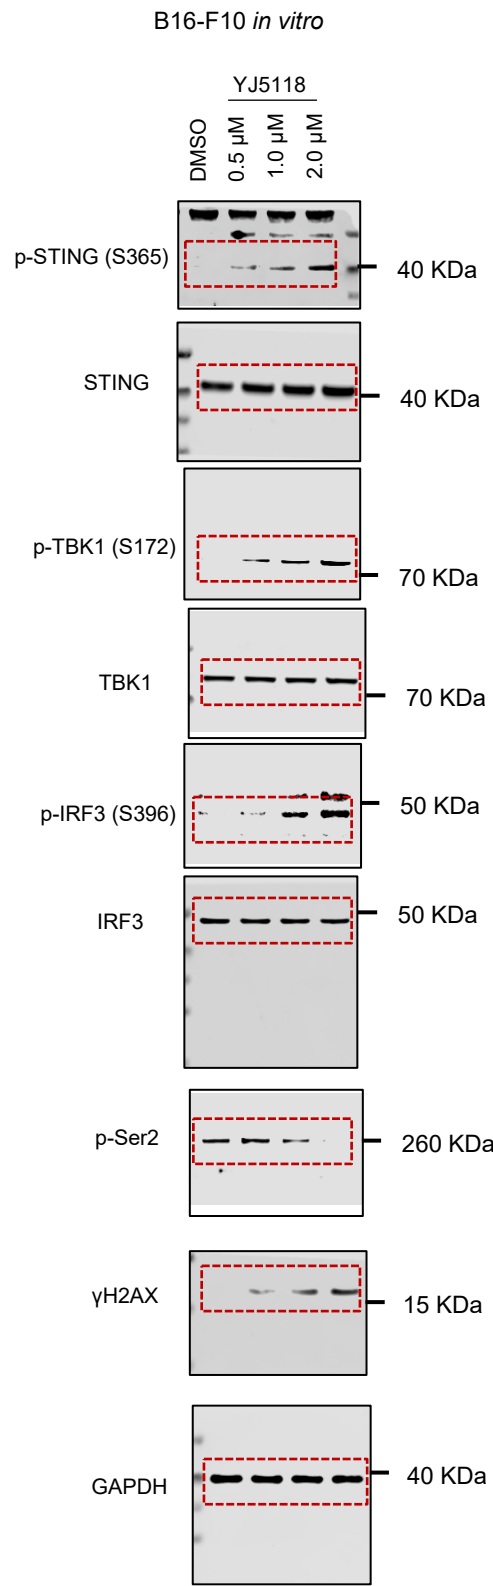

Figure S4A

Myc-CaP

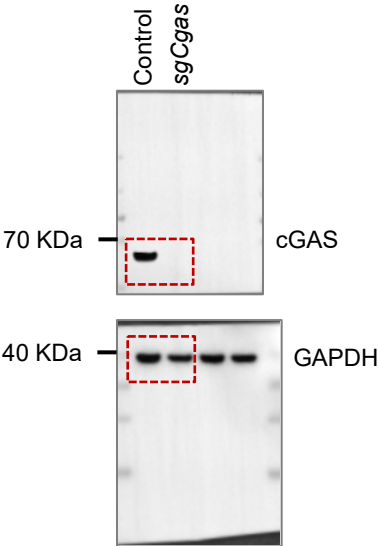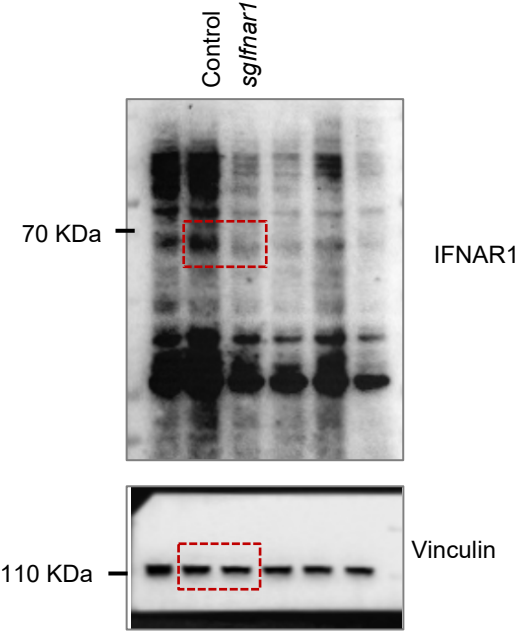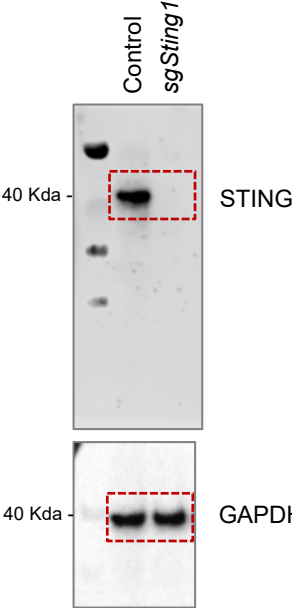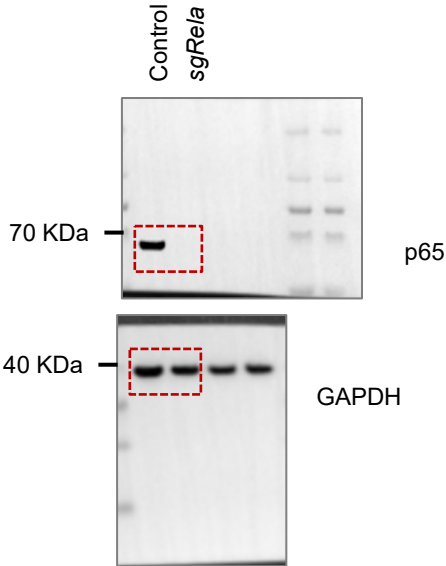

**Figure S4A**

B16-F10

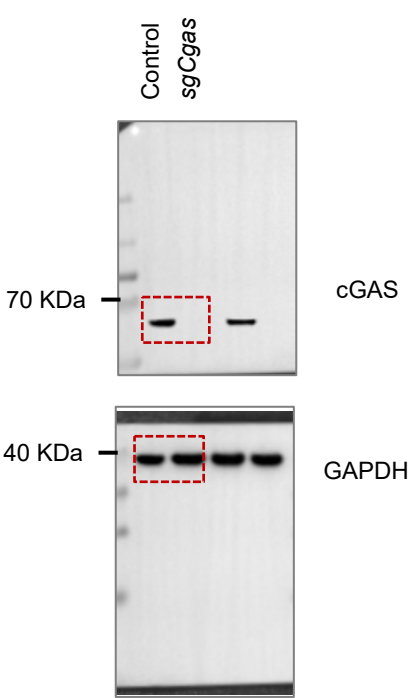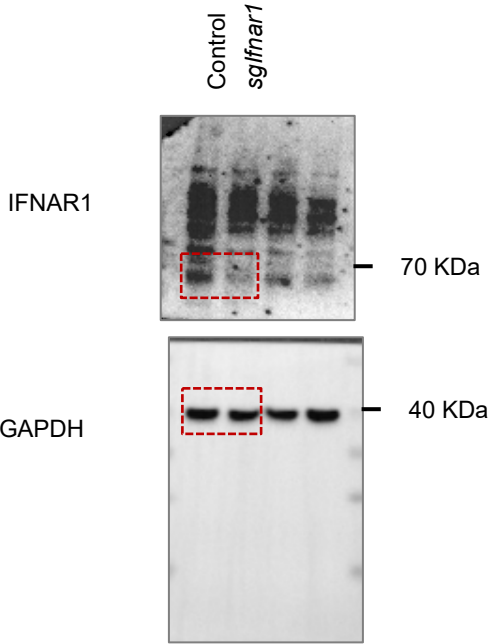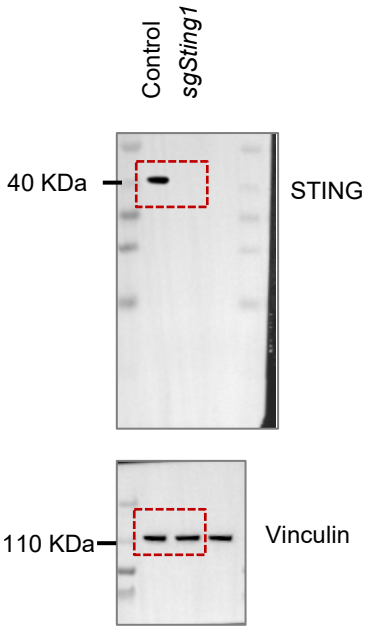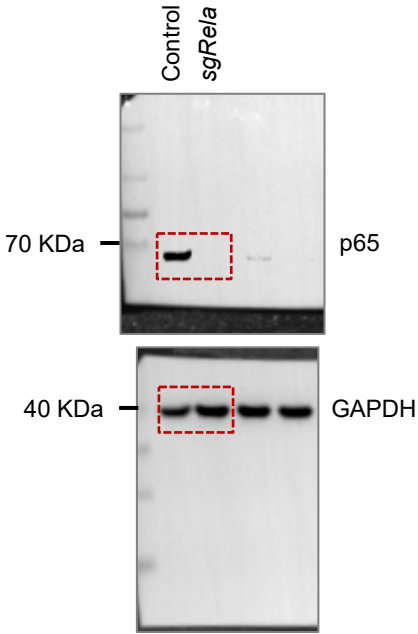

**Figure S7A**

**Fig S5B**

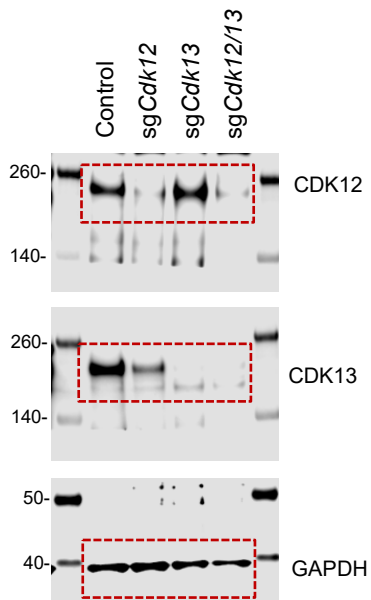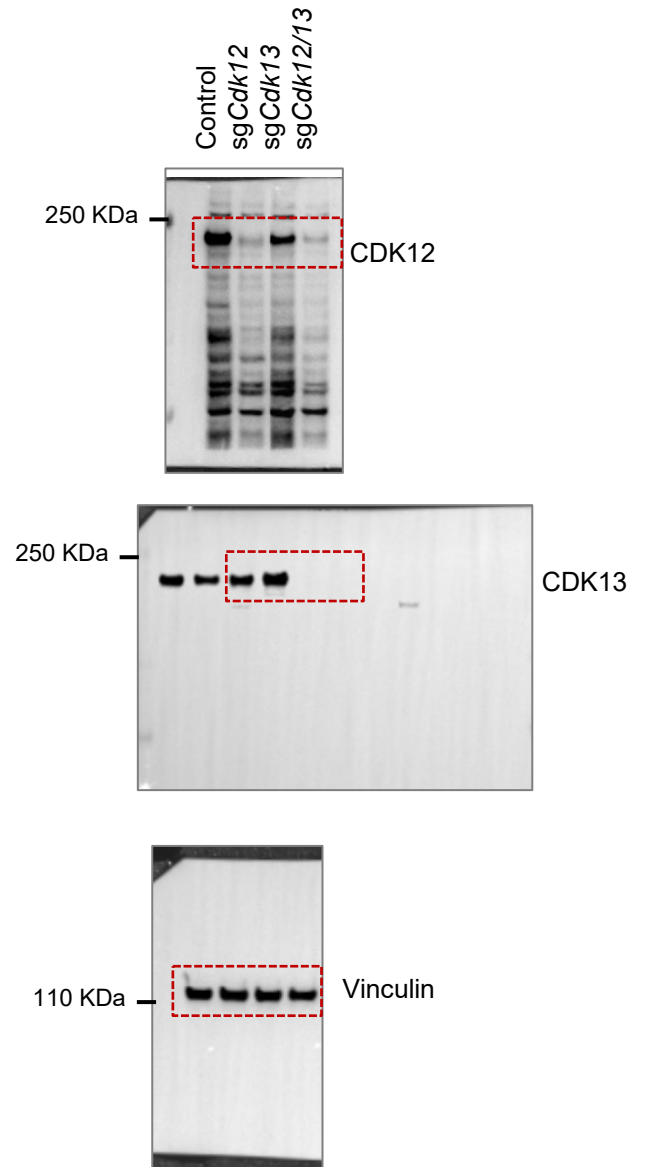

Figure S7

Fig S7C

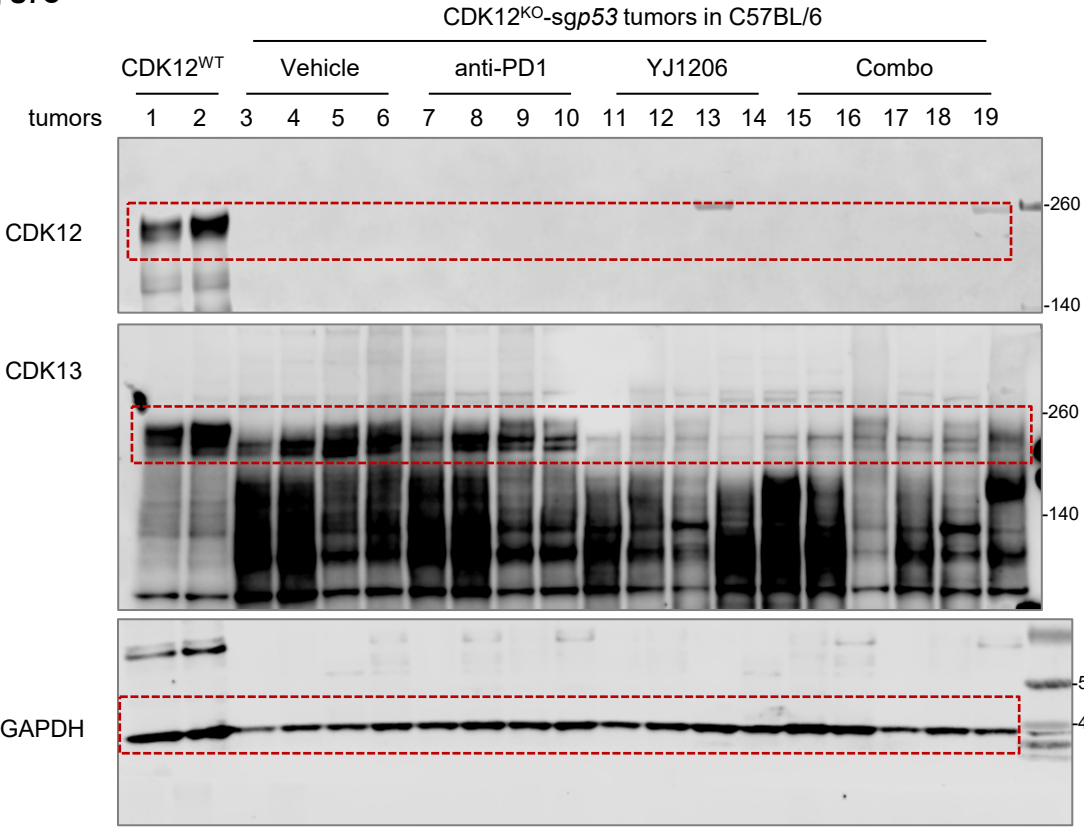

Fig S7D

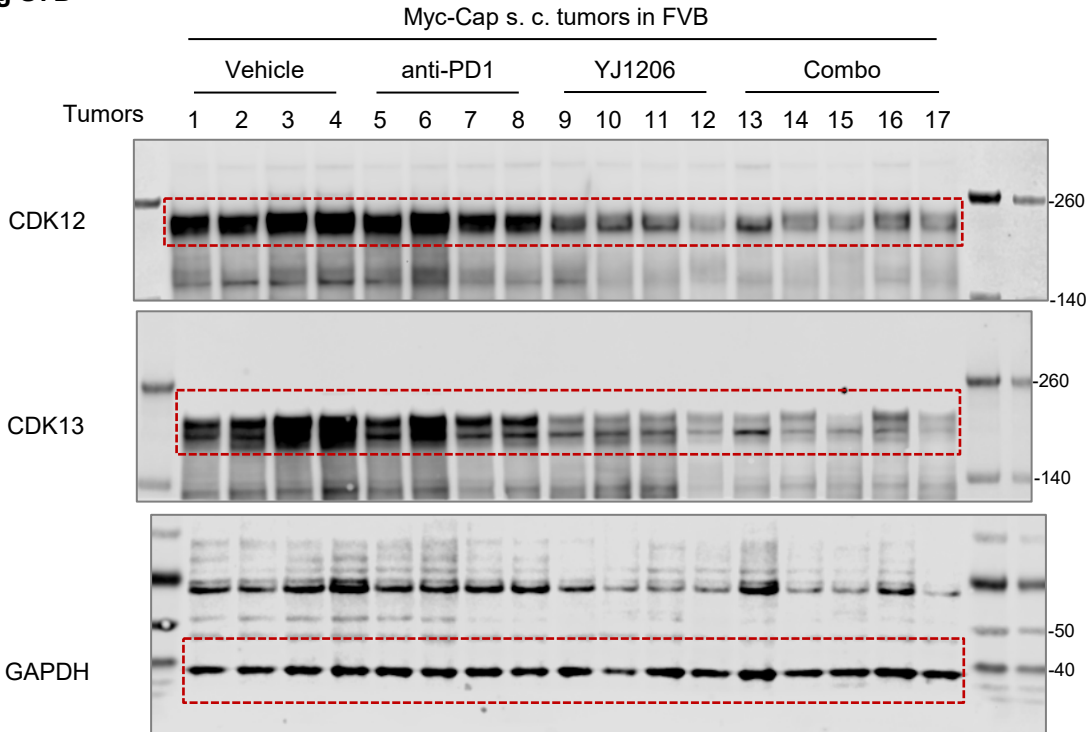

**Fig S7D**

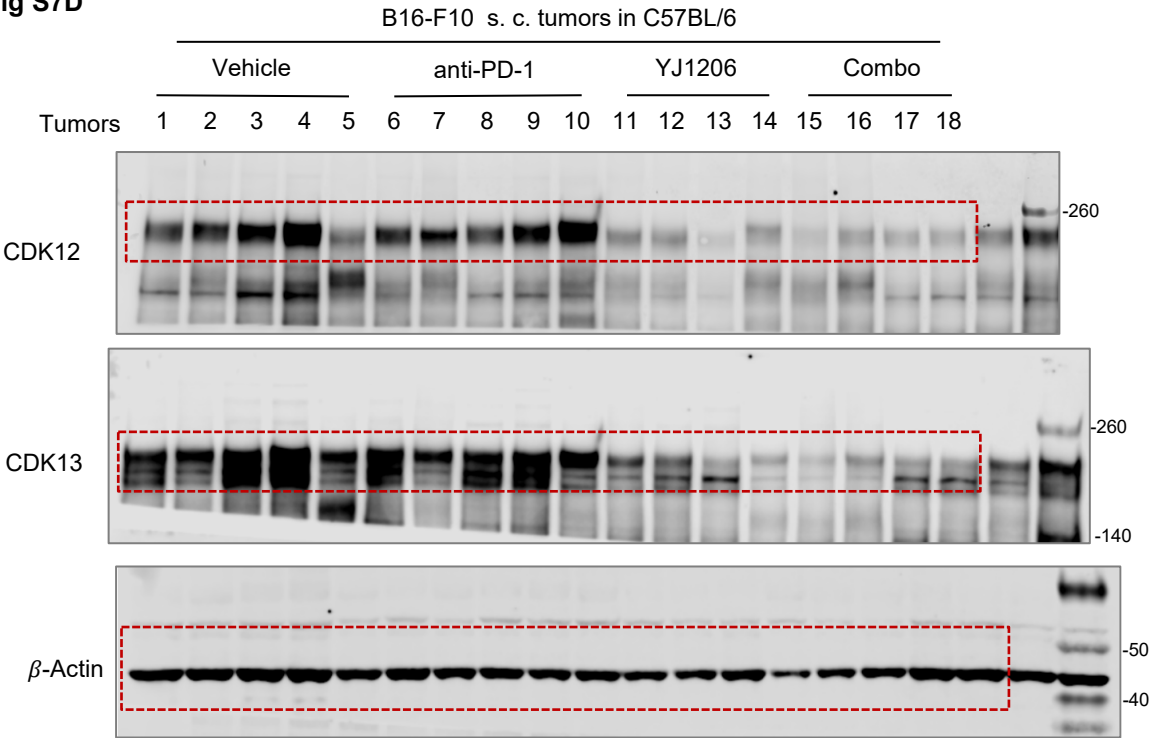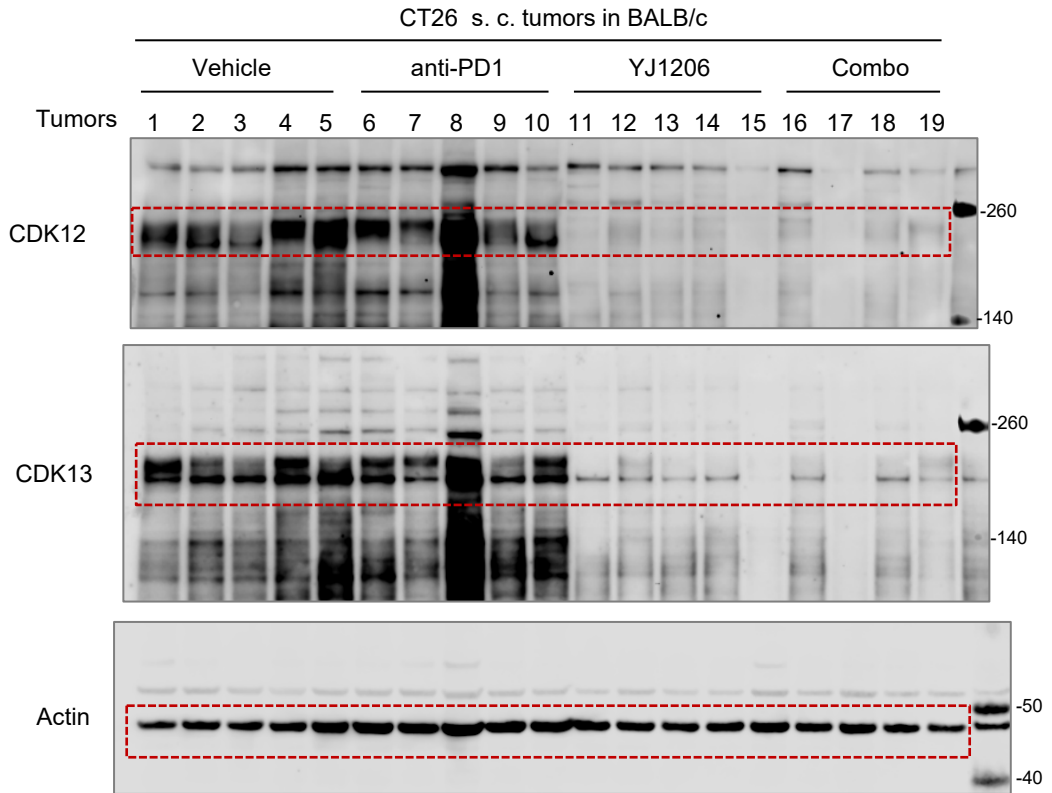

Figure S8E

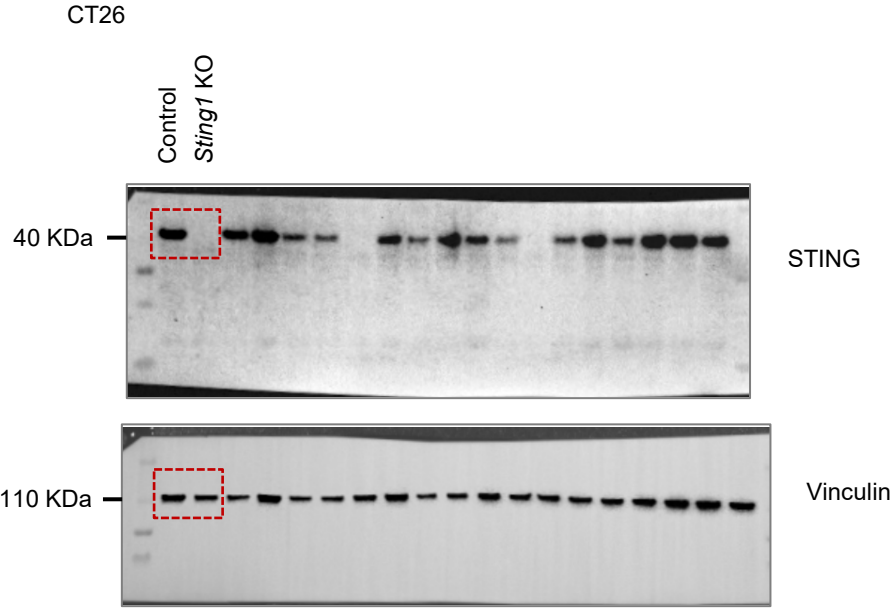

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

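RNA sequencing of 12 mouse libraries was analysed, in 2 experiments. In the first, Myc-CaP cells in culture were treated with DMSO or with YJ1206 at 1 μM for 24 hours, with 3 libraries each. In the second, subcutaneous Myc-CaP tumors came from FVB mice given vehicle or YJ1206 by mouth at 100 mg/kg, 3 times per week, with 3 libraries each. Samples were assigned to groups and replicate numbers from their labels and the paper's methods, and all 12 could be assigned.

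For each experiment the authors deposited a table of estimated counts per gene, which need not be whole numbers, and a table of TPM values, which the authors scaled within each library for gene length and to a sum of 1000000. The estimated counts were not scaled between libraries. The paper's text describes the library preparation and refers the processing of reads to earlier protocols; it does not name the aligner, the counting tool, the genome build or the annotation, so no coordinates are given. Gene symbols and versioned Ensembl identifiers are those of the tables. The cell table lists 40077 genes and the tumor table 34508, and 34507 are in both. Of the 5570 genes found only in the cell table, 5515 are lincRNA genes, so the gene sets of the tables differ. Genes of the H2 family, H2-K1 among them, were not analysed here, and 45 of the 59 matched genes of the antigen presentation list are in the tables.

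Total counts per library were 18368848, 18198086 and 18519926 for DMSO, 14869592, 14146546 and 13936902 for YJ1206-treated cells, 22112711, 26928365 and 15391544 for vehicle tumors, and 18307820, 22418665 and 19408684 for YJ1206 tumors. At this depth, 3 counts correspond to 0.151 to 0.231 CPM in the cells and 0.113 to 0.194 CPM in the tumors. A gene at or under 3 counts in all libraries of a group was taken to be at the floor, and a fold against such a group is given as a lower bound. These limits cover counting error only. Before averaging, libraries of a group were compared by chi-square tests of their counts. No 2 libraries were identical, and every pair within a group differed by more than the sampling noise (chi-square per gene 1.94 to 2.90 in cells and 3.66 to 49.7 in tumors), so each was kept as a library of its own.

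The estimated counts were rounded to whole numbers. The tests had been chosen for counts, and rounding is the one change made when the tables proved to hold estimated counts. Each experiment was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene set enrichment used fgsea 1.28.0 (multilevel, 10000 permutations for the first estimate, lists of at least 5 genes) on genes ranked by log2 fold change, adjusted over 9 lists. The lists for STING activity, type I IFN response, IFN-γ response, antigen presentation, p53, TNF and NF-κB, MYC, E2F and G2M were written before the data were examined. The STING activity list holds the 6 genes that the paper's methods give. The others were written by hand, since the paper's text does not list the members of its other signatures. They share genes: 80 genes are in both IFN lists and 56 in both the E2F and G2M lists. camera, with a preset correlation of 0.01, and fry from limma 3.58.1 were run beside fgsea. The STING activity score is the mean of log2(CPM + 1) over the 6 genes of the paper's methods, compared with an exact permutation test. A difference of the YJ1206 effect between cells and tumors was tested as the interaction term of one fit over all 12 libraries and the genes in both tables. This fit shares one estimate of the spread between materials whose spreads differ. Mouse Reactome sets of 10 to 500 tested genes, as shipped with fgsea, were tested with camera and fry; 96.6% of their gene numbers could be matched. Cell type markers (lists for all leukocytes, T cells, CD8 and cytotoxic cells, NK cells, B cells, dendritic cells, macrophages and monocytes, neutrophils, fibroblasts, endothelial cells, skeletal muscle, adipocytes and epithelial cells), 39 homologous recombination and Fanconi genes, and gene length were used only in the closing section. Gene spans came from GENCODE vM21, which holds 39867 of the 40077 identifiers of the cell table when versions are ignored.

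Genes are named by a rule set before the data were examined. It takes 17 genes that the paper names for STING signaling, in its RT-qPCR panels or as targets. It adds, in each experiment, the 4 genes with the largest increase and the 4 with the largest decrease among those with an adjusted p-value under 0.05, at least 5 CPM on average and no overlap between groups.

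The steps were tested on simulated counts with 200 changed genes drawn from the real means and library sizes. edgeR recovered 190 of 198 changed genes that could be tested at the spread of the cells, with 4.04% of its calls false, and 162 of 195 at the spread of the tumors, with 4.71% false. With libraries 1 and 2 of each group only, it recovered 139 of 198 at the spread of the tumors, with 12.0% false. DESeq2 1.42.0 recovered 186 of 198 and 168 of 195, with 1.06% and 14.3% false. limma on log2 values recovered 191 of 198 and 161 of 194, with 26.0% and 3.59% false.

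The alternatives tried were DESeq2's size factors and its Wald test, scaling by total counts, other filters on low counts, TPM with a pseudocount of 1 or 0.1, a replicate block, removal of a trend with transcript length, another ranking, camera, fry and Reactome sets in place of fgsea and the lists, a fold-change threshold, and leaving out each library in turn. The replicate numbers did not pair the samples. Tests were made within each experiment only, apart from the interaction. Libraries were not split by batch, because the labels give no batch that crosses the treatments.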

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

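The tests of library scaling, of the share of tumor cells and of neutrophils were chosen after the results were seen; those of other assignments and of near-identical copies were not. The groups of 3 libraries are too small for a test of single outlying samples.

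The effect of YJ1206 differed between cells and tumors for 7222 of 15423 genes tested (adjusted p under 0.05 for the interaction, edgeR), and none of 99 other assignments of the libraries within each material gave as many; the real one was 1 of the 100 drawn, out of 200 possible, and the largest other count was 5491. Of the 2984 genes significant in both experiments, 1755 went the same way and 1229 went opposite ways. Across genes, which are not independent replicates, the log2 fold changes of the experiments had a Pearson correlation of 0.15 and a Spearman correlation of 0.13. Cells and tumors also differ in duration of treatment, in the molecule their labels name and in library batch, so a biological difference between culture and tumor cannot be told apart from these.

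In all, 5 gene lists moved apart between the materials in both camera and fry. The median difference of log2 fold change, tumors minus cells, was -0.69 for the MYC list, -0.73 for the TNF and NF-κB list, -0.87 for the E2F list, -0.79 for the G2M list and -0.55 for the p53 list. With an estimated correlation only the MYC (adjusted p = 0.011) and TNF (0.043) lists passed the threshold. Another 3 lists passed in fry but not in camera, the IFN-γ list (median difference -0.20, adjusted p = 8.04e-05 in fry and 0.426 in camera), the antigen presentation list (-0.35, 0.00093 and 0.143) and the STING list (0.036 and 0.571), whose median is not given because genes of it were at the floor in the cells. Library scaling was weighed first. A scaling that moves all genes alike leaves a list's median relative to all genes, here the 11307 tested in both materials. Under the least favorable of 4 scalings, TPM, the relative difference of the medians was -0.60 for MYC, -0.50 for TNF, -0.81 for E2F, -0.57 for G2M and -0.15 for p53. Of 10000 random lists of as many genes, matched on mean expression, 342 had a difference as low for p53 with TPM and at most 39 with the other scalings, and 0 had one for the other lists under any of the 4. The random lists take genes as independent, and the adjusted p for p53 with an estimated correlation was 0.096. These values argue against scaling as the whole cause, for p53 with less margin. The p53 difference not taken relative to all genes was -0.31 with TMM, -0.12 with total counts and 0.0048 with TPM. In the cells alone, the median of the MYC list was 0.36 with TMM and 0.049 with TPM, so the size of its rise depends on the scaling. Relative to all genes it was 0.29 or more under the 4 scalings, as high in 1 of 10000 random lists with TPM and in 0 with the others. TMM, DESeq2's size factors and total counts move all genes nearly alike, so their agreement was fixed in advance. TPM is the only separate check, and the list's rise relative to all genes remained with it. For the MYC list, a lower share of tumor cells in YJ1206 tumors would raise the markers of every other cell type. Neutrophil markers fell instead (median log2 fold change -0.72, adjusted p = 0.010 in fry but 0.074 in camera). Medians were also lower for fibroblasts, T cells, B cells, adipocytes and skeletal muscle. They were higher for dendritic cells, all leukocytes, CD8 and cytotoxic cells, NK cells, macrophages and monocytes, and endothelial cells. A fall of single cell types cannot exclude a lower share of tumor cells, which stays open as a part of the cause. For the TNF list, fewer neutrophils in YJ1206 tumors were considered. The 14 genes of the list at least as high in DMSO cells as in vehicle tumors fell too, by a median of -0.19, with 11 of 14 lower, although these levels come from tables normalized separately. Of the 14, 4 were significantly lower. The 89 genes less expressed in DMSO cells fell further, by a median of -0.31, with 59 lower and 26 significantly lower. Fewer neutrophils thus stay open as a part of the cause. A change of state of the tumor cells may remain for the MYC and TNF lists, as a hypothesis, beside the share of tumor cells and the differences of batch and molecule. For the p53, E2F and G2M lists no cause other than scaling was tested.

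The interaction also passed the threshold for several genes that the paper names. The difference of log2 fold change, tumors minus cells, was -0.26 for Cdk12, -0.56 for Ccnk, -1.60 for Isg15, 0.63 for Isg20, -0.87 for Cgas, 0.20 for Tbk1, 0.37 for Irf3 and 0.44 for Ifnar1. Across the alternatives, the log2 fold change of Cdk12 ranged from 0.26 to 0.60 in cells and from 0.27 to 0.39 in tumors. These ranges overlap, so the Cdk12 difference depends on the setting. Cgas rose in cells (log2 fold change 0.47, adjusted p = 7.83e-07, edgeR), a call lost with TPM (0.13), and fell in tumors (-0.37, adjusted p = 0.032, edgeR), a call kept in only 1 of the 6 fits that each left out one library, that without vehicle library 2. Cxcl10 and Irf7 are left out because their DMSO libraries were at the floor. Among the genes with the largest changes in cells, the difference was -4.46 for Id3, -4.19 for Gm10718, -4.23 for Ddit4, -5.42 for Fos, 2.97 for Angptl2, 3.48 for Il17re and 3.12 for Pla2r1. These were chosen for their change in cells, so a smaller change in tumors follows in part from that choice.

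Among genes with at least 5 CPM on average and no overlap between groups, the largest increases lie in genes that the paper does not discuss. Cxcl10 and Irf7, which it names, are under that level in cells and rose from the floor there. In cells the increases were Id3 (log2 fold change 4.76, from 4.32 ± 0.58 to 118 ± 8.84 CPM), Gm10718 (4.08), Ddit4 (4.00, from 4.75 ± 0.37 to 76.0 ± 3.22 CPM) and Fos (4.00, from 0.77 ± 0.23 to 12.3 ± 1.95 CPM), with adjusted p-values of at most 6.68e-16 in edgeR. In tumors they were Obp2a (3.88, from 6.83 ± 2.85 to 101 ± 5.93 CPM), Tgtp1 (3.26), Klk1b11 (2.68) and Tmprss6 (2.68), with adjusted p-values of at most 0.0096. All kept their direction and their call in the other fits made for them, except that the 4 tumor genes lost theirs with libraries 1 and 2 of each group alone. Under another scaling, the median over genes of each gene's shift from TMM was at most -0.29 in cells and -0.066 in tumors, far less than these changes. Gm10718, Tgtp1 and Klk1b11 belong to families whose near-identical copies share reads. If reads had only moved between copies, the summed level would not rise. It rose by a log2 fold change of 2.25 over 11 copies for Gm10718, 3.10 over 2 copies for Tgtp1 and 1.54 over 24 genes for Klk1b11. Which copy rose remains uncertain. The cause of these increases was not tested further; separate library batches in the cells stay open.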

How the results depend on the processing

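Unless stated, the alternatives were set before the data were examined. Of 985 values recomputed for 86 results, 862 kept their direction and their side of the threshold, or, for values with no test, stayed within the spread (within 1.5 times for a count). The others were 68 that no longer passed the threshold, 16 that now did, 18 that moved and 21 that reversed.

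For differentially expressed genes, Myc-CaP cells gave 2170 when a 2-fold change was also required, and 8232 to 9483 under every other alternative. For differentially expressed genes, Myc-CaP tumors gave 793 with that requirement, from 1877 (without YJ1206 library 3) to 5724 (without vehicle library 2) across the 6 fits that each left out one library (1938 without vehicle library 3, 2739 without YJ1206 library 2), and 1 with libraries 1 and 2 of each group, chosen after the data were seen. That gene was Egr1, named after its value was seen. The fit of libraries 1 and 2 alone had 3068 genes at an unadjusted p-value under 0.05. All 4176 genes kept their direction, but 4158 of them had no overlap between groups, so this was nearly fixed in advance. The self-test made 139 correct calls at that size, but it cannot tell whether the size was the cause. It took its spread from all 6 tumor libraries (biological coefficient of variation 0.14), and libraries 1 and 2 alone gave 0.20. All its changed genes also moved by at least 2-fold. The share of higher genes among those called moved by scaling: in cells 49.7% with TMM, 36.1% with total counts and 29.2% with TPM; in tumors 44.4% with TMM and 33.8% with TPM.

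The replicate numbers do not pair the samples: same-numbered libraries deviated together with correlations of -0.029 to 0.010 in cells and -0.014 to 0.00076 in tumors. For differentially expressed genes, Myc-CaP cells gave 8905 with the replicate block, and for differentially expressed genes, Myc-CaP tumors gave 3477. Among the named genes the block changed 1 call. For Cgas, Myc-CaP tumors gave an adjusted p of 0.060 with the block, against 0.032 without it.

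For the gene lists, adjusted p-values follow. In cells, ranking by the signed statistic gave 0.128 for type I IFN, 0.062 for antigen presentation, 0.111 for TNF and NF-κB and 0.131 for E2F, whose direction reversed. Reactome sets in place of the lists gave 0.214 for type I IFN and 0.072 for IFN-γ. One more reversal came from a Reactome set in gene set enrichment, Myc-CaP cells: G2M checkpoint gave 0.278. camera gave 0.166 for type I IFN, 0.074 for TNF and NF-κB and 0.812 for E2F, reversed. camera with an estimated correlation gave 0.357 for type I IFN, 0.114 for IFN-γ, 0.231 for antigen presentation, 0.154 for p53, 0.231 for TNF and NF-κB, 0.066 for MYC and 0.869 for E2F, reversed. fry gave 0.0024 for E2F, reversed, and 0.00026 for G2M, now past the threshold. Antigen presentation gave 0.079 without a filter, 0.748 with log2(TPM + 1) and 0.468 with log2(TPM + 0.1). MYC gave 0.098 with log2(TPM + 0.1). G2M reversed with log2(TPM + 1), 0.814, and log2(TPM + 0.1), 0.975. The STING list gave 0.583 in camera and 0.686 with an estimated correlation. Without a filter, chosen after the data were seen, it gave 0.551 by the signed statistic, 0.062 with the transcript length trend removed, 0.090 with TPM, and 0.0081 to 0.100 with one library left out in turn (0.093 without DMSO library 3, 0.100 without YJ1206 library 1).

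In tumors, camera with an estimated correlation gave 0.397 for STING, 0.111 for type I IFN, 0.086 for IFN-γ, 0.067 for TNF and NF-κB, 0.052 for MYC, 0.083 for E2F and 0.052 for G2M. STING gave 0.088 by the signed statistic, 0.086 in camera, 0.069 in fry, and 0.0020 to 0.072 with one library left out, the highest without vehicle library 1. With at least 10 counts in every library, too few STING genes remained for a value. Ranking by the signed statistic gave 0.048 for antigen presentation, now past the threshold, and 0.656 for p53, reversed. The cause of these changes was not tested.

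The STING score difference moved from 0.54 to 1.44 with log2(CPM + 0.1), 0.81 with z-scores and 0.65 without Ifnb1 in cells, and from 0.44 to 0.69 and 1.17 with log2(CPM + 0.1) and z-scores in tumors. It was 0.29 without vehicle library 1. These scales differ by construction.

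Reactome sets with camera numbered 191 in cells and 295 in tumors. fry gave 734 and 527, and an estimated correlation 0 and 0, settings added after the data were seen. The 1 tumor marker list called by camera became 5 in fry and 0 with an estimated correlation. The Spearman correlation of log2 fold change with length in cells was -0.13 for transcripts and -0.049 for gene span.

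Some genes changed direction, none of which passed the threshold in the edgeR fit with TMM. For Cdk13, Myc-CaP cells gave -0.28 with log2(TPM + 1) (adjusted p = 0.00363, limma) and -0.16 with total counts (adjusted p = 0.00061, edgeR), both past the threshold, and -0.0041 (without DMSO library 3) to 0.039 with one library left out. For Sting1, Myc-CaP cells gave -0.73, -0.061 and -0.045 (without YJ1206 library 3) to 0.27 in the same settings, and -0.034 without DMSO library 2. Of these values of Sting1, that with log2(TPM + 1) passed the threshold (adjusted p = 0.00365, limma) and the others did not. Total counts were added for named genes after the data were seen. In tumors, Cdk13 gave -0.099 with log2(TPM + 1), and for Isg20, Myc-CaP tumors gave -0.0073 with it and -0.054 (without vehicle library 1; -0.052 without YJ1206 library 2) to 0.21 with one library left out. For Irf3, Myc-CaP tumors gave -0.070 (without vehicle library 2; -0.0089 without YJ1206 library 2) to 0.099 with one library left out.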

Differences from the paper's values

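The lists used here were written by hand and are not the paper's signatures or Hallmark sets, so an NES or adjusted p-value is compared across different lists. The paper's values are read by eye from its figures. An NES counts as different when it lies further from the paper's than the larger of 0.1 and the SD over fits that each left out one library, and an adjusted p-value when one is more than 1.5 times the other.

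In cells, the NES of the type I IFN list was 2.203 against the paper's value of about 2.0 in Supplemental Figure 3A for IFN-α, and of the alternatives set before the data were examined, a minimum of 10 counts in every library (1.92) and log2(TPM + 0.1) (2.03) gave a value within the margin while the other 15 did not. The NES of the p53 list was 1.99 against the paper's about 2.2 in Supplemental Figure 3A, and none of the 16 alternatives closed the gap (1.51 to 2.01). The adjusted p-value of the antigen presentation list, analysed without H2 family genes, was 0.0068 against the paper's about 0.038 in Figure 2A. A minimum of 10 counts in every library (0.029) and camera (0.040) came within the margin and the other 18 alternatives did not. The adjusted p-value of the STING list, without a filter, was 0.040 against the paper's about 0.003 in Figure 2A. Under fry, set before the data were examined and run on the 4 genes that passed the filter, it was 0.0024. As fry tests a list without reference to other genes, that value is near the paper's but not a like comparison. None of the other 15 settings closed the gap; camera was set before, and those without a filter were chosen after seeing the values.

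In tumors, the NES of the type I IFN list was 2.56 against the paper's about 2.1 in Figure 5B, and none of 17 alternatives came within the margin (1.73 to 2.74). For the IFN-γ list it was 2.05 against about 1.8 in Figure 5B, with 1.90 without vehicle library 2 and 1.88 without YJ1206 library 1 within the margin and the other 15 outside it. For the TNF and NF-κB list it was -2.20 against about -1.8 in Figure 5B, and none of 16 alternatives came within the margin (-2.32 to -1.64). For the MYC list it was -2.44 against about -2.1 in Figure 5B; with no filter on low counts (-1.97), and without vehicle library 2 or any 1 of the 3 YJ1206 libraries (-2.16 to -2.13), it was within the margin, and in the other 11 it was not. For the G2M list it was -2.95 against about -2.4 in Figure 5B; no filter (-2.31), the Reactome set (-2.47), and leaving out vehicle library 2 or any 1 of the YJ1206 libraries (-2.62 to -2.53) closed the gap and the other 11 did not. For the E2F list it was -3.16 against about -2.5 in Figure 5B; only no filter (-2.47) closed the gap among 16 alternatives. The adjusted p-value of the STING list was 0.0041 against about 0.002 in Figure 5A, and DESeq2's size factors (0.0017), the replicate block (0.0022) and the fit without YJ1206 library 3 (0.0020) came within the margin, while the other 15 did not. The adjusted p-value of the antigen presentation list, analysed without H2 family genes, was 0.835 against about 0.014 in Figure 5A. None of 20 alternatives came within the margin; the lowest, ranking by the signed statistic, gave 0.048, which passes the threshold.

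In Supplemental Figure 3A the p53 pathway ranks highest, whereas here the NES of the p53 list was the lowest of the 5 lists compared with that figure. By RT-qPCR, at an earlier time than the libraries, the paper reports elevated RNA of Ifnb1, Ccl5, Isg20 and Cd274 in YJ1206-treated cells (Figure 2C and Supplemental Figure 3C). In the libraries of cells treated for 24 hours, Isg20 was lower (log2 fold change -0.60), Ifnb1 had 0 counts and Ccl5 had at most 2. Cd274 was not significant here (log2 fold change 0.75, adjusted p = 0.053, edgeR), but passed the threshold without DMSO library 1 (log2 fold change 0.96) or without YJ1206 library 1 (0.95).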

Other observations

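The tests of the mixture, skeletal muscle, histones and cell division were chosen after the results were seen; those of other splits, of leukocytes and of transcript length and gene span were not.

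Other splits of the 6 cell libraries into 3 and 3 gave 0 genes past the threshold (22 to 42 at an unadjusted p-value under 0.05, against 9162 in the real split), so 1 of the 10 splits gave as many genes as the real one. The same was true of the tumors, with 80 to 833 genes at an unadjusted p-value under 0.05 in the other splits. With 10 splits no share can be under 0.1, so this count alone cannot reach 0.05. Other values argue against chance as the cause of the difference in cells: 77.5% of all genes tested had no overlap between groups, where chance gives 10%, and 8995 had an adjusted p-value under 0.05 in edgeR. In tumors 44.6% had no overlap, but library 3 of each group lay between libraries 1 and 2 at most genes. If it is not a separate tumor, chance gives more than 10% there, so no conclusion is drawn from that share. The gene lists were less specific. In cells, 8 of the 10 splits gave as many lists with fgsea as the real split (6 lists), and in tumors 2 of the 10 did (7 lists). fgsea ranks genes and takes no account of replicates, and each of the other splits still leaves 2 libraries of one treatment on each side. For Reactome sets in camera, 1 of the 10 splits in cells (191 sets, others 51 to 129) and 1 of the 10 in tumors (295 sets, others 49 to 231) gave as many. For the marker lists, 8 of the 10 splits gave as many as the real split.

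Library 3 of each tumor group lay between libraries 1 and 2 at most genes. Vehicle library 3 lay between the others at 99.6% of 1811 genes that differed between them, at a median fraction of 0.60 (interquartile range 0.53 to 0.67), and 7 of 9292 genes lay outside their range, where 20 simulated groups of separate tumors gave 1005 to 1091. At genes alike in libraries 1 and 2, it differed by 1.46 times the counting noise, against 14.5 or more in the simulations. For YJ1206 library 3 the values were 98.7%, a median fraction of 0.37, 10 of 9232 genes, and 1.65 against 16.3 or more. For comparison, vehicle libraries 1 and 2 had 699 and 1490 genes outside the range of the others, which follows largely from library 3 lying between them. The simulated tumors did not lie on one axis of composition. The comparison with them argues only against a separate tumor that varies as they did. A separate tumor on one axis would also differ little at genes alike in libraries 1 and 2, so it cannot be excluded. RNA or reads of tumors 1 and 2 in one library is a candidate explanation. This candidate cannot be told apart here from 3 portions of one tumor with a pair of tissue components, or from a separate tumor on one axis. Where RNA, reads or tissue are shared, the third library adds little variation of its own. The adjusted p-values of the tumor comparison, which treat 3 libraries as 3 tumors, may then be too small.

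Skeletal muscle genes were lower in YJ1206 tumors (camera adjusted p = 1.58e-04, fry 0.113). Their 9 tested markers had a median log2 fold change of -4.35, and the largest decreases by the naming rule were Myl1, Acta1, Ttn and Xirp2 (log2 fold change -7.44, -6.66, -6.23 and -6.15, adjusted p-values of 0.014, 0.013, 0.0054 and 0.0055, edgeR). All 9 were higher in vehicle tumors 1 and 3 than in vehicle tumor 2 and every YJ1206 tumor, and Ttn had 39749, 2553 and 17151 counts in the vehicle libraries and 255, 275 and 266 with YJ1206. Of 12 alternatives, the calls of Myl1 and Acta1 were each lost in 4, and those of Ttn and Xirp2 in 1 each. Muscle in the vehicle samples is a candidate explanation, and 2 of the 11 markers reach 1 CPM in DMSO cells. A lower share of tumor cells in vehicle tumors would also raise the other cell types there, but dendritic cell markers were higher in YJ1206 tumors (median log2 fold change 0.44). So were those of all leukocytes, CD8 and cytotoxic cells, NK cells, macrophages and monocytes, and endothelial cells. Markers of fibroblasts (-0.53), neutrophils (-0.72), adipocytes (-0.27), T cells (-0.21) and B cells (-0.20) were lower. With directions mixed, a lower share stays open as a part of the cause. No biological explanation was tested.

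IFN-stimulated genes were higher in YJ1206 tumors. More leukocytes of every kind would raise all leukocyte markers, but neutrophil markers fell (median log2 fold change -0.72, fry adjusted p = 0.010). All 6 tested neutrophil markers were lower, 2 of them significantly, but the list did not pass the threshold in camera (0.074). A rise of CD8 and cytotoxic cells (median 0.74 over 3 tested markers, fry adjusted p = 0.024), of dendritic cells (fry 0.010) or of macrophages and monocytes (median 0.41, fry 0.168) stays open. The highest of the 3 CD8 and cytotoxic markers, Ccl5 (0.92), is itself a STING signature gene, so it is not separate evidence. Endothelial (0.20, fry 0.024) and epithelial (0.000023, fry 0.0032) lists passed the threshold in fry. Those for all leukocytes (median 0.32, fry 0.113), T cells (-0.21, 0.745), NK cells (0.47, 0.385), B cells (-0.20, 0.751), fibroblasts (-0.53, 0.280) and adipocytes (-0.27, 0.607) did not. Only 4 T cell markers, 1 NK cell marker and 2 B cell markers could be tested.

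A trend with transcript length, Spearman correlation -0.13 in cells and -0.016 in tumors, was weighed as the cause of the cell lists' enrichment. With it removed, the type I IFN list had an adjusted p of 3.49e-06 and the MYC list 3.44e-06. The trend is thus not the whole cause for these lists. The antigen presentation list still passed the threshold, at 0.024 against 0.0068. The STING list without a filter no longer passed it, at 0.062 against 0.040, so for that list the trend stays open.

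Homologous recombination and Fanconi genes were lower in both experiments, with a median log2 fold change of -0.43 in cells (25 of 38 significantly lower, 6 higher; camera p = 0.00031, fry p = 2.26e-05, estimated correlation p = 0.063) and -0.50 in tumors (28 lower, 0 higher). Of the 38 genes, 7 are also in the E2F list. A fall of long genes in cells would leave the median near 0 once the trend with gene span is removed, but it was -0.38. Fewer dividing cells would lower the E2F list at least as much. The E2F median in cells was 0.046 with TMM, with 70 genes higher and 64 lower, and -0.25 with TPM, where the median of all genes was -0.24. Without the genes in both lists, the 31 homologous recombination and Fanconi genes lay below the 146 E2F genes by a difference of medians of -0.48 with TMM, DESeq2's size factors and total counts and -0.30 with TPM. Of 10000 draws of 31 E2F genes, 1 had a median as low under each of the former scalings and 41 had one with TPM. The former scalings move all genes nearly alike, so their agreement was fixed in advance and TPM is the only separate check. Genes are not independent replicates, so these draws describe the lists in these libraries. This argues against fewer dividing cells as the whole cause in the cells; other causes stay open. In tumors the E2F median was -0.88, the difference of medians was 0.39 with TMM, in the other direction, and fewer dividing cells there may account for the fall.

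Replication-dependent histone genes were nearly absent from the cell libraries (median of 56 genes 0.59 CPM with DMSO, against 74.7 in vehicle tumors), whereas 8 polyadenylated histone genes summed to 0.914 times the cell level in tumors. Few dividing cells in culture would also lower E2F genes, but those were 1.67 times as high in DMSO cells as in vehicle tumors (median over genes). Levels come from tables normalized separately. Selection of polyadenylated RNA in the cell libraries, as the labels name, is the candidate explanation; the methods describe removal of ribosomal RNA.

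The RNA of other genes that the paper studies as proteins was also measured. In cells, Irf3 (log2 fold change -0.37, adjusted p = 0.00011), Ifnar1 (-0.26, adjusted p = 0.00051) and Rela (-0.18, adjusted p = 0.00022) were lower in edgeR, and Tbk1 (-0.062, adjusted p = 0.230) and Sting1 (0.12, adjusted p = 0.746) were not significant. The size of these changes depends on the scaling. In the self-test at the spread of the cells, 26.0% of the calls of limma on log2 values were false. With log2(TPM + 1), where the median of all genes was -0.24, all of them were lower in limma. For Irf3, Myc-CaP cells gave -0.93 (adjusted p = 0.00068) in this setting, and Sting1, Myc-CaP cells gave -0.73 (0.00365). It was -0.46 for Ifnar1, Myc-CaP cells (0.00046), -0.39 for Rela, Myc-CaP cells (0.00021) and -0.35 for Tbk1, Myc-CaP cells (0.00022). With total counts, Tbk1 was also significantly lower (-0.25, adjusted p = 2.85e-05 in edgeR). Sting1 had few counts, at 1.14 ± 0.24 CPM with DMSO and 1.25 ± 0.26 CPM with YJ1206, so its fall with TPM was not seen there. In tumors, none of these passed the threshold in edgeR with all 6 libraries, nor did Cd274 (0.57, adjusted p = 0.082), but without vehicle library 2 both Rela, Myc-CaP tumors (-0.24, adjusted p = 0.019) and Cd274, Myc-CaP tumors (0.73, adjusted p = 0.025) did. Among genes with at least 5 CPM on average and no overlap between groups, the 4 largest decreases in cells were Lncenc1 (log2 fold change -3.56), Angptl2 (-3.55), Il17re (-3.47) and Pla2r1 (-3.46), with adjusted p-values of at most 4.35e-14 (edgeR). For Cxcl10, the RT-qPCR values in the paper's supplement give a 15.8-fold increase, computed from the paper's values, beside the lower bound of 8.84-fold at 24 hours.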
